# Microarray studies on effects of *Pneumocystis carinii *infection on global gene expression in alveolar macrophages

**DOI:** 10.1186/1471-2180-10-103

**Published:** 2010-04-08

**Authors:** Bi-Hua Cheng, Yunlong Liu, Xiaoling Xuei, Chung-Ping Liao, Debao Lu, Mark E Lasbury, Pamela J Durant, Chao-Hung Lee

## Abstract

**Background:**

*Pneumocystis *pneumonia is a common opportunistic disease in AIDS patients. The alveolar macrophage is an important effector cell in the clearance of *Pneumocystis *organisms by phagocytosis. However, both the number and phagocytic activity of alveolar macrophages are decreased in *Pneumocystis *infected hosts. To understand how *Pneumocystis *inactivates alveolar macrophages, Affymetrix GeneChip^® ^RG-U34A DNA microarrays were used to study the difference in global gene expression in alveolar macrophages from uninfected and *Pneumocystis carinii*-infected Sprague-Dawley rats.

**Results:**

Analyses of genes that were affected by *Pneumocystis *infection showed that many functions in the cells were affected. Antigen presentation, cell-mediated immune response, humoral immune response, and inflammatory response were most severely affected, followed by cellular movement, immune cell trafficking, immunological disease, cell-to-cell signaling and interaction, cell death, organ injury and abnormality, cell signaling, infectious disease, small molecular biochemistry, antimicrobial response, and free radical scavenging. Since rats must be immunosuppressed in order to develop *Pneumocystis *infection, alveolar macrophages from four rats of the same sex and age that were treated with dexamethasone for the entire eight weeks of the study period were also examined. With a filter of false-discovery rate less than 0.1 and fold change greater than 1.5, 200 genes were found to be up-regulated, and 144 genes were down-regulated by dexamethasone treatment. During *Pneumocystis *pneumonia, 115 genes were found to be up- and 137 were down-regulated with the same filtering criteria. The top ten genes up-regulated by *Pneumocystis *infection were Cxcl10, Spp1, S100A9, Rsad2, S100A8, Nos2, RT1-Bb, Lcn2, RT1-Db1, and Srgn with fold changes ranging between 12.33 and 5.34; and the top ten down-regulated ones were Lgals1, Psat1, Tbc1d23, Gsta1, Car5b, Xrcc5, Pdlim1, Alcam, Cidea, and Pkib with fold changes ranging between -4.24 and -2.25.

**Conclusions:**

In order to survive in the host, *Pneumocystis *organisms change the expression profile of alveolar macrophages. Results of this study revealed that *Pneumocystis *infection affects many cellular functions leading to reduced number and activity of alveolar macrophages during *Pneumocystis *pneumonia.

## Background

*Pneumocystis *pneumonia (PCP) is the most common opportunistic disease in AIDS patients [1,2]. During the early stage of the AIDS epidemic, PCP occurred in 60-80% of HIV infected patients in the United States and Western Europe [3]. Characteristic pathology features of PCP include infiltration of inflammatory cells in the lung, thickened alveolar septa, and foamy exudates in the alveoli.

Since *Pneumocystis *has a typical morphology of protozoa, it was initially considered as protozoa. It is now classified as a fungus because the composition and structure of its cell wall [4,5] and nucleotide sequences are more similar to those of fungi than to those of protozoa [6-9]. Although *Pneumocystis *organisms are found in many different species of mammals, they are strictly species specific [10]. Therefore, *Pneumocystis *from different host species has different names [11]. Among the more common ones, human *Pneumocystis *is called *Pneumocystis jirovecii*. Rat *Pneumocystis *is referred to as *P. carinii*; another rat *Pneumocystis *strain is called *P. wakefieldii*. Mouse *Pneumocystis *is named *P. murina*.

In immunocompetent humans and animals, alveolar macrophages (AMs) protect the hosts against *Pneumocystis *infection by actively removing this extracellular organism from the alveoli. However, AMs from *Pneumocystis*-infected animals are defective in phagocytosis [12,13], and the number of AMs in humans and animals with PCP is reduced [14-16]. These two defects impair the innate immunity against *Pneumocystis *infection. The reduction in alveolar macrophage (AM) number is mainly due to increased rate of apoptosis [17]. A recent study demonstrates that increased levels of intracellular polyamines trigger this apoptosis [18].

The increase in polyamine levels in AMs is due to increased de novo synthesis and uptake of exogenous polyamines [19]. Very little is known about the defect in phagocytosis during PCP. Decreased expression of macrophage receptors such as mannose receptor is a possible cause [20]. In this study, we used DNA microarrays to study global gene expression in AMs from *P. carinii-*infected rats to better understand the mechanisms of pathogenesis of PCP.

## Methods

### Rat PCP Model

*P. carinii *infection in rats was established as described previously [21]. Briefly, female Sprague-Dawley rats (Harlan, Indianapolis, IN) of 120-140 g were divided into three groups designated Normal, Dex, and Dex-Pc rats. Normal rats were immunocompetent and uninfected. Since rats must be immunosuppressed in order to develop PCP upon inoculation of *Pneumocystis *organisms, they were immunosuppressed by giving dexamethasone (1.8 mg/liter) continuously in drinking water to reduce the number of CD4+ T lymphocytes. These rats were referred to as Dex rats. Although the Dex rats were continuously immunosuppressed for nine weeks, they showed no signs of disease. Dex-Pc rats were Dex rats transtracheally inoculated with 7.5 × 10^6 ^*P. carinii *organisms one week after initiation of immunosuppression. To prevent other opportunistic infections, immunosuppressed rats were given 10,000 units of penicillin (Butler, Dublin, OH) weekly by intramuscular (i.m.) injection. All *P. carinii*-infected rats showed signs of PCP including weight loss, dark eyes, hunched posture, and respiratory distress eight weeks after inoculation of the organisms and were sacrificed for isolation of AMs. Age-matched Normal rats were used as controls, while age-matched Dex rats were used to control for effect of the steroid treatment. Giemsa and silver staining of lung impression smears was performed to determine the existence of *Pneumocystis *and other microorganisms. Any lungs that contained other microorganisms were excluded. All animal studies were approved by the Indiana University Animal Care and Use Committee and supervised by veterinarians.

### Isolation of alveolar macrophages

Rats were anesthetized by i.m. injection of 0.1 ml ketamine mixture (80 mg/ml ketamine hydrochloride, 0.38 mg/ml atropine, and 1.76 mg/ml acepromazine) and then sacrificed. The thoracic cavity and trachea were exposed by dissection. Bronchoalveolar lavage fluid (BALF) was obtained by instilling 5 ml of sterile phosphate buffered saline (PBS) one at a time into rat lungs with a 14-gauge angiocath (BD Biosciences, Bedford, MA) and then recovered until a total of 50 ml BALF was obtained [22]. The cells in this 50-ml BALF were pelleted by centrifugation at 300 × *g *for 10 min and then resuspended in 5 ml of Dulbecco's Modified Eagle Medium (DMEM). AMs were isolated by adherence on plastic tissue culture dishes at 37°C with 5% CO_2 _for 1 hr followed by washing with warm PBS three times to remove unattached cells. The purity of AMs was greater than 97% as determined by anti-RMA staining described previously [23].

### Isolation of RNA from alveolar macrophages

AMs from four each of Normal, Dex, and Dex-Pc rats were used. Total RNA was isolated individually from each sample using the RNeasy kit (Qiagen) according to manufacturer's instructions. Approximately 2 × 10^6 ^cells from each animal were used. The cells were washed with PBS and then lysed with 350 μl of Buffer RLT in the kit. The cell lysate was passed five times through a 20 gauge needle and then through the Genomic DNA Eliminator spin column by centrifugation, followed by addition of 350 μl of 70% ethanol to the flow through. The mixture was transferred to an RNeasy spin column placed in a 2 ml collection tube. The flow-through was discarded after a 15 s centrifugation at 8000 × *g*. The column was washed with 700 μl of Buffer RW1 and then with 500 μl of Buffer RPE twice. Total RNA was eluted from the column with 30 μl of RNase-free water and quantified by spectrophotometer.

### Microarray analysis

The Affymetrix GeneChip^® ^RG-U34A, containing 8799 rat genes and EST sequences, was used for the microarray analysis. Briefly, 2.5 μg of total RNA from each rat was reversely transcribed, using the standard 3'IVT protocol as described previously [24], and hybridized to a GeneChip. A total of 12 GeneChips were used, four for each sample group from Normal, Dex, and Dex-Pc rats. The data were first analyzed with Microarray Suite version 5.0 (MAS 5.0) using Affymetrix default analysis settings and global scaling as normalization method. The trimmed mean target intensity of each array was arbitrarily set to 1000. Comparisons of global gene expression and identification of genes that were up- or down-regulated by dexamethasone treatment or by *P. carinii *infection in AMs from the three different groups of rats (Normal, Dex, and Dex-Pc) were performed with the Partek Genomic Suite 6.4 Software (Partek Inc., St. Louis, MO). Identification of cellular functions affected by dexamethasone or *Pneumocystis *infection was achieved by using the Ingenuity Pathway Analysis (IPA) software (Ingenuity Systems Inc. Redwood City, CA). The microarray data generated in this study have been deposited in the Gene Expression Omnibus with the accession number GSE20149.

### Real-time RT-PCR

Approximately 0.2 μg of each total AM RNA sample was reversely transcribed to cDNA using the iScript cDNA synthesis kit (Bio-Rad, Hercules, CA) and random primers in a total reaction volume of 20 μl. The reaction mixtures were incubated at 25°C for 5 min, 42°C for 30 min, and 85°C for 5 min. Of this, 2 μl of each cDNA product was used for quantitative PCR analysis. Real-time RT-PCRs for various target genes were performed using the Assays-on-Demand™ gene expression kits. Each kit contained two unlabeled PCR primers and a FAM™-labeled TaqMan probe (Applied Biosystems, Foster City, CA). Since the expression of the ribosomal protein S8 (RPS8) is not affected by *Pneumocystis *infection, RPS8 mRNAs were assayed in an identical manner as an internal control as described previously [25].

## Results

### Quality of microarray data

Since each GeneChip contained 8799 probe sets, a total of 105,588 expression data points were generated from the twelve arrays. 

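Each array measured RNA from the AMs of 1 rat, and each group had 4 arrays, which were taken as replicate rats. Normal rats were untreated, and Dex rats drank dexamethasone, a synthetic glucocorticoid, at 1.8 mg/liter for 9 weeks. Dex-Pc rats received the same drug and 7500000 P. carinii organisms, with AMs taken 8 weeks after inoculation. The paper states that immunosuppressed rats also had weekly penicillin injections. Changes between Normal and Dex AMs, called changes with dexamethasone here, thus include any effect of the penicillin. The paper gives 2.5 µg of total RNA per array, and the sample labels give 2 µg. The authors' values are Microarray Suite 5.0 (MAS 5.0) signals, in which the 8799 probe sets of each array were scaled to one trimmed mean. The trimmed mean of the deposited signals was 1001.7 to 1001.8 on every array. The median signal was 198 to 235 on Normal arrays, 193 to 219 on Dex arrays and 220 to 238 on Dex-Pc arrays. Signals under 1, which were 3 to 16 values per array, were set to 1 before log2. After 59 control probe sets were left out, 8740 probe sets were tested with limma on all 12 arrays, with p-values adjusted by Benjamini-Hochberg, and a gene was taken as changed at a false discovery rate of at most 0.1 and a fold change of at least 1.5. A single gene symbol was listed for 7006 of the tested probe sets, several symbols for 308 and none for 1426. The 4736 genes were each followed through the probe set with the highest mean. The number of arrays limits the precision of every value. A background level of 80.6, the 95th percentile of 19 control probe sets with neither a rat nor a spiked target, was chosen after the values were seen, and 28.9 to 35% of probe sets lay below it on each array. Where all 4 arrays of a group were below it, a change is given as at least that of the brighter group's mean over the higher of this level and the dim signal. The signal ratio of the 3' to the 5' end was 1.03 to 1.37 for Gapdh and 0.981 to 1.5 for beta-actin, with the highest actin ratio in a Dex-Pc array. The actin ratio was 0.981 to 1.07 in Normal, 1.08 to 1.16 in Dex and 1.09 to 1.5 in Dex-Pc arrays. Every Normal array thus lay below all others for actin, while the Gapdh ranges of the groups overlapped. Whether this difference bears on the comparisons was not tested. The bacterial and phage transcripts added before hybridization had a mean log2 signal of 11.62 ± 0.13 (SD, n = 4) in Normal, 11.40 ± 0.14 in Dex and 12.40 ± 0.44 in Dex-Pc arrays.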

Principle component analysis (PCA) was first performed to examine the correlations among the data produced from different arrays. The results of the first three principal components, which included the variance of 83.5% of the expression data points of each sample, are shown in Fig. 1. Each blue, red, or green dot represents the overall expression pattern of each AM sample from Normal, Dex, or Dex-Pc rats, respectively (Fig. 1). The PCA analysis showed that the samples within each rat group were closely clustered together, whereas the samples between rat groups were distinctly separated, indicating that the quality of the microarray data was excellent. 

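Over 8740 probe sets, the first component held 30.5% of the variance, the second 15.1% and the third 7.86%, together 53.5%. Along the first component the groups were ordered Normal, Dex, Dex-Pc, with scores of -52.3 to -38.4, -0.3 to 9.1 and 35.9 to 48.3. The genes with the largest positive loadings were Srgn, which encodes the granule proteoglycan serglycin, Crispld2, S100a9, a calcium-binding protein of myeloid cells, the nucleoside transporter Slc28a2 and Ass1, an enzyme of arginine synthesis. The heat shock gene Hspa1a, the potassium channel gene Kcnn3 and Tac1, the substance P precursor, had the most negative loadings. On the second component the Dex arrays scored -37.9 to -23.2, below every other array. Distances over all probe sets were less separated. The arrays of a group lay at most 91.7 log2 units apart, and the closest pair from different groups, a Dex and a Dex-Pc array, lay 84.2 apart. Normal replicate 1 stood apart on the third component (-29.8 against 11.8 to 16 for the other Normal arrays), and Dex-Pc replicate 4 on the second (47.1 against 3.6 to 11).

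**Figure D1:**
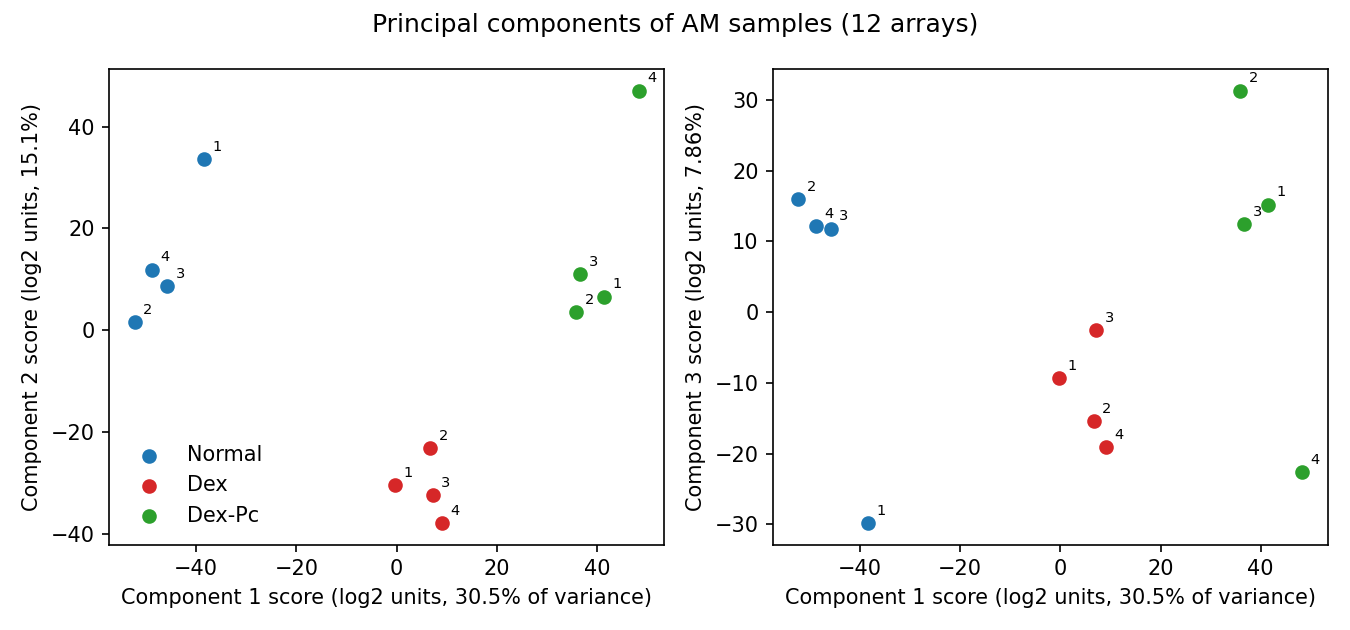
Scores of the 12 arrays on component 1 (horizontal axis, log2 units) against component 2 (left) and component 3 (right). Each point is 1 rat, labelled by its replicate number and coloured by group. The groups separate along component 1, Normal replicate 1 lies at -29.8 on component 3 and Dex-Pc replicate 4 at 47.1 on component 2.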

The PCA results also indicated that the global expression patterns in AMs of the same rat group were similar, whereas those in AMs of different rat groups were different.

**Figure 1:**
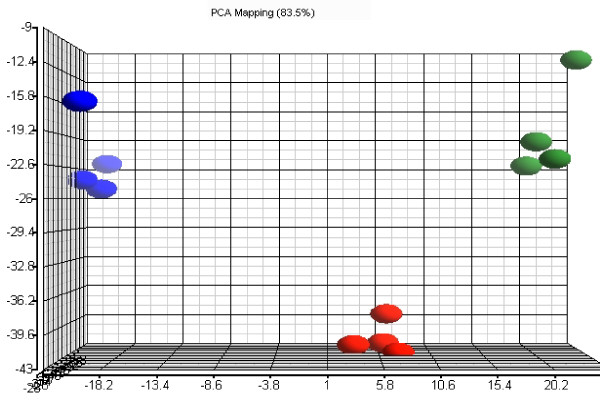
**Principle component analysis of microarray results**. The blue, red, and green oval dots represent linear combinations of the expression data, including relative expression value and variance, of the 8799 genes in AMs from each Normal, Dex, or Dex-Pc rat. The principle component analysis (PCA) software examined three components of genes in different samples for those with similar or different expression profiles. The first component, shown in the x-axis, includes genes with a high degree of variance. The second component, displayed in the y-axis, encompasses genes that had a median range of variance. The third component, represented by z-axis, contains those with a minor variance.

### Hierarchical clustering analysis of differentially expressed genes

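Dexamethasone treatment or infection changed 2492 of the 8740 probe sets (28.5%) at a false discovery rate of 0.1 in limma's moderated F test over the Normal, Dex and Dex-Pc groups. The highest group mean was that of Normal rats for 1087 of them, of Dex-Pc rats for 794 and of Dex rats for 611. Of these probe sets, 1437 also passed in the Dex to Normal comparison, 1157 in the Dex-Pc to Dex comparison and 445 in both. Dusp5, a phosphatase gene of the immediate-early response, fell at both steps, from 8450 ± 1510 (SD, n = 4) in Normal to 3420 ± 300 in Dex and 1750 ± 241 in Dex-Pc AMs. Casp2, a caspase gene, was lowest in Dex AMs (132 ± 35.8) and at 457 ± 96.2 and 533 ± 153 in Normal and Dex-Pc AMs. Other probe sets did not pass for Casp2 with dexamethasone (log2 fold change -0.24, adjusted p = 0.879 and -1.55, adjusted p = 0.165) and Casp2 with infection (0.21, adjusted p = 0.883).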

After ANOVA, 3473 genes were found to be differentially expressed due to dexamethasone treatment or *Pneumocystis *infection and were analyzed by hierarchical clustering using the Partek software (Fig. 2). Genes that were differentially expressed due to *Pneumocystis *infection were divided into four categories. The first one includes genes whose expressions were not affected by *Pneumocystis *infection. The second category includes those that were expressed at low levels but were up regulated by *Pneumocystis *infection. 

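Genes that rose with infection had Dex signals like those of genes that did not pass, and genes that fell had higher ones. The 247 genes higher in Dex-Pc than in Dex AMs had a median signal of 264 in Dex AMs (quartiles 70.3 and 777), and 53 of them were below background on all 4 Dex arrays. With genes split into 3 equal parts by Dex signal, 86 of them were in the dimmest part, 94 in the middle part and 67 in the brightest. The interferon-induced antiviral gene Rsad2 was among those that rose, at 446 ± 320 (SD, n = 4) in Dex and 3480 ± 1030 in Dex-Pc AMs, a log2 fold change of 3.19 (standard error 0.42, adjusted p = 0.00144). Pdpn, which encodes the membrane glycoprotein podoplanin, was below background in Dex AMs (43.9 ± 8.74) and rose at least 5.43-fold (adjusted p = 0.00154). The 237 genes that fell had a median Dex signal of 1120 (quartiles 494 and 3130). Of these, 162 were in the brightest part and 8 in the dimmest, and none was below background on all 4 Dex arrays. Acp5, a lysosomal acid phosphatase gene, fell from 7840 ± 858 to 4290 ± 618, a log2 fold change of -0.88 (standard error 0.14, adjusted p = 0.00393). The 4252 genes that did not pass had a median of 265 in Dex AMs. The size of a fall below background cannot be measured on these arrays, which may limit how many dim genes could be called lower.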

The third category contains genes that were expressed at high levels and were not affected by *Pneumocystis *infection. The fourth category includes those that were expressed at high levels but were down regulated by *Pneumocystis *infection. 

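With dexamethasone alone the contrast in starting level was smaller. The 310 genes higher in Dex than in Normal AMs had a median Normal signal of 442 (quartiles 122 and 1230), and 34 of them were below background on all Normal arrays. The 314 lower genes had a median of 821 (quartiles 313 and 2200), against 249 for the 4112 genes that did not pass. Of the lower genes, 17 were below background on all Normal arrays, so the sizes of their falls are not measured. Itgam, which encodes the alpha chain of complement receptor 3, was among the genes that rose from below background. Its signal was 46.3 ± 13 (SD, n = 4) in Normal and 709 ± 313 in Dex AMs, a rise of at least 8.16-fold (adjusted p = 0.000101). Fabp5, a fatty acid-binding protein gene, was already bright in Normal AMs (12200 ± 741) and rose to 23900 ± 1580, a log2 fold change of 0.97 (standard error 0.14, adjusted p = 0.000983). Cd9, a tetraspanin gene, fell from 34400 ± 1860 to 22000 ± 3410, a log2 fold change of -0.65 (standard error 0.16, adjusted p = 0.0194). Not all probe sets passed, with others not called for Cd9 with dexamethasone (log2 fold change -0.43, adjusted p = 0.071).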

The same four categories of gene expressions in AMs from dexamethasone treated rats were observed.

**Figure 2:**
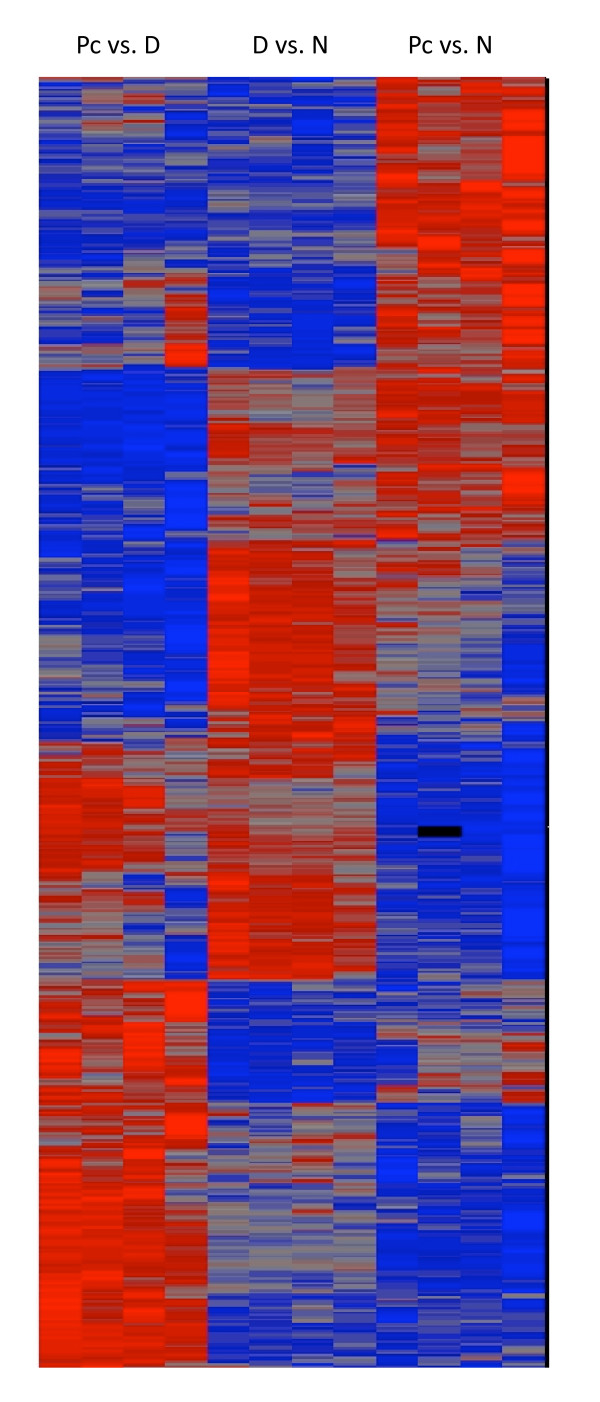
**Hierarchical clustering of differentially expressed genes**. ANOVA was first performed to identify genes that are differentially expressed due to dexamethasone treatment or *Pneumocystis *infection. Each lane represents the expression profile of AMs from one rat. The first four lanes show the expression profiles of AMs from the four Dex-Pc rats compared to that of Dex rats, the middle four lanes display those of the four Dex rats compared to that of Normal rats, and the remaining four lanes represent those of the four Dex-Pc rats compared to that of Normal rats. Red and blue colors indicate high and low expression levels, respectively. Gray color indicates no change in expression levels.

### Functional pathways affected by dexamethasone or *Pneumocystis *infection

To ensure the accuracy of the results, only the differentially expressed genes with a false-discovery rate (FDR) ≤ 0.1 and a fold change (FC) ≥ 1.5 were further analyzed. With IPA, the following functions were found to be significantly affected by dexamethasone (listed in the order of significance from highest to lowest): cell death, small molecular biochemistry, immunological disease, cellular movement, cell-to-cell signaling and interaction, immune cell trafficking, antigen presentation, cell-mediated immune response, humoral immune response, inflammatory response, respiratory disease, cell signaling, infectious disease, organ injury and abnormality, and free radical scavenging. These functions were also affected by *Pneumocystis *infection, but in a different order of significance (also listed in the order of significance from highest to lowest): antigen presentation, cell-mediated immune response, humoral immune response, and inflammatory response were equally and most severely affected, followed by cellular movement, immune cell trafficking, immunological disease, cell-to-cell signaling and interaction, cell death, organ injury and abnormality, cell signaling, infectious disease, small molecular biochemistry, antimicrobial response, and free radical scavenging (Fig. 3).

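In Dex AMs, markers of macrophages derived from monocytes were higher than in Normal AMs, and immediate-early genes were lower. Lists of genes were fixed before the data were examined, after the paper's tables had been read, so some members are genes the paper picked from these samples and their direction is not independent evidence. Of 22 genes of inflammatory cytokines and mediators, 9 rose, 1 fell and 12 did not pass (10 higher and 1 lower when adjusted over the list alone). Tnf, the tumour necrosis factor gene, went from 714 ± 234 (SD, n = 4) to 8410 ± 3700. Against all other genes the list was shifted up (limma's camera, adjusted p = 0.000386), but not past the threshold with the correlation between its genes estimated from the data (adjusted p = 0.118 with an estimated correlation). Of 21 monocyte-derived macrophage markers, 9 rose, none fell and 12 did not pass (10 higher over the list alone), with a mean log2 fold change of 1.39 (adjusted p = 2.72e-07). Fcgr2b, an Fc receptor gene of that list, rose from 786 ± 128 to 5020 ± 607. Of 29 lysosomal genes, 8 rose and 21 did not pass (8 over the list alone; adjusted p = 1.19e-06), among them the proteases Ctsl (623 ± 142 to 2780 ± 333) and Ctsk (545 ± 195 to 3610 ± 677). Of 25 immediate-early genes, 11 fell and 14 did not pass (12 over the list alone; adjusted p = 1.5e-07), including Myc (1710 ± 309 to 530 ± 66.9). Of 18 heat shock proteins and co-chaperones, 7 fell and 11 did not pass (9 over the list alone; adjusted p = 5.65e-05, or adjusted p = 0.242 with an estimated correlation). Of 55 genes of oxidative phosphorylation, 11 rose, 1 fell and 43 did not pass (12 higher and 1 lower over the list alone; adjusted p = 1.38e-10, or adjusted p = 0.129 with an estimated correlation). Neutrophil markers, a sign of another cell type, moved with this group too. Of 12, 4 rose and 8 did not pass (4 over the list alone; adjusted p = 0.0166, or adjusted p = 0.233 with an estimated correlation). Without a call were other probe sets of Ctsl with dexamethasone (log2 fold change 0.28, adjusted p = 0.368) and Ctsl with infection (0.16, adjusted p = 0.645).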

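Among the metabolic lists, 3 of 15 genes of glycolysis rose with dexamethasone and 12 did not pass (3 over the list alone; adjusted p = 0.00521), among them Pgk1 (4420 ± 392 to 7950 ± 1080, SD, n = 4). Of 15 genes of cholesterol synthesis and uptake, 3 rose and 12 did not pass (4 over the list alone; adjusted p = 0.00229, or adjusted p = 0.396 with an estimated correlation), with Sqle at 1250 ± 219 and 2510 ± 669. Of 37 glutathione and antioxidant genes, 6 rose, 3 fell and 28 did not pass (7 higher and 3 lower over the list alone; adjusted p = 0.011, or adjusted p = 0.202 with an estimated correlation). Of 11 genes of MHC class II presentation, 4 rose and 7 did not pass (4 over the list alone; adjusted p = 0.00132, or adjusted p = 0.103 with an estimated correlation). For 16 lists no shift passed. The closest was the list of genes that glucocorticoids induce in other cells, of which 7 of 19 rose, 3 fell and 9 did not pass, the same over the list alone (adjusted p = 0.102). It passed with a pseudocount of 32, with only probe sets above the median, with the replicate block and without any 1 of 5 arrays (adjusted p = 0.0377 to 0.0945). Among its members, Hsd11b1, which activates glucocorticoids, rose from 2100 ± 221 to 5730 ± 738, and Orm1, an acute-phase protein gene, from 128 ± 22.5 to 541 ± 204. Of 14 phagocytic and pattern recognition receptors, 4 rose, 2 fell and 8 did not pass (5 higher and 3 lower over the list alone; adjusted p = 0.103), and this list passed without any 1 of 6 arrays (adjusted p = 0.0669 to 0.0931). The integrin gene Itgb3 fell from 666 ± 94.6 to 124 ± 55.9. None of 44 ribosomal protein genes passed, nor any over the list alone, and 31 were lower (adjusted p = 0.261). Their mean was 0, and it moved to 0.21 when arrays were centred on the hybridization controls. Relative to those controls the median of all genes moved by 0.14 in this comparison, in place of -0.08. The immediate-early list had a mean of -0.74, and of -0.52 relative to the controls, a scaling chosen after the values were seen.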

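Interferon-inducible genes were not shifted with dexamethasone. Of 14, 3 fell, Irf1, Irf8 and Adar, and 11 did not pass (3 over the list alone; adjusted p = 0.325). MHC class I presentation had 1 lower of 11 (1 lower over the list alone; adjusted p = 0.617), fatty acid oxidation 3 higher and 1 lower of 26 (3 higher and 1 lower over the list alone; adjusted p = 0.296), polyamine metabolism 1 higher and 1 lower of 8 (1 higher and 1 lower over the list alone; adjusted p = 0.928) and cell death regulators 5 higher and 1 lower of 20 (5 higher and 1 lower over the list alone; adjusted p = 0.432). Regulators of the actin cytoskeleton had 3 higher and 6 lower of 39 (3 higher and 6 lower over the list alone; adjusted p = 0.232), proliferation genes 2 lower of 18 (1 lower over the list alone; adjusted p = 0.17) and resident alveolar macrophage markers 2 higher and 2 lower of 11 (2 higher and 3 lower over the list alone; adjusted p = 0.741). Among markers of other cells, T and NK cells had 2 lower of 25 (none over the list alone; adjusted p = 0.621), lung epithelium 3 higher and 1 lower of 26 (4 higher and 1 lower over the list alone; adjusted p = 0.207), endothelium and fibroblasts 1 higher and 1 lower of 26 (1 higher and 1 lower over the list alone; adjusted p = 0.741), mast cells 1 higher and 1 lower of 13 (1 higher and 1 lower over the list alone; adjusted p = 0.879) and red cells and platelets 1 higher of 7 (1 higher over the list alone; adjusted p = 0.296). The lung epithelial list passed without Dex replicate 1 (adjusted p = 0.035) and with the mean of all probe sets (adjusted p = 0.0609), proliferation without Normal replicate 3 (adjusted p = 0.0841) and red cells and platelets without Dex replicate 4 (adjusted p = 0.0969). Only 2 genes of B and plasma cells were measured, which was too few to test, and neither passed. The median and the mean of a list differed in sign for cell death regulators (-0.07 and 0.06), polyamine metabolism (0.01 and -0.07) and red cells and platelets (-0.04 and 0.5). Fabp4, a fatty acid-binding protein gene of macrophages, was at 1450 ± 597 (SD, n = 4) in Normal and 4410 ± 609 in Dex AMs, and Mcpt1, a mast cell protease gene called lower, had means below background in both groups (62.2 ± 42.7 and 22.1 ± 5.05), with the call lost without any 1 of 8 arrays (adjusted p of up to 0.186 without Dex replicate 4).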

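In Dex-Pc AMs, interferon-inducible genes and genes of antigen presentation were higher than in Dex AMs. Of 14 interferon-inducible genes, 13 rose and 1 did not pass (13 over the list alone), with a median log2 fold change of 1.98 (camera, adjusted p = 9.96e-18). Of 11 genes of MHC class II presentation, 6 rose and 5 did not pass (6 over the list alone; adjusted p = 1.88e-07), and of 11 of MHC class I presentation, 5 rose and 6 did not pass (5 over the list alone; adjusted p = 8.23e-09). RT1-Da, a class II alpha chain gene, rose from 3750 ± 400 (SD, n = 4) to 14600 ± 5440, and RT1-S3, a class I gene, from 477 ± 70.6 to 2670 ± 64.8. Of 22 genes of inflammatory cytokines and mediators, 8 rose and 14 did not pass (10 over the list alone; adjusted p = 4.95e-07). Markers of other cell types moved with infection. Of 12 neutrophil markers, 9 rose, 1 fell and 2 did not pass (9 higher and 1 lower over the list alone; adjusted p = 4.14e-07). Of 25 T and NK cell markers, 10 rose and 15 did not pass (16 over the list alone; adjusted p = 3.07e-09), among them Gzmk, a granzyme gene, at least 4.78-fold higher (adjusted p = 7.27e-05). Of 26 lung epithelial markers, 9 rose, 1 fell and 16 did not pass (11 higher and 1 lower over the list alone; adjusted p = 9.42e-05, or adjusted p = 0.172 with an estimated correlation). Of 26 genes of fatty acid oxidation, 7 fell and 19 did not pass (7 over the list alone; adjusted p = 3.09e-05, or adjusted p = 0.119 with an estimated correlation), such as Ech1 (4120 ± 340 to 2110 ± 300). From the genes that passed its thresholds, the paper used Ingenuity Pathway Analysis to rank functions and concludes that antigen presentation and the cell-mediated, humoral and inflammatory responses were the most affected by infection (Fig. 3). A dimmer probe set did not pass for RT1-S3 with dexamethasone (log2 fold change 0, adjusted p = 0.995).

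**Figure D2:**
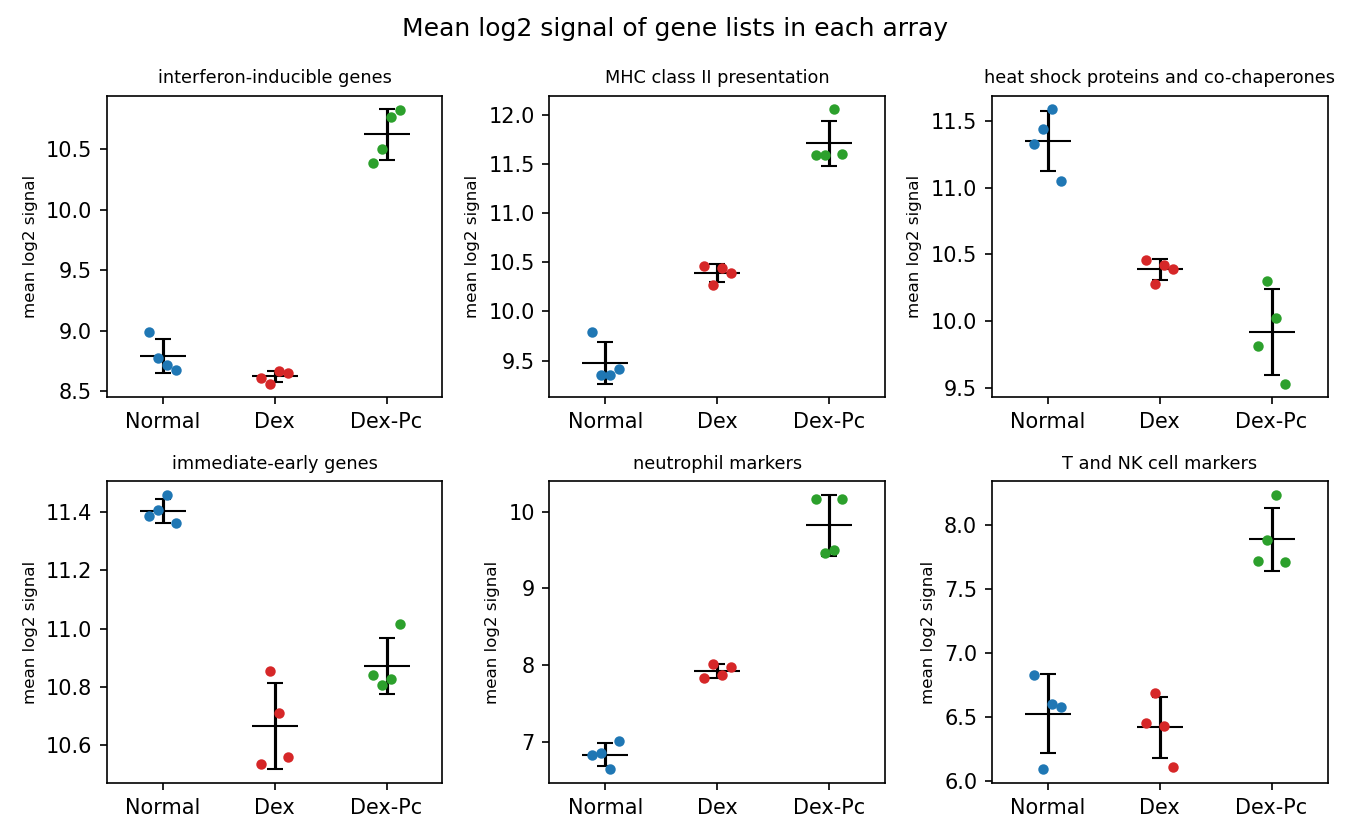
Mean log2 signal of 6 gene lists (vertical axis) in each rat group. Points are single rats and the bars give the mean ± SD of 4 rats. Interferon-inducible, MHC class II, neutrophil and T and NK cell lists are highest in Dex-Pc rats, and heat shock and immediate-early lists are highest in Normal rats.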

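Of 21 monocyte-derived macrophage markers, 8 rose with infection, 1 fell and 12 did not pass (9 higher and 1 lower over the list alone; camera, adjusted p = 1.83e-05). Vcan, the proteoglycan versican, went from 138 ± 55 (SD, n = 4) to 507 ± 90.3. Of 19 glucocorticoid-induced genes, 6 rose, 1 fell and 12 did not pass (7 higher and 1 lower over the list alone; adjusted p = 0.000703). Pparg, a lipid-sensing transcription factor of resident alveolar macrophages, fell from 2420 ± 398 to 1160 ± 257, and the list of 11 resident markers, with 1 gene higher, 3 lower and 7 not passing, the same over the list alone, was not shifted (adjusted p = 0.273). Of 37 glutathione and antioxidant genes, 6 fell, 1 rose and 30 did not pass (6 lower and 2 higher over the list alone; adjusted p = 0.00347, or adjusted p = 0.119 with an estimated correlation), with Gstm1 at 3130 ± 98.6 and 1450 ± 209. Of 55 oxidative phosphorylation genes, 3 fell and 52 did not pass (3 over the list alone; adjusted p = 4.57e-06, or adjusted p = 0.229 with an estimated correlation). Of 15 genes of cholesterol synthesis and uptake, 1 fell and 14 did not pass, although all were lower (4 over the list alone; adjusted p = 0.00268, or adjusted p = 0.325 with an estimated correlation). Of 18 heat shock genes, 3 fell and 15 did not pass (4 lower and 1 higher over the list alone; adjusted p = 0.00342, or adjusted p = 0.325 with an estimated correlation), among them Hspe1 (8670 ± 568 to 4800 ± 1540). The shift of the 29 lysosomal genes down (2 rose, 3 fell and 24 did not pass, the same over the list alone; adjusted p = 0.0583, or adjusted p = 0.225 with an estimated correlation) and that of the 14 phagocytic receptors up (1 rose, 1 fell and 12 did not pass, with 6 higher and 1 lower over the list alone; adjusted p = 0.0509, or adjusted p = 0.292 with an estimated correlation) were each lost without Dex replicate 4 (adjusted p = 0.104 and 0.103), the former also with only probe sets above the median (adjusted p = 0.337). That of 25 immediate-early genes (2 rose, 1 fell and 22 did not pass, the same over the list alone; adjusted p = 0.0649, or adjusted p = 0.317 with an estimated correlation) was lost without Dex replicate 1 (adjusted p = 0.166) or Dex replicate 4 (adjusted p = 0.115). The call was not shared by other probe sets of Gstm1 with dexamethasone (log2 fold change -0.24, adjusted p = 0.257).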

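The level of changes between Dex and Dex-Pc AMs depends on how arrays are set against each other. Centring on the hybridization controls lowered every log2 fold change by 0.99, so the changes of sign with them come from a single shift shared by all genes. These controls were added before hybridization, so they cannot tell a difference in labelled RNA from one in transcript levels. The median log2 fold change of all genes was 0.04 with the authors' scaling, -0.07 with arrays centred on their medians and -0.95 with arrays centred on the hybridization controls, a scaling chosen after the values were seen. Relative to those controls the interferon-inducible genes had a mean log2 fold change of 1.01, against 2 with the authors' scaling, the neutrophil markers 0.9 against 1.9 and the T and NK cell markers 0.47 against 1.47. The MHC class II genes had a mean of 0.33 against 1.32, but a median of -0.18 against 0.81, with 5 of 11 higher. The mean turned from higher to lower for MHC class I genes (0.88 to -0.11), monocyte-derived macrophage markers (0.73 to -0.26), lung epithelial markers (0.7 to -0.29), phagocytic receptors (0.37 to -0.63), endothelial and fibroblast markers (0.2 to -0.8), immediate-early genes (0.21 to -0.79) and glucocorticoid-induced genes (0.6 to -0.39). Inflammatory mediators moved from 1.01 to 0.02, and genes of fatty acid oxidation from -0.38 to -1.37. The beta-actin gene Actb, a reference gene, had a log2 fold change of 0.56 (standard error 0.14, adjusted p = 0.0288) with the authors' scaling, at 31400 ± 1540 (SD, n = 4) in Dex and 47000 ± 9570 in Dex-Pc AMs. Of 44 ribosomal protein genes, 2 rose and 42 did not pass, the same over the list alone (adjusted p = 0.154, passing with only probe sets above the median and without Dex replicate 4, Dex-Pc replicate 2 or Dex-Pc replicate 4), and their mean was 0.07, or -0.93 relative to the hybridization controls. Camera sets a list against the other genes of the same arrays, so a single factor per array changes the level of a list and not its place among genes.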

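Lists with few or no changes with infection were glycolysis with 1 higher and 2 lower of 15 (1 higher and 2 lower over the list alone; adjusted p = 0.42), regulators of the actin cytoskeleton with 2 higher and 2 lower of 39 (2 higher and 2 lower over the list alone; adjusted p = 0.595), proliferation with none of 18 (none over the list alone; adjusted p = 0.316), mast cells with none of 13 (none over the list alone; adjusted p = 0.562) and red cells and platelets with none of 7 (none over the list alone; adjusted p = 0.316). Endothelial and fibroblast markers had 2 of 26 higher, the same over the list alone, and were shifted up (adjusted p = 0.0964, or adjusted p = 0.229 with an estimated correlation). That shift was lost without Dex replicate 1 (adjusted p = 0.135), Dex replicate 3 (adjusted p = 0.185), Dex replicate 4 (adjusted p = 0.118), Dex-Pc replicate 1 (adjusted p = 0.203) or Dex-Pc replicate 3 (adjusted p = 0.105), and with quantile normalization (adjusted p = 0.162), the mean of all probe sets (adjusted p = 0.131) and the replicate block. Proliferation passed with only probe sets above the median (adjusted p = 0.0721). Neither of the 2 genes of B and plasma cells passed. Flt1, a receptor of vascular growth factors, was at 205 ± 23.3 (SD, n = 4) in Dex and 207 ± 38 in Dex-Pc AMs, Pf4, a platelet chemokine gene, at 1940 ± 409 and 2120 ± 228, and Plk1, a kinase of cell division, at 1220 ± 143 and 1580 ± 243. None of these 3 genes passed.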

**Figure 3:**
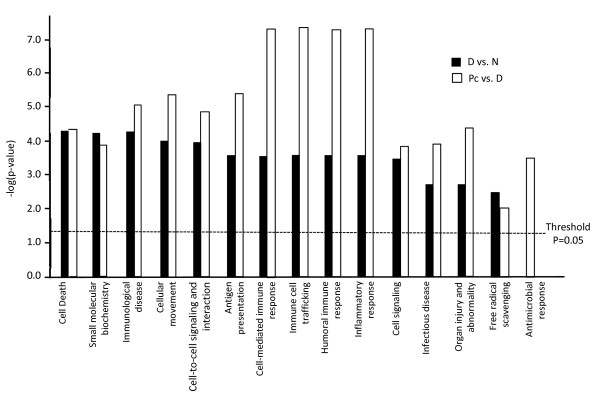
**Functions affected by dexamethasone or *Pneumocystis *infection**. Cellular functions identified by IPA as being affected by dexamethasone or *Pneumocystis *infection are illustrated with bar graphs based on the levels of -log(p-value), the higher the levels the more significant of the effect. Black bars indicate functions affected by dexamethasone treatment, while open bars denote those affected by *Pneumocystis *infection.

The functions that were affected by *Pneumocystis *infection were further classified into four major groups: immune response, inflammation, cell death, and phagocytosis (Fig. 4). The immune response group included cell-mediated immune response, humoral immune response, and antigen presentation. The cell death group included cell death and organ injury and abnormality; while cell signaling, cell-to-cell interaction, cell movement, anti-microbial response, immune cell trafficking, and free radical scavenging were included in the phagocytosis group. Genes that were differentially expressed due to *Pneumocystis *infection not dexamethasone treatment in each group are shown in Table 1. It is interesting to note that these four functions share many of the same genes. Among these, Lgals1, Alcam, and Cd55 genes were down regulated; while Sod2, Soc3, Prf1, Il10, Mmp7, Sell, Psmb9, Oas1a, Clu, Ccr1, Mx1, Il8rb, Ccr5, Ccl5, Irf7, Nos2, and Cxcl10 genes were up regulated in all four functional groups. 

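Of the 15 genes of this set that are higher in the paper's list and have a probe set here, 14 rose in Dex-Pc AMs and 1 did not pass. With dexamethasone, 4 of the 15 had risen and 11 did not pass. Irf7, an interferon regulatory factor, went from 609 ± 125 (SD, n = 4) in Dex to 4290 ± 826 in Dex-Pc AMs, a log2 fold change of 2.82 (standard error 0.2, adjusted p = 3.3e-05). Mx1, an antiviral GTPase gene, had a log2 fold change of 1.89 (standard error 0.19, adjusted p = 0.000299), and Oas1a, another interferon-induced antiviral gene, one of 1.24 (adjusted p = 0.00217). The chemokine gene Ccl5 was below background in Dex AMs (24.2 ± 1.39) and at 1660 ± 1450 in Dex-Pc AMs, a rise of at least 15-fold (adjusted p = 0.000299). Prf1, the pore-forming protein of cytotoxic lymphocytes, rose at least 1.68-fold (adjusted p = 0.00428). Changes in the proteasome gene Psmb9, the chemokine receptors Ccr1 and Cxcr2 (listed as Il8rb), the matrix metalloproteinase Mmp7, clusterin (Clu) and Socs3, an inhibitor of cytokine signalling, lay between 0.95 and 2.13 on the log2 scale. Sod2, the mitochondrial superoxide dismutase, was at 3880 ± 379 and 5700 ± 951 and did not pass, with a log2 fold change of 0.54 (standard error 0.22, adjusted p = 0.162). The adhesion molecule gene Alcam fell from 3990 ± 316 to 1740 ± 513, a log2 fold change of -1.25 (standard error 0.21, adjusted p = 0.00506), and Cd55, a complement inhibitor, from 2640 ± 230 to 1030 ± 420, a log2 fold change of -1.45 (standard error 0.27, adjusted p = 0.00836). Neutrophil, T and NK cell markers rose in the same Dex-Pc arrays, and Cxcr2, Ccl5 and Prf1 are themselves in those lists. The rise of Socs3 turned to -0.04 relative to the hybridization controls. Other probe sets did not pass for Alcam with infection (log2 fold change -0.54, adjusted p = 0.0759 and -0.56, adjusted p = 0.355) and Cd55 with infection (-0.61, adjusted p = 0.119).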

Cat and Hip1 genes that belong to both the cell death and phagocytosis groups were down regulated. In the cell death group, Hdac2, Bnip3L, Nr1h3, and Ppp6C genes were down regulated, and the Tap2 gene was up regulated. 

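Hdac2, a histone deacetylase gene, was at 630 ± 59.5 (SD, n = 4) in Dex and 356 ± 96.2 in Dex-Pc AMs, a log2 fold change of -0.87 (standard error 0.21, adjusted p = 0.0285). Bnip3l, a mitochondrial protein of cell death and mitophagy, fell from 7970 ± 650 to 5250 ± 784, a log2 fold change of -0.61 (standard error 0.13, adjusted p = 0.0162). Its change was under 1.5-fold without Dex replicate 2 (adjusted p = 0.0441), Dex-Pc replicate 1 or Dex-Pc replicate 4. Hip1, which encodes a clathrin-binding protein, had a log2 fold change of -1.09 (standard error 0.22, adjusted p = 0.011). Nr1h3, the oxysterol receptor LXR alpha, was at 1660 ± 52.6 and 1200 ± 211 (log2 fold change -0.48 (adjusted p = 0.0506)), and the phosphatase gene Ppp6c at 673 ± 104 and 463 ± 40.1 (log2 fold change -0.53 (adjusted p = 0.0459)). Both changes were under 1.5-fold. Tap2, a subunit of the peptide transporter of MHC class I presentation, rose from 928 ± 42.2 to 1530 ± 162, a log2 fold change of 0.71 (standard error 0.11, adjusted p = 0.00379), which turned to -0.28 relative to the hybridization controls. Among 20 cell death regulators, 3 rose, 4 fell and 13 did not pass, the same over the list alone, and the list was not shifted (camera, adjusted p = 0.682). Diablo, a mitochondrial activator of caspases, fell from 3990 ± 479 to 1810 ± 188, and Tnfrsf1b, a receptor of tumour necrosis factor, rose from 558 ± 75.7 to 1180 ± 288. Not all probe sets passed, with others not called for Tnfrsf1b with infection (log2 fold change 1.66, adjusted p = 0.145).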

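All 5 of the genes Mmp14, Mmp8, Mx2, Gbp2 and Tap1 rose in Dex-Pc AMs, and none changed between Normal and Dex AMs. Mmp14, a membrane-bound matrix metalloproteinase, was at 3130 ± 288 (SD, n = 4) in Dex and 6880 ± 1160 in Dex-Pc AMs, a log2 fold change of 1.13 (standard error 0.16, adjusted p = 0.00217). Mmp8, a collagenase of neutrophil granules, went from 167 ± 71.4 to 634 ± 255, a log2 fold change of 1.98 (standard error 0.38, adjusted p = 0.00939), and it is 1 of the 12 neutrophil markers of this work. The interferon-induced gene Mx2 had a log2 fold change of 3.39 (standard error 0.36, adjusted p = 0.000343), from 124 ± 45.1 to 1280 ± 416. Gbp2, a guanylate-binding protein gene induced by interferon, had a log2 fold change of 2.06 (standard error 0.23, adjusted p = 0.000486), from 257 ± 50.8 to 1100 ± 316.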

Mmp14 and Mmp8 in all but the immune response group, Mx2 in both immune response and phagocytosis groups, Gbp2 in both immune response and inflammation groups, and Tap1 in the immune response group were up-regulated.

**Table 1:** Genes involved in the four major AM functions affected by *Pneumocystis *infection

Gene	Pc vs. D	Immune Response (23 genes)	Inflammation (23 genes)	Cell Death (29 genes)	Phagocytosis (25 genes)
Lgals1	-4.24	↓	↓	↓	↓
Alcam	-2.29	↓	↓	↓	↓
Cd55	-1.68	↓	↓	↓	↓
Cat	-1.64	NA	NA	↓	↓
Hip1	-1.63	NA	NA	↓	↓
Hdac2	-1.61	NA	NA	↓	NA
Bnip3l	-1.58	NA	NA	↓	NA
Nr1h3	-1.52	NA	NA	↓	NA
Ppp6c	-1.52	NA	NA	↓	NA
Sod2	1.50	↑	↑	↑	↑
Socs3	1.67	↑	↑	↑	↑
Tap2	1.67	NA	NA	↑	NA
Mmp14	1.78	NA	↑	↑	↑
Prf1	1.78	↑	↑	↑	↑
Il10	1.87	↑	↑	↑	↑
Mmp7	1.92	↑	↑	↑	↑
Mx2	1.94	↑	NA	NA	↑
Sell	1.97	↑	↑	↑	↑
Psmb9	2.14	↑	↑	↑	↑
Oas1a	2.32	↑	↑	↑	↑
Mmp8	2.34	NA	↑	↑	↑
Clu	2.37	↑	↑	↑	↑
Ccr1	2.40	↑	↑	↑	↑
Mx1	2.42	↑	↑	↑	↑
Il8rb	2.78	↑	↑	↑	↑
Ccr5	2.79	↑	↑	↑	↑
Gbp2	3.21	↑	↑	NA	NA
Tap1	3.47	↑	NA	NA	NA
Ccl5	3.58	↑	↑	↑	↑
Irf7	4.92	↑	↑	↑	↑
Nos2	6.35	↑	↑	↑	↑
Cxcl10	12.33	↑	↑	↑	↑

Values shown are fold changes. Pc vs. D: expression affected by *Pneumocystis *(Pc) infection compared to the Dex (D) control. Up arrow (↑): up regulated by *Pneumocystis *infection; down arrow (↓): down regulated by *Pneumocystis *infection; NA: not applicable to the function.

**Figure 4:**
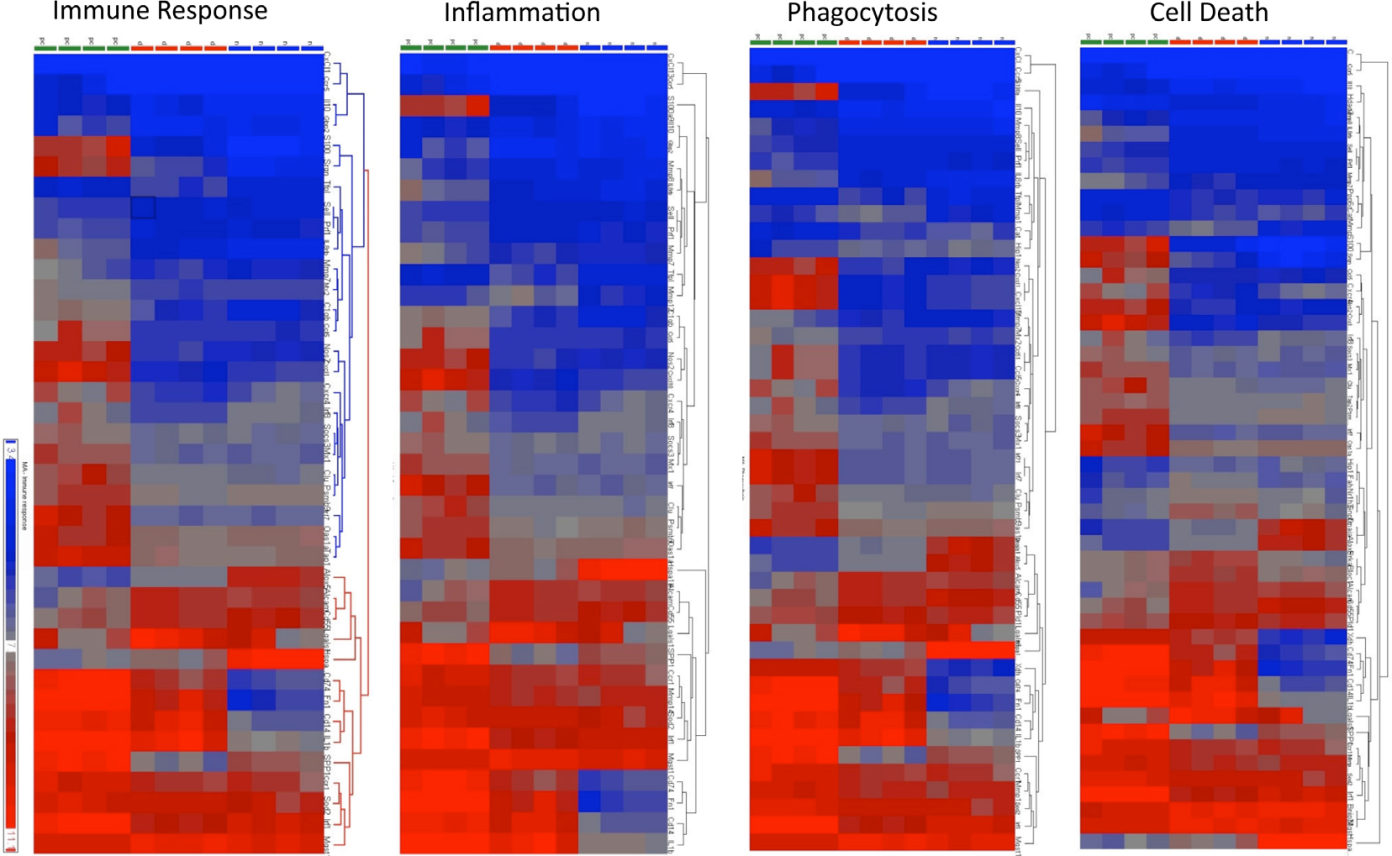
**Hierarchical clustering of differentially expressed genes related to the major functions of AMs**. Genes involved in immune response, inflammation, phagocytosis, and cell death were analyzed. Each lane represents the expression profile of AMs from one rat. For each panel, the first four lanes show the expression profiles of AMs from the four Dex-Pc rats compared to that of Dex rats, the middle four lanes display those of the four Dex rats compared to that of Normal rats, and the remaining four lanes represent those of the four Dex-Pc rats compared to that of Normal rats. Red and blue colors indicate high and low expression levels, respectively. Gray color indicates no change in expression levels.

Among the genes that were affected by dexamethasone and further affected by *Pneumocystis *infection, Mgst1 and Hspa1b genes were down-regulated, while Cd14, Irf8, Il1b, Cxcl13, Cxcr4, Fn1, Irf1, Cd74, S100a9, and Spp1 genes were up-regulated in all four groups (Table 2). 

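Of the 10 genes that the paper lists as higher in all groups, 8 rose in Dex-Pc AMs and 2 did not pass. With dexamethasone, 5 of the 10 had risen, 4 had fallen and 1 did not pass. Fn1, the matrix protein fibronectin, was at 658 ± 268 (SD, n = 4) in Normal, 7030 ± 3190 in Dex and 20500 ± 4020 in Dex-Pc AMs, with a log2 fold change of 3.42 (standard error 0.35, adjusted p = 9.96e-05) at the first step and of 1.62 (adjusted p = 0.0157) at the second. Cd74, the invariant chain of MHC class II molecules, went from 620 ± 223 to 3020 ± 726 and 18800 ± 3770, a log2 fold change of 2.66 (standard error 0.28, adjusted p = 0.000343) with infection. The chemokine receptor gene Cxcr4 was lower in Dex (1320 ± 133) than in Normal AMs (2120 ± 393) and higher in Dex-Pc AMs (3790 ± 1470). Its fall with dexamethasone (-0.67 (adjusted p = 0.0978)) was lost without any 1 of 10 arrays, with an adjusted p of up to 0.216 without Normal replicate 1. Cd14, the lipopolysaccharide co-receptor, rose with dexamethasone from 557 ± 68.8 to 6620 ± 3040 and was at 9580 ± 2000 in Dex-Pc AMs, a log2 fold change of 0.64 (standard error 0.31, adjusted p = 0.244). The chemokine gene Cxcl13 stayed near background, at 64.8 ± 33.2, 59.7 ± 24.7 and 143 ± 58.6, and passed in neither comparison (adjusted p = 0.917 and 0.104). Mgst1, a microsomal glutathione transferase, was at 12600 ± 799 in Dex and fell to 7980 ± 316 in Dex-Pc AMs, a log2 fold change of -0.66 (standard error 0.1, adjusted p = 0.00343). Fn1, Cd74 and Cd14 rose in arrays in which monocyte-derived macrophage markers rose with dexamethasone, and Fn1 and Cd14 are themselves in that list. No probe set here named Hspa1b alone. Without a call were other probe sets of Fn1 with dexamethasone (log2 fold change 1.41, adjusted p = 0.37). A dimmer probe set was called higher for Cd14 with infection (log2 fold change 0.99, adjusted p = 0.0677).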

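Xdh, which encodes the purine-degrading enzyme xanthine dehydrogenase, rose with dexamethasone from 432 ± 110 (SD, n = 4) to 2930 ± 279 and with infection to 5490 ± 362, a log2 fold change of 0.91 (standard error 0.19, adjusted p = 0.0141), which turned to -0.08 relative to the hybridization controls. C1qb, a chain of complement component C1q, was below background in Normal AMs (44.1 ± 16.5), at 473 ± 426 in Dex and 2520 ± 583 in Dex-Pc AMs, a log2 fold change of 2.8 (standard error 0.52, adjusted p = 0.00783) with infection. Alox5, the 5-lipoxygenase of leukotriene synthesis, fell at both steps, from 3300 ± 395 to 946 ± 172 and 357 ± 178, with a log2 fold change of -1.51 (standard error 0.29, adjusted p = 0.00979) at the second. For Pld1, a phospholipase D gene, the brightest of 4 probe sets was at 4850 ± 373 in Dex and 2410 ± 241 in Dex-Pc AMs, a log2 fold change of -1.01 (standard error 0.12, adjusted p = 0.000694). The other 3 did not pass, with log2 fold changes of -0.25, 0.17 and 0.65.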

The following genes were also up-regulated in some groups: Pld1 and Xdh in both cell death and phagocytosis; C1qb in both immune response and inflammation groups; Alox5 in all but the inflammation group; and Srgn in both immune response and cell death groups. 

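Of the genes Gnptg, Fah, Bloc1s2, Prkacb, Dnaja1, Tfpi, Alox5 and Mmp12, 7 fell in Dex-Pc AMs and 1 did not pass. Of these 8, 6 had risen with dexamethasone and 2 had fallen. Gnptg, a subunit of the enzyme that marks lysosomal proteins, went from 1350 ± 79.6 (SD, n = 4) in Normal to 2790 ± 610 in Dex and 936 ± 110 in Dex-Pc AMs, a log2 fold change of -1.55 (standard error 0.16, adjusted p = 0.000343) with infection. Tfpi, an inhibitor of coagulation, went from 370 ± 22 to 864 ± 210 and 392 ± 69.4, a log2 fold change of -1.13 (standard error 0.2, adjusted p = 0.00581). Mmp12, the macrophage elastase, was at 362 ± 106, 1190 ± 226 and 534 ± 165, a log2 fold change of -1.19 (standard error 0.26, adjusted p = 0.0159). Fah, Bloc1s2 and Prkacb fell with infection by 0.92, 0.79 and 0.66 on the log2 scale (adjusted p = 0.00397, 0.00388 and 0.01). The rise of Fah with dexamethasone was under 1.5-fold without Normal replicate 4 (adjusted p = 0.0484) or Dex replicate 4 (adjusted p = 0.0507), and the mean of all probe sets of Prkacb did not change at either step. Dnaja1, a co-chaperone of the heat shock proteins, fell with dexamethasone from 14000 ± 2400 to 6210 ± 396 and was at 5260 ± 793 in Dex-Pc AMs, a log2 fold change of -0.25 (standard error 0.16, adjusted p = 0.374). A dimmer probe set did not pass for Prkacb with dexamethasone (log2 fold change -0.5, adjusted p = 0.593) and Prkacb with infection (0.65, adjusted p = 0.469). Called lower at another probe set was Dnaja1 with infection (log2 fold change -1, adjusted p = 0.0106).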

Genes that were down-regulated in some groups include: Gnptg, Fah, Bloc1s2, and Prkacb in the cell death group; Dnaja1 in both cell death and phagocytosis groups; Tfp1 in all but the cell death group; Alox5 in all but the inflammation group; and Mmp12 in all but the immune response group.

**Table 2:** Genes involved in the four major AM functions affected by both dexamethasone and *Pneumocystis *infection

Gene	Pc vs. D	D. vs. N	Immune Response (16 genes)	Inflammation (15 genes)	Cell Death (22 genes)	Phagocytosis (18 genes)
Gnptg	-1.95	1.76	NA	NA	↓	NA
Fah	-1.80	1.50	NA	NA	↓	NA
Mmp12	-1.70	2.50	NA	↓	↓	↓
Dnaja1	-1.67	-3.20	NA	NA	↓	↓
Tfp1	-1.65	1.98	↓	↓	NA	↓
Bloc1s2	-1.63	1.61	NA	NA	↓	NA
Prkacb	-1.56	2.03	NA	NA	↓	NA
Alox5	-1.53	-3.07	↓	NA	↓	↓
Mgst1	-1.53	1.33	↓	↓	↓	↓
Hspa1b	-1.13	-13.90	↓	↓	↓	↓
Pld1	1.076	-1.05	NA	NA	↑	↑
Xdh	1.74	5.55	NA	NA	↑	↑
Cd14	1.85	8.10	↑	↑	↑	↑
Irf8	2.13	-1.61	↑	↑	↑	↑
Il1b	2.26	8.65	↑	↑	↑	↑
Cxcl13	2.41	4.17	↑	↑	↑	↑
C1qb	2.64	2.04	↑	↑	NA	NA
Cxcr4	3.60	-1.78	↑	↑	↑	↑
Fn1	4.20	10.19	↑	↑	↑	↑
Irf1	4.45	-1.52	↑	↑	↑	↑
Cd74	4.95	4.50	↑	↑	↑	↑
Srgn	5.34	3.39	↑	NA	↑	NA
S100a9	11.55	2.65	↑	↑	↑	↑
Spp1	11.78	-1.72	↑	↑	↑	↑

Values shown are fold changes. D vs. N: expression affected by dexathamethasone (D) treatment compared to the normal control (N); Pc vs. D: expression affected by *Pneumocystis *(Pc) infection compared to the Dex (D) control. Up arrow (↑): up regulated by *Pneumocystis *infection; down arrow (↓): down regulated by *Pneumocystis *infection; NA: not applicable to the function.

### Subcellular locations of differentially expressed genes

Among the proteins encoded by the genes whose expressions were affected by both dexamethasone and *Pneumocystis *in the four functional groups, IL1B, IL10, SRGN, MMP12, SPP1, and C1QB are secreted. CD74, CXCR4, SIRPA, FN1, and CD14 are membrane proteins, while MGST1, XDH, PLD1, S100A9, GNPTG, PTPN6, ALOX5, FAH, PLDN, and PRKACB proteins are located in the cytoplasm. IRF1, IRF8, DNAJA1, and NR0B2 are nuclear proteins (Fig. 5). Both IL-1B and IL-10 have a direct relationship with IRF1 and may affect its expression. IL-10 has an indirect relationship with IRF8, and IRF8 can regulate the expression of IL-1B. Except for Mgst1, Alox5, Fah, Pldn, Prkacb, Dnaja1, and Nrob2, all other genes are shown to have direct or indirect relationships between each other. This analysis also revealed four key proteins including IL-1B, IL-10, IRF1, and IRF8 that are central to the regulation of the differentially expressed genes in the four functional groups mentioned above.

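In the files, all 4 genes named here rose with infection, while with dexamethasone 1 rose, 2 fell and 1 did not pass. Of the other genes of this network, Nr0b2, an orphan nuclear receptor, was at 806 ± 133 (SD, n = 4) in Normal, 668 ± 36.1 in Dex and 736 ± 58.2 in Dex-Pc AMs and passed at neither step. Ptpn6, a phosphatase that restrains immune receptor signalling, had a log2 fold change of -0.57 (standard error 0.13, adjusted p = 0.0132) with dexamethasone, a change under 1.5-fold, and of 0.08 (adjusted p = 0.762) with infection. Sirpa, an inhibitory receptor of phagocytes, fell with dexamethasone from 10200 ± 478 to 4920 ± 638, a log2 fold change of -1.06 (standard error 0.14, adjusted p = 0.000501), and was at 3850 ± 479 in Dex-Pc AMs (log2 fold change -0.35 (adjusted p = 0.144)). The arrays measure transcript levels and hold no measure of where a protein lies or of what regulates what. Another probe set was called lower for Ptpn6 with dexamethasone (log2 fold change -0.87, adjusted p = 0.00772).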

**Figure 5:**
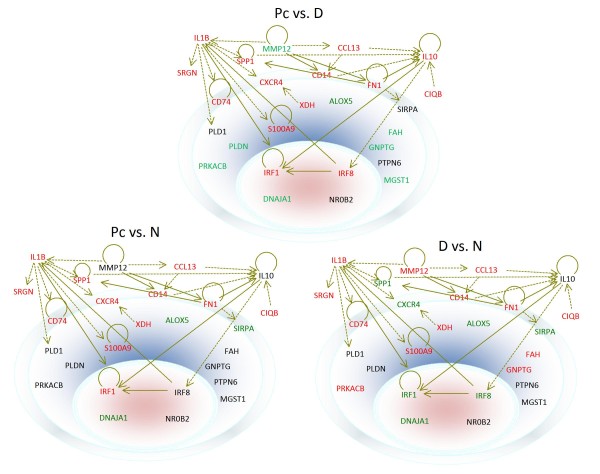
**Subcellular localization of the products of differentially expressed genes during dexamethasone treatment or *Pneumocystis *infection**. The outer ring represents the cell membrane, and the inner oval circle denotes the nucleus; the space between these two structures is the cytoplasm. Locations of the gene products are as indicated. Genes are shown in different colors, with red representing up-regulation and green down-regulation. Genes that have a direct relationship between each other are connected by solid arrows, and those with indirect relationships are linked by dotted arrows.

### Effect of dexamethasone on AM gene expression (N vs. D)

When AM gene expression profiles between Normal and Dex (N. vs. D) groups were compared, 200 genes were found to be up-regulated and 144 genes were found to be down-regulated by dexamethasone treatment with an FDR ≤ 0.1 and FC ≥ 1.5 (Additional file 1, Tables S1 and S2). 

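In Dex AMs, 310 genes were higher and 314 lower than in Normal AMs, of 4736 genes tested with limma at the paper's thresholds. In 279 of the higher and 278 of the lower genes, all 4 arrays of one group lay above all 4 of the other. Over all genes, called or not, this held for 1107 (23.4%), and chance gives it for 2.86%. The median absolute log2 fold change of the called genes was 1.05. Of 200 entries of the paper's Table S1, 185 had a gene of their own here. Of these, 183 were higher in Dex AMs and 156 were called higher. Of 144 entries of Table S2, 129 had one, of which 128 were lower and 111 were called lower. No entry of either table was called in the opposite direction. Ccng1, a cyclin gene induced by p53, was among the genes that rose, from 3970 ± 461 (SD, n = 4) to 9380 ± 1980, and Gaa, the lysosomal alpha-glucosidase, rose from 3900 ± 532 to 12200 ± 637. Msn, which encodes the actin-binding protein moesin, fell from 5100 ± 1120 to 1400 ± 226, and Cdc42ep3, a regulator of the actin cytoskeleton, from 6850 ± 410 to 2470 ± 404. Upward changes made up 49.7% of the called genes. This share was 57% with arrays centred on their medians and 71.5% with arrays centred on the hybridization controls. Simulated data for this comparison had 200 of 8740 probe sets changed. Of these, 52 of 100 with a log2 change of 1 and 77 of 100 with a change of 2 were recovered. In the real data 1524 probe sets passed the false discovery rate, so these shares need not hold there.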

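Among genes whose Dex arrays all lay above the Normal arrays, Crispld2, Cdh17, Rgs18, Slc28a2, Srgn, Enpp3, Prkaa2, Slc6a8, Clec10a and Pdlim4 had the largest fitted changes with dexamethasone. The Normal means of all of these but Slc28a2, and 2 of 4 arrays of Slc28a2, were below background, so the sizes of their rises, and their order, are not measured. Crispld2, a secreted protein gene, was below background in Normal AMs (37.8 ± 19.8, SD, n = 4) and at 2990 ± 718 in Dex AMs, at least 36.4-fold higher (adjusted p = 1.64e-06). Rgs18, a regulator of G protein signalling, rose at least 5.38-fold, Enpp3, an ectonucleotidase, at least 5.41-fold and Prkaa2, a catalytic subunit of AMP-activated kinase, at least 2.1-fold. The nucleoside transporter gene Slc28a2 rose from 133 ± 105 to 4270 ± 939 (adjusted p = 0.000107). Slc6a8, the creatine transporter, went from 48.4 ± 33.8 to 806 ± 56.4 and Clec10a, a macrophage lectin, from 41.2 ± 27.8 to 693 ± 152. Sdc4, the cell surface proteoglycan syndecan 4, rose from 2590 ± 178 to 29300 ± 4010, a log2 fold change of 3.49 (standard error 0.13, adjusted p = 8.65e-08). Ccl2, a chemokine that attracts monocytes, rose from 798 ± 234 to 7970 ± 1680, and the tetraspanin Cd81 from 333 ± 99.6 to 4350 ± 626. Cxcl2, a chemokine that attracts neutrophils, had a log2 fold change of 2.09 (standard error 0.16, adjusted p = 1.29e-05).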

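By the same rule, the largest fitted falls with dexamethasone were those of Hspa1a, Kcnn3, Prkcb, Tgfbr1, Tac1, Klk6, Sv2b, Prickle2, Zfp692 and Acvr1c. The Dex means of Kcnn3, Sv2b, Prickle2, Zfp692 and Acvr1c were below background, which leaves the sizes of their falls open. Hspa1a, the stress-induced chaperone Hsp70, went from 26100 ± 7480 (SD, n = 4) in Normal to 1160 ± 636 in Dex AMs, a log2 fold change of -4.59 (standard error 0.58, adjusted p = 0.000416). Prkcb, protein kinase C beta, went from 1420 ± 123 to 104 ± 29.6, a log2 fold change of -3.81 (standard error 0.23, adjusted p = 4.34e-06), and all 3 of its probe sets were called lower. Tac1, the substance P precursor, went from 4170 ± 579 to 428 ± 160, a log2 fold change of -3.35 (standard error 0.26, adjusted p = 1.7e-05). The other heat shock genes Hspb1, Hsph1 and Dnajb1 fell by 2.28, 2.41 and 2.34 on the log2 scale (adjusted p = 0.0016, 0.00156 and 0.000164). The transcription factor genes Atf3 and Fos, of the immediate-early response, went from 17500 ± 2480 to 3390 ± 241 and from 20100 ± 1170 to 5590 ± 547. Ptprc, the leukocyte antigen Cd45, had a log2 fold change of -1.58 (standard error 0.18, adjusted p = 0.000209) at its brightest probe set, and 1 of its other 2 probe sets did not pass. Kcnn3, a potassium channel gene, went from 577 ± 94.1 to 48.6 ± 39.9, and Sv2b, a synaptic vesicle protein gene, fell to below background, at least 3.89-fold lower (adjusted p = 0.00185). Other probe sets did not pass for Hspb1 with dexamethasone (log2 fold change -0.45, adjusted p = 0.0378). A dimmer probe set was called higher for Fos with infection (log2 fold change 0.59, adjusted p = 0.0703), Prkcb with infection (1.17, adjusted p = 0.0739), Ptprc with infection (0.87, adjusted p = 0.058) and Tgfbr1 with infection (1.77, adjusted p = 0.0795). A dimmer probe set was called lower for Ptprc with infection (log2 fold change -0.66, adjusted p = 0.0825).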

The top ten up-regulated genes were Cxcl2 (13.43), Fn1 (10.19), Ccl2 (9.99), Cd81 (9.07), Il1b (8.65), Trf (8.55), Slc28a2 (8.24), Cd14 (8.10), Cdh17 (7.15), and Sdc4 (6.52); and the top ten down-regulated ones were Hspa1a (-17.44), Hspa1b (-13.90), Hspb1 (-7.76), Hsph1 (-6.70), Tac1 (-6.16), Prkcb (-5.68), Atf3 (-4.91), Dnajb1 (-4.88), Fos (-4.54), and Ptprc (-3.92). Values in the parentheses are fold changes.

### Effect of *Pneumocystis *infection on alveolar macrophage gene expression (Pc vs. D)

Comparison of the expression profiles between Dex-Pc and Dex groups (Pc vs. D) revealed 116 genes up-regulated and 140 genes down-regulated by *Pneumocystis *infection (Additional file 1, Tables S3 and S4) also with the filter of FDR ≤ 0.1 and FC ≥ 1.5. 

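In Dex-Pc AMs, 247 genes were higher and 237 lower than in Dex AMs of the same 4736 tested. Groups did not overlap for 223 of the higher and 223 of the lower genes. Over all genes, called or not, this held for 982 (20.7%), and chance gives it for 2.86%. The median absolute log2 fold change of the called genes was 1.01. Of 115 entries of the paper's Table S3, 104 had a gene of their own here, of which 102 were higher and 88 were called higher. Of 137 entries of Table S4, 123 had one, of which all were lower and 88 were called lower. Among the genes that rose was Acta2, smooth muscle actin, from 996 ± 67.3 (SD, n = 4) to 2560 ± 180, a log2 fold change of 1.36 (standard error 0.15, adjusted p = 0.000475). Il1rn, the interleukin 1 receptor antagonist, was also called. Aco1, an iron-regulated aconitase, fell from 3350 ± 468 to 1580 ± 230, a log2 fold change of -1.09 (standard error 0.17, adjusted p = 0.00397), and Vldlr, a lipoprotein receptor, from 836 ± 68.2 to 293 ± 51.7, a log2 fold change of -1.52 (standard error 0.16, adjusted p = 0.000354). The split between higher and lower genes depends on the scaling. Of the called genes 51% were higher with the authors' scaling, 35.3% with arrays centred on their medians (198 higher and 363 lower) and 1.99% with arrays centred on the hybridization controls (66 higher and 3248 lower), a scaling chosen after the values were seen. Without Dex-Pc replicate 4, which stood apart on the second principal component, 188 genes were higher and 184 lower. Not all probe sets passed, with others not called for Acta2 with infection (log2 fold change -0.35, adjusted p = 0.786).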

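Genes of interferon response, of antigen presentation and of neutrophil granules were among those that rose in Dex-Pc AMs. The largest fitted changes, by the rule used for dexamethasone, were those of Ccl5, Ass1, Cd8a, S100a9, Cxcl10, C3, Spp1, RT1-Db1, Mx2 and Nos2. Ccl5 and Cd8a, and 3 of 4 arrays of Ass1 and 2 of C3, were below background in Dex AMs. The sizes and exact ranks of these 4 are therefore not measured. Ass1, an enzyme of arginine synthesis, was at 89.6 ± 80.5 (SD, n = 4) in Dex and 3040 ± 440 in Dex-Pc AMs (adjusted p = 0.000299). S100a9 and S100a8, which form the calprotectin complex of neutrophils and monocytes, rose from 457 ± 135 to 8090 ± 3940 and from 686 ± 123 to 7180 ± 3800, log2 fold changes of 4.08 (adjusted p = 0.000357) and 3.23 (adjusted p = 0.00397). Cd8a, a T cell co-receptor gene, was below background in Dex AMs and rose at least 6.23-fold (adjusted p = 0.000391). C3, the central complement protein, rose from 112 ± 69.5 to 1250 ± 236 (adjusted p = 0.00387), and Srgn from 656 ± 252 to 5100 ± 1850, a log2 fold change of 2.97 (standard error 0.4, adjusted p = 0.00158). Without a call were other probe sets of Nos2 with dexamethasone (log2 fold change -0.94, adjusted p = 0.311, 0.7, adjusted p = 0.301 and 0.15, adjusted p = 0.934) and RT1-Db1 with dexamethasone (1.42, adjusted p = 0.19).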

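By the rule used for dexamethasone, the largest fitted falls were those of Thrb, Fbp1, Star, Cyp4b1, Psat1, Gstm5, Gdf15, Kcnb2, Tbc1d23 and Kcnd2. Lgals1 (fitted fold -5.53, not called) and Hspa1a (-4.14) fell further than Tbc1d23 (-3.22) but are not in this ranking. For Thrb, Cyp4b1, Gstm5, Kcnb2 and Kcnd2 the Dex-Pc mean was below background, and their ranks are not measured. Fbp1, an enzyme of gluconeogenesis, was at 1380 ± 218 (SD, n = 4) in Dex and 294 ± 116 in Dex-Pc AMs, a log2 fold change of -2.31 (standard error 0.3, adjusted p = 0.00144). Star, which carries cholesterol into mitochondria, went from 536 ± 109 to 127 ± 60.5, a log2 fold change of -2.22 (standard error 0.36, adjusted p = 0.00438). Gdf15, a stress-induced cytokine, had a log2 fold change of -1.92 (standard error 0.3, adjusted p = 0.00388). Thrb, a thyroid hormone receptor gene, fell to below background, at least 1.37-fold lower. Gstm5 and Kcnb2 were near background in both groups, at 76.9 ± 39.9 and 81.2 ± 41.4 in Dex AMs, and no fold is given for them. The call for Gstm5 was lost without any 1 of 4 arrays, with an adjusted p of up to 0.13 without Dex replicate 4. Of the genes the paper lists, Tbc1d23, a Rab-regulating protein, fell from 7400 ± 1090 to 2310 ± 418, a log2 fold change of -1.69 (standard error 0.16, adjusted p = 0.000246). The mitochondrial carbonic anhydrase Car5b fell from 2950 ± 132 to 1190 ± 313, and Xrcc5, a DNA repair protein, from 8330 ± 455 to 3110 ± 619. Pdlim1, an actin-associated protein, Cidea, a lipid droplet protein, and Pkib, a protein kinase A inhibitor, fell by 1.26, 1.04 and 1.29 on the log2 scale (adjusted p = 0.000299, 0.00375 and 0.0113).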

The top ten up-regulated genes were Cxcl10 (12.33), Spp1 (11.78), S100A9 (11.55), Rsad2 (7.62), S100A8 (6.52), Nos2 (6.35), RT1-Bb (5.42), Lcn2 (5.36), RT1-Db1 (5.35), and Srgn (5.34); and the top ten down-regulated ones were Lgals1 (-4.24), Psat1 (-3.10), Tbc1d23 (-3.00), Gsta1 (-2.63), Car5b (-2.47), Xrcc5 (-2.35), Pdlim1 (-2.33), Alcam (-2.29), Cidea (-2.27), and Pkib (-2.25).

### Genes affected by dexamethasone but reversed by *Pneumocystis *infection

Since both dexamethasone and *P. carinii *infection have effects on gene expression in AMs, genes that were affected differently were examined. 

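Of 4736 genes, 46 rose with dexamethasone and fell with infection. Of the 32 genes of Table 3, 30 had a gene of their own here, all 30 were lower in Dex-Pc than in Dex AMs, and 22 were called at both steps. Fxyd2, a regulator of the sodium pump, was at 105 ± 25.3 (SD, n = 4) in Normal, 1100 ± 67.7 in Dex and 583 ± 115 in Dex-Pc AMs, a log2 fold change of 3.41 (standard error 0.2, adjusted p = 3.09e-06) and then of -0.93 (adjusted p = 0.0158). Hsd17b12, an enzyme of fatty acid elongation, was at 3020 ± 187, 6540 ± 1050 and 3650 ± 915, and Atp6v1d, a subunit of the vacuolar proton pump, at 2520 ± 189, 5320 ± 716 and 2970 ± 451. Aifm1, a mitochondrial protein of cell death, was at 1230 ± 87.3, 1940 ± 111 and 1140 ± 219. The angiotensin precursor gene Agt was at 1840 ± 540, 4480 ± 768 and 2560 ± 902, and its fall with infection was lost without any 1 of 9 arrays, with an adjusted p of up to 0.192 without Dex-Pc replicate 4. Both steps use the same Dex arrays, so a chance deviation of those arrays moves the 2 changes in opposite directions. Independent lists of these sizes would share 15.5 genes. With the Dex arrays split so that each step used 2 of its own, the overlap was 3 to 12 genes over 6 splits, against 0.393 to 1.81 for independent lists. Over all probe sets the log2 changes of the 2 steps had a correlation of -0.14 and a covariance of -0.0708, against a covariance of -0.0916 from shared arrays alone in simulation, a difference of 0.0208. A dimmer probe set did not pass for Hsd17b12 with infection (log2 fold change -0.55, adjusted p = 0.0324).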

Thirty-two genes that were up regulated by dexamethasone treatment were reversely down regulated by *Pneumocystis *infection (Table 3). Another 32 genes that were up-regulated by dexamethasone were further up-regulated by *Pneumocystis *infection (Table 4). 

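Here 46 genes rose at both steps, against 16.2 for independent lists of these sizes and 5 to 22 when the Dex arrays were split (2.1 to 3.73 for independent lists). All 32 genes of Table 4 had a gene of their own, and 26 were called at both steps. Apoe, the lipid carrier apolipoprotein E, was at 961 ± 83.3 (SD, n = 4) in Normal, 3410 ± 912 in Dex and 10900 ± 4960 in Dex-Pc AMs, with log2 fold changes of 1.79 (adjusted p = 0.00169) and 1.63 (adjusted p = 0.00529). Il1r2, a decoy receptor of interleukin 1, was at 406 ± 114, 2600 ± 1320 and 12300 ± 6710, a log2 fold change of 2.57 (standard error 0.43, adjusted p = 0.00255) and of 2.24 (adjusted p = 0.00925). Pstpip1, an actin-binding adaptor, was at 639 ± 92.7, 2040 ± 201 and 4080 ± 907, and the surface glycoprotein gene Emb, embigin, at 440 ± 98.6, 869 ± 227 and 1610 ± 64.4. Relative to the hybridization controls the second step of Pstpip1 was -0.02 and that of Emb -0.07. The guanine deaminase gene Gda was at 6080 ± 695, 14400 ± 3890 and 23300 ± 5860, and its rise with infection was lost without any 1 of 5 arrays (adjusted p of up to 0.177 without Dex replicate 1). Ptgs2, the inducible cyclooxygenase, was at 79.2 ± 28, 387 ± 202 and 828 ± 372 and passed at the first step only (adjusted p = 0.00532 and 0.129). The tissue factor gene F3 likewise rose to 292 ± 96.5 and was at 1020 ± 389 in Dex-Pc AMs (adjusted p = 0.162). Whether the steps differ was not tested. The call was not shared by other probe sets of Gda with dexamethasone (log2 fold change -0.7, adjusted p = 0.411) and Ptgs2 with dexamethasone (0.74, adjusted p = 0.367). Called higher at another probe set was Ptgs2 with infection (log2 fold change 1.33, adjusted p = 0.0995).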

Nine genes that were down regulated by dexamethasone were found to be up regulated by *Pneumocystis *infection (Table 5), and twenty-one genes that were down-regulated by dexamethasone were further down-regulated by *Pneumocystis *infection (Table 6).

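In the files, 38 genes fell with dexamethasone and rose with infection, and 25 fell at both steps. Independent lists would share 16.4 and 15.7 genes. With the Dex arrays split these overlaps were 2 to 4 genes (2.23 to 4.09 for independent lists) and 1 to 5 genes (0.418 to 1.98). For genes that fell and then rose, the range with separate Dex arrays thus lay no higher than that of independent lists. The excess of 38 over 16.4 may therefore come from the Dex arrays that both steps share. Of the 9 genes of Table 5, 7 had a gene of their own and all 7 were called at both steps. Il1rn, the interleukin 1 receptor antagonist, was at 973 ± 151 (SD, n = 4), 404 ± 59.2 and 1530 ± 419 in Normal, Dex and Dex-Pc AMs, a log2 fold change of -1.27 (standard error 0.2, adjusted p = 0.00188) and then of 1.89 (adjusted p = 0.000343). Crp, C-reactive protein, was at 1590 ± 409, 614 ± 198 and 3180 ± 1210, with log2 fold changes of -1.4 (adjusted p = 0.0164) and 2.36 (adjusted p = 0.00193). Ier3, an immediate-early gene of cell survival, was at 5020 ± 2090, 2070 ± 260 and 4160 ± 493. Adar, an RNA-editing enzyme induced by interferon, also fell and then rose, to 934 ± 253 in Dex-Pc AMs. Relative to the hybridization controls its second step was -0.15. Of 21 genes of Table 6, 19 had a gene of their own and 13 were called lower at both steps. Cela1, an elastase gene, was at 9680 ± 1210, 5460 ± 567 and 2700 ± 343, a log2 fold change of -0.82 (standard error 0.14, adjusted p = 0.00284) and of -1.02 (adjusted p = 0.00189). Fcgrt, the neonatal Fc receptor, went from 28800 ± 559 to 17900 ± 2470 and 10500 ± 829, and Ak3, a mitochondrial adenylate kinase, from 2050 ± 201 to 956 ± 150 and 499 ± 118. Igf1, a growth factor gene, was at 10600 ± 974, 6600 ± 628 and 3980 ± 926, and its second fall was under 1.5-fold without Dex-Pc replicate 4 (adjusted p = 0.0266). Other probe sets did not pass for Crp with dexamethasone (log2 fold change 0.11, adjusted p = 0.943), Crp with infection (0.5, adjusted p = 0.702), Fcgrt with infection (-0.31, adjusted p = 0.269) and Ier3 with infection (0.35, adjusted p = 0.166). Not all probe sets passed, with others not called for Igf1 with dexamethasone (log2 fold change -0.4, adjusted p = 0.437) and Igf1 with infection (-0.57, adjusted p = 0.113).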

**Table 3:** Rat AM genes up-regulated by dexamethasone but down-regulated by *Pneumocystis *infection

Gene	D vs. N	Pc vs. D
Cdh17	7.15	-1.61
Gsta2	4.77	-2.63
Fxyd2	3.79	-1.97
Hsd11b1	3.19	-1.60
Diablo	2.72	-1.74
Mmp12	2.50	-1.70
Ccng1	2.36	-1.63
Btd	2.28	-1.85
Gaa	2.27	-1.60
Agt	2.25	-1.51
Hacl1	2.22	-2.13
Prkacb	2.03	-1.56
Pcsk1	2.01	-1.80
Tfpi	1.98	-1.65
Atp6v1d	1.96	-1.65
Hsd17b12	1.89	-1.61
Vldlr	1.82	-2.17
Hspa9	1.72	-1.72
Aco1	1.71	-1.85
Atp6v1a	1.69	-1.58
Tceb1	1.62	-1.62
Bloc1s2	1.61	-1.63
Tbc1d23	1.60	-3.00
Aifm1	1.57	-1.57
Gpd2	1.57	-1.54
Ufsp2	1.57	-1.51
Gnptg	1.56	-1.95
Sqstm1	1.56	-1.79
Hook1	1.55	-1.64
Plod1	1.52	-1.65
PVR	1.51	-1.68
Fah	1.50	-1.80

Values shown are fold changes. D vs. N: expression affected by dexathamethasone (D) treatment compared to the normal control (N); Pc vs. D: expression affected by *Pneumocystis *(Pc) infection compared to the Dex (D) control.

**Table 4:** Rat AM genes up-regulated by dexamethasone and further up-regulated by *Pneumocystis *infection

Gene	D vs. N	Pc vs. D
S100a9	2.65	11.55
S100a8	2.50	6.52
RT1-Bb	3.98	5.42
RT1-Db1	1.65	5.35
Srgn	3.39	5.34
Ass1	1.62	5.28
Apoe	2.47	5.23
Cd74	4.50	4.95
RT1-Da	6.15	4.35
Fn1	10.19	4.20
Il1r2	3.50	3.14
Enpp3	2.08	2.88
Slc28a2	8.24	2.71
F3	2.87	2.67
Ccl2	9.99	2.65
C1qb	2.04	2.64
Pon1	3.05	2.29
Il1b	8.65	2.26
Nudt4	3.48	2.15
Cd14	8.10	1.85
Ptafr	1.59	1.84
Arg1	1.60	1.83
Ptgs2	2.01	1.83
Pstpip1	3.29	1.79
Pde4b	1.88	1.76
Xdh	5.55	1.74
Socs2	1.73	1.67
Bst1	2.34	1.55
Gda	2.26	1.55
Ctsk	3.68	1.54
Emb	1.71	1.53
Ptpn1	2.46	1.50

Values shown are fold changes. D vs. N: expression affected by dexathamethasone (D) treatment compared to the normal control (N); Pc vs. D: expression affected by *Pneumocystis *(Pc) infection compared to the Dex (D) control.

**Table 5:** Rat AM genes down-regulated by dexamethasone but up-regulated by *Pneumocystis *infection

Gene	D vs. N	Pc vs. D
Spp1	-1.72	11.78
Irf1	-1.52	4.45
Cxcr4	-1.78	3.60
Crp	-1.86	3.23
Il1rn	-1.83	2.84
Irf8	-1.61	2.13
RT1-Aw2	-1.97	2.00
Ier3	-1.86	1.63
Ccnl1	-2.20	1.57

Values shown are fold changes. D vs. N: expression affected by dexathamethasone (D) treatment compared to the normal control (N); Pc vs. D: expression affected by *Pneumocystis *(Pc) infection compared to the Dex (D) control.

**Table 6:** Rat AM genes down-regulated by dexamethasone and further down-regulated by *Pneumocystis *infection

Gene	D vs. N	Pc vs. D
Alox5	-3.07	-3.07
Xrcc5	-1.92	-2.35
Hmgcs1	-1.78	-2.18
Gstm1	-1.72	-2.17
Hspa1a	-17.44	-2.08
Ela1	-1.62	-2.02
Ivns1abp	-1.88	-1.95
Igf1	-1.55	-1.81
Fbp1	-2.01	-1.77
Star	-1.85	-1.75
Dusp5	-2.40	-1.68
Dnaja1	-3.20	-1.67
Rgc32	-2.87	-1.67
Pparg	-1.56	-1.65
Dnajb1	-4.88	-1.59
Cd9	-1.54	-1.58
Ak3	-1.57	-1.57
St3gal2	-1.54	-1.56
Fcgrt	-2.15	-1.55
Mtpn	-1.62	-1.55
Cdc42ep3	-2.48	-1.52

Values shown are fold changes. D vs. N: expression affected by dexathamethasone (D) treatment compared to the normal control (N); Pc vs. D: expression affected by *Pneumocystis *(Pc) infection compared to the Dex (D) control.

### Confirmation of microarray results by RT-PCR

To ensure that the expression levels of genes determined by the microarrays were correct, real-time RT-PCR was performed on several selected target genes. Results confirmed that Cat was down-regulated and Cxcl10, Lcn2, Nos2, Sdc1, and Spp1 were up-regulated (Table 7). Genes whose expression levels were not significantly changed during PCP include Odc1, Smo, and RPS8.

**Table 7:** Confirmation of fold changes by real-time RT-PCR

Gene	**Microarray**^**a**^	**Real-time RT-PCR**^**b**^
Cat	-1.64	-3.50
Cxcl10	12.33	11.03
Lcn2	5.36	15.47
Nos2	6.35	14.58
Sdc1	2.42	16.50
Spp1	11.78	16.32

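On the arrays, Sdc1, the cell surface proteoglycan syndecan 1, was at 157 ± 30.7 (SD, n = 4) in Dex and 613 ± 114 in Dex-Pc AMs, a log2 fold change of 1.97 (standard error 0.25, adjusted p = 0.00131). Lcn2, the iron-binding lipocalin of neutrophil granules, went from 282 ± 60 to 2390 ± 1310, a log2 fold change of 2.96 (standard error 0.39, adjusted p = 0.00154). For Nos2, the inducible nitric oxide synthase, the brightest of 4 probe sets was at 435 ± 186 and 4250 ± 745, a log2 fold change of 3.38 (standard error 0.32, adjusted p = 0.000237), 2 others rose and the fourth did not pass (adjusted p = 0.519). Cat, the hydrogen peroxide-degrading enzyme catalase, had 3 probe sets. The brightest was at 1750 ± 314 in Dex and 1320 ± 348 in Dex-Pc AMs and did not pass, with a log2 fold change of -0.44 (standard error 0.43, adjusted p = 0.607). Another went from a mean of 1060 to 594 and was called lower, with a log2 fold change of -0.83 (adjusted p = 0.0162). Odc1, the rate-limiting enzyme of polyamine synthesis, was at 3080 ± 155 and 2500 ± 422, a log2 fold change of -0.32 (standard error 0.13, adjusted p = 0.181). Of 8 genes of polyamine metabolism, 2 rose and 6 did not pass, the same over the list alone, and the list was not shifted (camera, adjusted p = 0.469).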

^a^Fold changes determined by microarray.

^b^Fold changes determined by real-time RT-PCR

## Discussion

In this study, DNA microarrays were used to study effects of *P. carinii *infection on global gene expression in AMs from rats. Since rats were immunosuppressed with dexamethasone in order to establish *Pneumocystis *infection, gene expression affected by dexamethasone treatment was also investigated. A total of 1682 genes in AMs were found to be affected by dexamethasone, and 1705 genes were found to be affected by *Pneumocystis *infection with an FDR of ≤ 0.1. 

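At a false discovery rate of at most 0.1 and with no threshold on the fold change, 1524 probe sets differed between Dex and Normal AMs, 711 higher and 813 lower. Between Dex-Pc and Dex AMs 1204 differed, 573 higher and 631 lower. Between Dex-Pc and Normal AMs, where both treatments differ, 2106 probe sets differed, of which 909 were higher and 1197 lower, and 434 genes were higher and 478 lower at both thresholds. Hk1, the first enzyme of glycolysis, rose with dexamethasone from 587 ± 43.3 (SD, n = 4) to 1250 ± 35.2 and was at 1450 ± 167 in Dex-Pc AMs, where it did not pass (adjusted p = 0.294). Car4, a membrane-bound carbonic anhydrase, was at 383 ± 69.1 and 399 ± 96 in Normal and Dex AMs and rose to 1900 ± 941 with infection, a log2 fold change of 2.12 (standard error 0.35, adjusted p = 0.0044). Slc3a2, an amino acid transporter subunit, passed the false discovery rate with infection but changed by under 1.5-fold, with a log2 fold change of -0.51 (standard error 0.11, adjusted p = 0.0159). At an unadjusted p of 0.05, the 3 comparisons gave 2157, 2047 and 2614 probe sets. Not all probe sets passed, with others not called for Hk1 with dexamethasone (log2 fold change 0.1, adjusted p = 0.765).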

With a more stringent filtering criteria of FDR ≤ 0.1 and FC ≥ 1.5, 200 genes were found to be up regulated and 144 genes down regulated by dexamethasone, and 115 genes were up regulated and 137 genes down regulated by *Pneumocystis *infection. Principle component analyses revealed that the results generated from the twelve microarrays were of excellent quality (Fig. 1). Because of costs, only one time point (eight weeks after organism inoculation) was examined in this study; this was a time when the Dex-Pc animals were heavily infected with the organism.

An *in vitro *microarray study had been conducted previously using the human A549 alveolar epithelial cells line [26]. The cells were incubated with *P. carinii *organisms for 2 hr and then analyzed for global gene expression with the Affymetrix human U95 Arrays. The results showed that some epithelial genes controlling cell cycle progression such as the ras-related *rho *gene and cyclin G-interacting protein gene were highly up-regulated by *P. carinii*. TNF-inducible protein and the *pim *oncogene that are involved in apoptosis signaling as well as inflammatory cytokines and chemokines including Gro-beta, IL-8, ICAM-1, MIP-3 and RANTES were also up-regulated [26]. Another microarray study was conducted by Hernandez-Novoa et al. [27]. They used total RNA from lung cells of wild type and CD40L knockout C57BL/6 mice infected with *P. murina *for various length of time (7 to 41 days) and found that 349 genes related to immune responses were up-regulated in wild type mice but not in CD40L-KO mice. The genes involved in innate response were up-regulated first followed by those involved in adaptive immunity. This study revealed how healthy, immunocompetent hosts respond to *Pneumocystis *infection [27]. In our study, we used AMs from *P. carinii*-infected rats to investigate how *Pneumocystis *affects AM functions by identifying genes that are up- or down-regulated during *Pneumocystis *infection.

IPA analyses showed that many cellular functions of AMs were affected by *Pneumocystis *infection (Fig. 3). Among them, antigen presentation, cell-mediated immune response, humoral immune response and inflammatory response were most profoundly affected. 

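Tap1, a subunit of the peptide transporter of MHC class I presentation, was at 1240 ± 247 (SD, n = 4) in Dex and 4620 ± 789 in Dex-Pc AMs, a log2 fold change of 1.91 (standard error 0.18, adjusted p = 0.000211). It had not changed with dexamethasone (adjusted p = 0.423). RT1-Bb, a class II beta chain, rose at both steps, from 368 ± 78.2 in Normal to 1160 ± 244 in Dex and 6300 ± 3100 in Dex-Pc AMs, with a log2 fold change of 2.32 (standard error 0.35, adjusted p = 0.00302) with infection. RT1-Db1, another class II beta chain, went from 245 ± 164 to 859 ± 128 and 9650 ± 2660, a log2 fold change of 3.46 (standard error 0.38, adjusted p = 0.000411). RT1-Ba, the class II alpha chain that pairs with RT1-Bb, rose with infection from 694 ± 55.4 to 4860 ± 2810, a log2 fold change of 2.61 (standard error 0.37, adjusted p = 0.00222). The immunoproteasome activator gene Psme1 was at 7630 ± 747 and 10400 ± 400, a change under 1.5-fold (log2 fold change 0.45 (adjusted p = 0.0246)). The mean of the class II list stood apart in Dex-Pc replicate 3, at 12.06 on the log2 scale against 11.59 to 11.6 for the other Dex-Pc arrays. Without a call were other probe sets of RT1-Ba with infection (log2 fold change 0.66, adjusted p = 0.195) and RT1-Bb with dexamethasone (-0.41, adjusted p = 0.695). Called higher at another probe set was Psme1 with infection (log2 fold change 0.78, adjusted p = 0.00262). Called lower at another probe set was Psme1 with dexamethasone (log2 fold change -0.64, adjusted p = 0.00365).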

Up-regulation of genes involved in antigen presentation, such as Tap1, RT1-Bb and RT1-Db1, reflects the attempts AMs make to activate the adaptive immune responses. The observation that most genes involved in both cell-mediated and inflammatory responses were up regulated (Tables 1 and 2) implies that antigen presentation by AMs is functional during PCP. This postulation is consistent with that of Hernandez-Novoa et al. [27]. The fact that PCP progresses despite activation of cell-mediated immune response and inflammatory response indicates that other cellular functions are disabled. Due to the lack of appropriate antibodies, immunosuppression of rats is usually achieved by treatment with dexamethasone which is known to have an anti-inflammatory and a wide range of side effects. Results of this study revealed that in addition to the 1682 genes mentioned above, functions related to cell death, small molecule biochemistry (e.g., production of nitric oxide and reactive oxygen species), and immunological disease were most severely affected by dexamethasone (Fig. 3).

Dexamethasone and *Pneumocystis *infection were found to have opposite effects on certain genes. Of the 32 genes that were up-regulated by dexamethasone but down-regulated by *Pneumocystis *infection (Table 3), cadherin 17 (Cdh17) and glutathione-S-transferase alpha type2 (Gsta2) genes were most profoundly affected. Dexamethasone treatment increased Cdh17 expression by 7.15 fold, but *Pneumocystis *infection not only reversed this effect but also decreased its expression by 1.61 fold. Similarly, dexamethasone up-regulated Gsta2 by 4.77 fold, but *Pneumocystis *infection decreased it by 2.63 fold. 

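Gsta1, a glutathione S-transferase of the alpha class, was at 146 ± 52.6 (SD, n = 4) in Normal, 2140 ± 312 in Dex and 795 ± 74.1 in Dex-Pc AMs, a log2 fold change of 3.94 (standard error 0.25, adjusted p = 4.53e-06) with dexamethasone and of -1.42 (adjusted p = 0.00548) with infection. No probe set here named Gsta2 alone, and transcripts of this class are similar in sequence. Cdh17, cadherin 17, had 2 probe sets. The brighter was at 49.3 ± 64.2 in Normal, 2480 ± 1040 in Dex and 1660 ± 184 in Dex-Pc AMs. It rose with dexamethasone (adjusted p = 9.75e-05), by an amount not measured because Normal arrays other than replicate 1 were at 14.5 to 19.2, below background. It did not pass with infection (log2 fold change of -0.48 (standard error 0.64, adjusted p = 0.718)), nor did the other probe set (adjusted p = 0.524). Gstp1, a glutathione S-transferase of the pi class, rose with dexamethasone from 358 ± 51.5 to 826 ± 77.2 and was at 851 ± 20 in Dex-Pc AMs.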

Cadherin (calcium dependent adhesion molecule) plays a very important role in cell adhesion and assembly of the actin cytoskeleton [28]. Actin filaments are linked to α-catenin and to the cell membrane through vinculin which is linked to E-cadherin [29]. The decrease in cadherin expression during PCP may be a reason why AMs are defective in phagocytosis, as this function requires the actin cytoskeleton. Glutathione S-transferases (GSTs) link reduced glutathione via a sulfhydryl group to electrophilic centers on a variety of substrates [30]. This activity detoxifies compounds such as peroxidized lipids [31] that are generated during oxidative stress. The reduction in GST expression during PCP may explain the reduction in AM number as a decrease in GST expression would increase the concentration of toxic molecules such as reactive oxygen species [32] which can trigger apoptosis of AMs [33].

Equally important are genes that were down-regulated by dexamethasone but up-regulated by *Pneumocystis *infection. Among these genes (Spp1, Irf1, Cxcr4, Crp, Il1rn, Irf8, RT1-Aw2, Ier3, and Ccnl1) (Table 5), the secreted phosphoprotein 1 (Spp1) gene has the most dramatic reversal by *Pneumocystic *infection followed by interferon regulatory factor 1 (Irf1). 

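Spp1, osteopontin, was at 2930 ± 325 (SD, n = 4) in Normal, 1680 ± 440 in Dex and 18800 ± 2520 in Dex-Pc AMs, a log2 fold change of -0.83 (standard error 0.19, adjusted p = 0.0154) with dexamethasone and a log2 fold change of 3.51 (standard error 0.19, adjusted p = 4.97e-06) with infection. All 4 Dex-Pc arrays lay above all Dex and all Normal arrays. Normal replicate 4 was apart from its group, at 3410 against 2710 to 2810. Relative to Normal AMs, Spp1 was higher in Dex-Pc AMs by 2.68 on the log2 scale (adjusted p = 4.42e-06).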

The SPP1 protein is also known as bone sialoprotein, early T-lymphocyte activation (ETA-1), and most commonly osteopontin (Opn). Opn is one of the most abundantly expressed proteins in various lung diseases; it mediates diverse cellular functions such as adhesion, migration, and survival of several cell types including macrophages, T cells and dentritic cells [34,35]. OPN also functions as a Th1 cytokine, promotes cell-mediated immune responses, and plays a role in chronic inflammatory and autoimmune diseases and activation of immune cells [34]. Opn can be cleaved by thrombin to expose the sequence SVVYGLR which is a ligand of integrin receptors α4β1, α9β1, and α9β4 that are present on monocytes, macrophages, neutrophils, T cells, and mast cells [36,37]. Up-regulation of Opn during *Pneumocystis *infection may reflect the action of AMs in an attempt to activate both innate and adaptive immunities through the integrin receptors. Opn expression has been found to be up-regulated in AMs from smokers [38] and in titanium dioxide-induced lung disease in rats [39]; it is considered as a biomarker for particle-induced lung disease [39].

Both Irf-1 and Irf-8 genes were down-regulated by dexamethasone (-1.52 and -1.61, respectively) but up regulated by *Pneumocystis *infection (4.45 and 2.13 fold, respectively). 

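Irf1 was at 7050 ± 318 (SD, n = 4) in Normal, 4440 ± 292 in Dex and 19100 ± 2590 in Dex-Pc AMs, a log2 fold change of -0.67 (standard error 0.12, adjusted p = 0.00365) and a log2 fold change of 2.1 (standard error 0.12, adjusted p = 5.88e-06). Irf8 was at 1090 ± 145, 484 ± 64.9 and 1720 ± 1080, a log2 fold change of -1.17 (standard error 0.34, adjusted p = 0.0446) and a log2 fold change of 1.65 (standard error 0.34, adjusted p = 0.0133). Its fall with dexamethasone was lost without Normal replicate 4 (adjusted p = 0.112), Dex replicate 3 (adjusted p = 0.106) or Dex replicate 4 (adjusted p = 0.113), and its SD in Dex-Pc AMs was large beside its mean.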

IRF-1 is a transcription factor originally found to regulate the IFN-β gene family [40]. It also has other functions such as acting as a tumor suppressor [41], regulating the proliferation of smooth muscle cells, and activating the expression of iNOS [42]. In addition, IRF-1 induces transcription of genes such as PKR and 2',5'-oligoadenylate synthetase [43,44] that are involved in the defense against viral invasion. IRF-1 and IRF-8 are essential for proper functioning of mature macrophages. A defect in either gene results in the inability of the host to mount Th1-mediated immune response due to decreased production of IL-12 [45,46]. IRF-1 and IRF-8 together regulate numerous genes. Using microarrays, Dror et al. showed that 265 genes in activated macrophages are regulated by these two genes [47].

In addition to IRF1 and IRF8, IPA analyses revealed that IL-1 and IL-10 also play a major role in the regulation of gene expression during PCP. The expression of IL-1β was up-regulated 8.65 fold by dexamethasone and further up-regulated 2.26 fold by *Pneumocystis *infection (Table 4). 

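Il1b, interleukin 1 beta, was at 1830 ± 182 (SD, n = 4) in Normal, 15200 ± 4120 in Dex and 31800 ± 6800 in Dex-Pc AMs at the brightest of its 3 probe sets, a log2 fold change of 3.02 (standard error 0.21, adjusted p = 8.39e-06) with dexamethasone and a log2 fold change of 1.08 (standard error 0.21, adjusted p = 0.00896) with infection. The other probe sets rose at both steps too, with log2 fold changes of 3.43 and 3.18 and then of 1.26 and 1.28. Il1a, interleukin 1 alpha, rose with dexamethasone from 5390 ± 407 to 20900 ± 5980 and was at 18500 ± 5000 in Dex-Pc AMs (adjusted p = 0.732 for the second step).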

IL-1 is a pro-inflammatory cytokine. Its up-regulation reflects the attempt of the host to combat the infection by inflammation. Two forms of IL-1 exist: IL-1α and IL-1β. IL-1 signals mainly through the type 1 IL-1 receptor (IL-1R1), leading to NF-κB and c-jun activation and expression of cytokines such as TNF-α and interferons, as well as other inflammation-related genes. IL-10 is an anti-inflammatory cytokine. It can repress the expression of inflammatory cytokines such as TNF-α, IL-6, and IL-1 by activated macrophages. 

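Il10, interleukin 10, was at 150 ± 25.4 (SD, n = 4) in Normal and 299 ± 170 in Dex AMs, which did not pass (log2 fold change 0.86 (adjusted p = 0.123)), and at 1070 ± 210 in Dex-Pc AMs, a log2 fold change of 1.97 (standard error 0.33, adjusted p = 0.00448). Il1r1, the signalling receptor of interleukin 1, was near background in all groups, at 112 ± 34.8, 76.7 ± 15.9 and 89.3 ± 21.3, and passed at neither step. Il6 was also dim, at 93.2 ± 26 and 138 ± 69.5 in Dex and Dex-Pc AMs (adjusted p = 0.653).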

The expression of IL-10 was not affected by dexamethasone treatment but was up-regulated 1.87 fold by *Pneumocystis *infection (Table 1). IL-10 has been shown to inhibit the expression of IL-1 receptor (IL-1R) gene [48] and up-regulate the expression of IL-1R antagonist [49]. Both actions would block the function of IL-1, thus decreasing production of pro-inflammatory cytokines. The fact that pro-inflammatory cytokines are produced despite IL-10 up-regulation suggests that the suppressive effects of IL-10 on IL-1 expression may be blocked during PCP.

Many (1705) genes are either up- or down-regulated in AMs during PCP. It is surprising that even though *Pneumocystis *is an extracellular pathogen, it is able to affect so many genes without getting into the cells. A number of cytokines such as TNF-α, IFN-γ, IL-1, IL-10, and IL-8 are over produced in the lung during PCP. They may affect the expression of these genes. *Pneumocystis *components such as the major surface glycoprotein or β-glucans that are present in the cell wall of the organism in large quantities may have some effects. Since *Pneumocystis *infection results in lung damage, cellular components released may also cause differential gene expression.

Among the top 10 up-regulated genes during PCP, the chemokine (C-X-C motif) ligand 10 (Cxcl10) gene was the most highly up-regulated one with a 12-fold increase in expression. 

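Cxcl10 was at 433 ± 63.2 (SD, n = 4) in Dex and 6670 ± 2640 in Dex-Pc AMs, a log2 fold change of 3.87 (standard error 0.27, adjusted p = 2.85e-05). In Normal AMs it was at 700 ± 169, which did not differ from Dex AMs past the thresholds (log2 fold change -0.67 (adjusted p = 0.14)). S100a9 had a larger fitted change. The fitted fold of Ass1 was larger than both, at 43.9 against 16.9 for S100a9 and 14.7 for Cxcl10. Its size is not measured, since 3 of its 4 Dex arrays were below background (36.8 to 207). Ccl5 had a fitted fold of 50 and was below background in Dex AMs (24.2), so its size is not measured either. The same held for Cd8a, with a fitted log2 fold change of 4.16 and a Dex signal of 28.2.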

CXCL10 binds to the chemokine receptor CXCR3 [50] and chemoattracts monocytes, macrophages, T cells, NK cells, and dendritic cells. It also promotes adhesion of T cells to endothelial cells [51,52]. The high degree of CXCL10 up-regulation suggests the attempts of the host to enhance AM phagocytosis. The other top up-regulated genes include Spp1, S100A9, Rsad2, S100A8, Nos2, RT1-Bb, Lcn2, RT1-Db1, and Srgn. These genes encode the secreted phosphoprotein 1 (SPP1), calgranulin A and B complex (S100A8/S100A9), radical S-adenosyl methionine domain containing 2 (RSAD2), inducible nitric oxide synthase (NOS2), class II MHC Bβ, lipocalin-2 (LCN2), class II MHC Dβ, and serglycin (SRGN) proteins, respectively.

As described above, the SPP1 protein plays a role in the activation of both innate and adaptive immunity. The calgranulin A and B complex (S100A8/S100A9) have been shown to be a damage-associated pattern molecule which mediates inflammatory responses and recruits inflammatory cells to sites of tissue damage [53]. It can also modulate polymerization of microtubules during migration of phagocytes and induces inflammatory responses in leucocytes and endothelial cells [54,55]. Their up-regulation in expression during PCP also shows the importance of phagocytosis in the defense against *Pneumocystis *infection. The RSAD2 protein is also known as viperin. It is an endoplasmic reticulum-associated, interferon-inducible virus inhibitory protein and has been shown to be required for optimal Th2 responses and T-cell receptor-mediated activation of NF-κB and AP-1 [56]. The NOS2 (iNOS) protein is responsible for the production of nitric oxide which is an antimicrobial compound [57].

The lipocalin-2 protein (LCN2) is a component of granules in neutrophils from tissues that are normally exposed to microorganisms. Its level is increased during inflammation [58]. LCN2 exerts bacteriostatic effects by its ability to capture and deplete siderophores that are small iron-binding molecules synthesized by certain bacteria as a means of iron acquisition [58]. Although *Pneumocystis *siderophores have not been identified and the role of LCN2 in PCP is unknown, iron is known to be essential for the proliferation of *Pneumocystis *[59], and deferoxamine, which is an iron chelator, has been used to treat PCP in animal models [59].

Serglycin (SRGN) is a proteoglycan mainly produced by hematopoietic and endothelial cells [60]. It plays an important role in the formation of several types of storage granules, especially in mast cells [61]. Serglycin can bind to a variety of molecules such as histamine, chymase, tryptase, and carboxypeptidase in mast cells; elastase in neutrophile; granzyme B in cytotoxic T cells; plasminogen activator in endothelial cells; and TNF-α in macrophages [60]. Serglycin is important for the retention of key inflammatory mediators inside storage granules and secretory vesicles [60]. Therefore, serglycin plays a role in inflammation which is also a host defense mechanism. RT1-Bb and RT1-Db1 are class II MHC molecules [62] and are involved in antigen presentation as described above. Their up-regulation also suggests the attempts of AMs to activate adaptive immunity.

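Lgals1, galectin-1, varied widely within groups, at 3140 ± 3840 (SD, n = 4) in Normal, 9350 ± 4580 in Dex and 2070 ± 1870 in Dex-Pc AMs. Its change with infection, a log2 fold change of -2.47 (standard error 1.05, adjusted p = 0.185), did not pass.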

Among the ten most down-regulated genes, the expression of the lectin, galactoside-binding, soluble, 1 (Lgals1) gene is most severely reduced by *Pneumocystis *infection. Lgals1 encodes galectin-1 which is an endogenous lectin that can trigger lymphocyte apoptosis [63]. Its down-regulation reflects the attempts of AMs to survive. 

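Psat1, an enzyme of serine synthesis, was at 3790 ± 506 (SD, n = 4) in Normal, 4850 ± 262 in Dex and 1230 ± 646 in Dex-Pc AMs. It fell with infection, with a log2 fold change of -2.14 (standard error 0.33, adjusted p = 0.00343), and did not pass with dexamethasone (log2 fold change 0.37 (adjusted p = 0.558)).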

The phosphoserine aminotransferase (Psat1) gene was the second most down-regulated gene. PSAT1 is over-expressed in colon tumors [64], but its role in PCP cannot be speculated due to limited information on its function. TBC1D3 is a member of the TBC1 domain family of proteins that stimulates the intrinsic GTPase activity of RAB5A, an essential actor in early endosome trafficking [65]. Its down-regulation would affect the phagocytic function of AMs. CAR5B is the mitochondrial form of carbonic anhydrase responsible for the inter-conversion of carbon dioxide and bicarbonate to maintain acid-base balance in blood and other tissues, and to help transport carbon dioxide out of tissues [66]. The active site of most carbonic anhydrases contains a zinc ion; therefore, they are classified as metalloenzymes. Although it was one of the most severely down-regulated genes, its role in PCP is not clear.

The X-ray repair complementing defective repair in Chinese hamster cells 5 (Xrcc5) gene encodes the Ku80 protein which is a helicase involved in DNA double-strand-break repair and chromatin remodeling [67]. Ku80 is also expressed on the surface of different types of cells and functions as an adhesion receptor for fibronectin [68] which enhances the interaction of AMs with *Pneumocystis *organisms [69]. Its down-regulation can be viewed as a double-edged sword as the inability of AMs to repair damaged DNA may trigger apoptosis thus decreasing their numbers, and the decrease in fibronectin receptor may decrease the phagocytic activity of AMs.

PDZ/LIM genes encode a group of proteins with diverse biological roles. In mammalian cells, there are ten genes that encode both a PDZ domain and one or several LIM domains [70]. All PDZ and LIM domain proteins can associate with and influence the actin cytoskeleton [71]. Down-regulation of any of these genes would affect the integrity of the actin cytoskeleton which plays a major role in phagocytosis. The activated leukocyte cell adhesion molecule (ALCAM) is an immunoglobulin superfamily cell adhesion molecule. It mediates both heterophilic (ALCAM-CD6) and homophilic (ALCAM-ALCAM) cell-cell interactions [72]. Its down-regulation in expression would affect the movement and thus phagocytic function of AMs.

The cell death-inducing DFF45-like effector (CIDE) family proteins include CIDEA, CIDEB, and CIDEC. These proteins are important regulators of energy homeostasis and are closely linked to the development of metabolic disorders including obesity, diabetes, and liver steatosis. CIDEA may initiate apoptosis by disrupting a complex consisting of the 40-kDa caspase-3-activated nuclease (DFF40/CAD) and its 45-kDa inhibitor (DFF45/ICAD) [73]. Its down-regulation can be viewed as the attempt of AMs to fight for survival by decreasing CIDEA-mediated apoptosis.

## Conclusions

Our data provide the first comprehensive description of the response of AMs to *Pneumocystis *infection using microarray and revealed a wide variety of genes and cellular functions that are affected by dexamethasone or *Pneumocystis *infection. Dexamethasone will continue to be used for immunosuppression if the rat PCP model is to be used for study of *Pneumocystis *infection. Knowing what dexamethasone will do to the cells will give investigators a better insight in studying the effect of *Pneumocystis *infection on gene expression and function of AMs. This study also revealed many defects of AMs that may occur during *Pneumocystis *infection, as many genes whose expressions are affected by the infection. Investigation of these genes will allow us to better understand the mechanisms of pathogenesis of PCP.

## Abbreviations

Aco1: aconitase 1; Agt: angiotensinogen; Aifm1: apoptosis-inducing factor, mitochondrion-associated 1; Ak3: adenylate kinase 3; Alcam: activated leukocyte cell adhesion molecule; Alox5: arachidonate 5-lipoxygenase; Apoe: apolipoprotein E; Arg1: arginase 1, liver; Ass1: argininosuccinate synthetase 1; Atf3: activating transcription factor 3; Atp6v1a: ATPase, H transporting, lysosomal V1 subunit A; Atp6v1d: ATPase, H+ transporting, lysosomal V1 subunit D; Azin1: antizyme inhibitor 1; Bloc1s2: biogenesis of lysosome-related organelles complex-1, subunit 2; Bnip3l: BCL2/adenovirus E1B interacting protein 3-like; Bst1: bone marrow stromal cell antigen 1; Btd: biotinidase; Calm1: calmodulin 1; C3: complement component 3; C1qb: complement component 1, q subcomponent, beta polypeptide; Car5b: carbonic anhydrase 5b, mitochondrial; Cat: atalase; Cxcl13: chemokine (C-X-C motif) ligand 13; Ccl2: chemokine (C-C motif) ligand 2; Ccl5: chemokine (C-C motif) ligand 5; Ccng1: cyclin G1; Ccnl1: cyclin L1; Ccr1: chemokine (C-C motif) receptor 1; Ccr5: chemokine (C-C motif) receptor 5; Cd14: CD14 molecule; Cd55: CD55 antigen; Cd74: CD74 antigen (invariant polypeptide of major histocompatibility complex, class I; Cd81: CD 81 antigen; Cd9: CD9 antigen; Cdc42ep3: CDC42 effector protein (Rho GTPase binding) 3; Cdh17: cadherin 17; Cidea: cell death-inducing DNA fragmentation factor, alpha subunit-like effector A; Clu: lusterin; Crp: C-reactive protein, pentraxin-related; Ctsk: cathepsin K; Cxcl1: chemokine (C-X-C motif) ligand 1; Cxcl10: chemokine (C-X-C motif) ligand 10; Cxcr4: chemokine (C-X-C motif) receptor 4; Diablo: diablo homolog; Dnaja1: DnaJ (Hsp40) homolog, subfamily A, member 1; Dnajb1: DnaJ (Hsp40) homolog, subfamily B, member 1; Dusp5: dual specificity phosphatase 5; Ela1: elastase 1; Emb: embigin; Enpp3: ectonucleotide pyrophosphatase/phosphodiesterase 3; F3: coagulation factor III; Fah: fumarylacetoacetate hydrolase; Fbp1: fructose-1,6- biphosphatase 1; Fcgrt: Fc receptor, IgG, alpha chain transporter; Fn1: fibronectin 1; Fos: FBJ osteosarcoma oncogene; Fxyd2: FXYD domain-containing ion transport regulator 2; Gaa: glucosidase, alpha, acid; Gbp2: guanylate nucleotide binding protein 2; Gda: guanine deaminase; Gnptg: N-acetylglucosamine-1-phosphotransferase, gamma subunit; Gpd2: glycerol-3-phosphate dehydrogenase 2, mitochondrial; Gsta2: glutathione-S-transferase, alpha type 2; Gstm1: glutathione S-transferase, mu 1; Hacl1: 2-hydroxyacyl-CoA lyase 1; Hdac2: histone deacetylase 2; Hip1: huntingtin interacting protein 1; Hmgcs1: 3-hydroxy-3-methylglutaryl-coenzyme A synthase 1; Hook1: hook homolog 1; Hsd11b1: hydroxysteroid 11-beta dehydrogenase 1; Hsd17b12: hydroxysteroid 17-beta dehydrogenase 12; Hspa1a: heat shock 70kD protein 1A; Hspa1b: heat shock 70 kD protein 1B; Hspa9: Heat shock protein 9; Hspb1: heat shock protein 1; Hsph1: heat shock 105 kDa/110 kDa protein 1; Ier3: immediate early response 3; Igf1: insulin-like growth factor 1; Il10: interleukin 10; Il1b: interleukin 1 beta; Il1r2: interleukin 1 receptor, type II; Il1rn: interleukin 1 receptor antagonist; IL8rb: interleukin 8 receptor, beta; Irf1: interferon regulatory factor 1; Irf7: interferon regulatory factor 7; Irf8: interferon regulatory factor 8; Ivns1abp: influenza virus NS1A binding protein; Lcn2: lipocalin 2; Lgals1: ectin, galactose binding, soluble 1; Mgst1: microsomal glutathione S-transferase 1; Mmp12: matrix metallopeptidase 12; Mmp14: matrix metallopeptidase 14; Mmp7: matrix metallopeptidase 7; Mmp8: matrix metallopeptidase 8; Mtpn: myotrophin; Mx1: myxovirus resistance 1; Mx2: myxovirus resistance 2; Nos2: nitric oxide synthase 2, inducible, macrophage; Nr1h3: nuclear receptor subfamily 1, group H, member 3; Nudt4: nucleoside diphosphate linked moiety X type motif 4; Oas1a: 2'-5' oligoadenylate synthetase 1A; Odc1: ornithine decarboxylase 1; Pcsk1: proprotein convertase subtilisin/kexin type 1; Pde4b: phosphodiesterase 4B, cAMP specific; Pdlim1: PDZ and LIM domain 1; Pkib: protein kinase inhibitor beta; Pld1: phospholipase D1; Plod1: procollagen-lysine, 2-oxoglutarate 5-dioxygenase 1; Pon1: paraoxonase 1; Pparg: peroxisome proliferator activated receptor gamma; Ppp6c: protein phosphatase 6, catalytic subunit; Prf1: perforin 1; Prkacb: protein kinase, cAMP dependent, catalytic, beta; Prkcb1: protein kinase C, beta; Psat1: phosphoserine aminotransferase 1; Psmb9: proteosome subunit, beta type 9; Pstpip1: proline-serine-threonine phosphatase-interacting protein 1; Ptafr: platelet-activating factor receptor; Ptgs2: prostaglandin-endoperoxide synthase 2; Ptpn1: protein tyrosine phosphatase, non-receptor type 1; Ptprc: protein tyrosine phosphatase, receptor type C; Pvr: poliovirus receptor; Rgc32: response gene to complement 32; Rps8: ribosomal protein subunit 8; Rsad2: radical S-adenosyl methionine domain containing 2; RT1-Aw2: RT1 class Ib, locus Aw2; RT1-Bb: class II histocompatibility antigen, B-1 beta chain; RT1-Da: RT1 class II, locus Da; RT1-Db1: RT1 class II, locus Db1; S100a8: S100 calcium binding protein A8 (calgranulin A); S100a9: S100 calcium binding protein A9 (calgranulin B); Sdc4: syndecan 4; Sell: selectin, lymphocyte; Slc28a2: solute carrier family 28, member 2; Smo: spermine oxidase; Socs2: suppressor of cytokine signaling 2; Socs3: suppressor of cytokine signaling 3; Sod2: superoxide dismutase 2, mitochondrial; Spp1: secreted phosphoprotein 1; Sqstm1: sequestosome 1; Srgn: serglycin; St3gal2: ST3 beta-galactoside alpha-2,3-sialyltransferase 2; Star: steroidogenic acute regulatory protein; Tac1: tachykinin 1; Tap1: transporter 1, ATP-binding cassette; Tap2: transporter 2, ATP-binding cassette; Tbc1d23: TBC1 domain family, member 23; Tceb1: transcription elongation factor B, polypeptide 1; Tfpi: tissue factor pathway inhibitor; Trf: transferrin; Ufsp2: UFM1-specific peptidase 2; Vldlr: very low density lipoprotein receptor; Xdh: xanthine dehydrogenase; Xrcc5: X-ray repair complementing defective repair in Chinese hamster cells 5.

## Authors' contributions

BHC, YL, and XX analyzed the microarray results. DL, CPL, MEL, and PJD performed the microarray experiments. CHL designed the experiments and wrote the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Table S1.** Rat alveolar macrophage genes up-regulated by dexamethasone. Table S2. Rat alveolar macrophage genes down-regulated by dexamethasone. Table S3. Rat alveolar macrophage genes up-regulated by *Pneumocystis *infection. Table S4. Rat alveolar macrophage genes down-regulated by *Pneumocystis *infection. Click here for file

# Supplementary material for: Microarray studies on effects of Pneumocystis carinii infection on global gene expression in alveolar macrophages
**Source:** BMC Microbiol. 2010 Apr 8;10:103. doi: 10.1186/1471-2180-10-103
**Supplement:** Additional file 1 — Table S1. Rat alveolar macrophage genes up-regulated by dexamethasone. Table S2. Rat alveolar macrophage genes down-regulated by dexamethasone. Table S3. Rat alveolar macrophage genes up-regulated by Pneumocystis infection. Table S4. Rat alveolar macrophage genes down-regulated by Pneumocystis infection.

Table S1. Rat alveolar macrophage genes up-regulated by dexamethasone

|     | <b>Gene</b> | <b>FC</b> | <b>FDR</b> |
|-----|-------------|-----------|------------|
| 1.  | Cxcl1       | 13.43     | 1.40E-05   |
| 2.  | Fn1         | 10.19     | 1.68E-04   |
| 3.  | Ccl2        | 9.99      | 9.25E-05   |
| 4.  | Cd81        | 9.07      | 4.33E-06   |
| 5.  | Il1b        | 8.65      | 5.35E-05   |
| 6.  | Trf         | 8.55      | 2.84E-04   |
| 7.  | Slc28a2     | 8.24      | 2.95E-05   |
| 8.  | Cd14        | 8.10      | 2.39E-04   |
| 9.  | Cdh17       | 7.15      | 1.41E-04   |
| 10. | Sdc4        | 6.52      | 5.06E-06   |
| 11. | RT1-Da      | 6.15      | 2.61E-05   |
| 12. | Tnf         | 6.14      | 1.33E-04   |
| 13. | Fcgr2b      | 6.09      | 2.22E-04   |
| 14. | Xdh         | 5.55      | 1.26E-05   |
| 15. | Crispld2    | 5.28      | 5.45E-04   |
| 16. | Cdo1        | 4.81      | 7.02E-04   |
| 17. | Gsta2       | 4.77      | 7.24E-06   |
| 18. | Gsta3       | 4.64      | 7.83E-06   |
| 19. | Cd74        | 4.50      | 2.26E-04   |
| 20. | RT1-Bb      | 3.98      | 3.26E-02   |
| 21. | Cxcl2       | 3.96      | 1.16E-04   |
| 22. | Ddah1       | 3.85      | 4.24E-04   |
| 23. | Fxyd2       | 3.79      | 7.53E-05   |
| 24. | Gusb        | 3.75      | 2.95E-05   |
| 25. | Ctsk        | 3.68      | 6.50E-05   |
| 26. | Ctsl        | 3.65      | 1.72E-05   |
| 27. | Il1r2       | 3.50      | 6.32E-03   |
| 28. | Nudt4       | 3.48      | 2.34E-03   |
| 29. | Srgn        | 3.39      | 2.52E-03   |
| 30. | Il1a        | 3.38      | 5.22E-04   |
| 31. | Pstpip1     | 3.29      | 6.44E-05   |
| 32. | Spry1       | 3.29      | 1.07E-03   |
| 33. | Oma1        | 3.25      | 3.26E-04   |
| 34. | Srprb       | 3.20      | 2.95E-03   |
| 35. | Hsd11b1     | 3.19      | 1.08E-05   |
| 36. | Ap1b1       | 3.17      | 2.43E-05   |
| 37. | Fabp4       | 3.13      | 4.15E-04   |
| 38. | Ly6c        | 3.12      | 1.37E-03   |
| 39. | Pon1        | 3.05      | 2.82E-02   |
| 40. | Itgam       | 3.02      | 2.98E-02   |
| 41. | B4galnt1    | 2.93      | 1.25E-03   |
| 42. | Orm1        | 2.89      | 1.59E-03   |

|     |          |      |          |
|-----|----------|------|----------|
| 43. | F3       | 2.87 | 2.39E-02 |
| 44. | Emp1     | 2.86 | 4.05E-03 |
| 45. | Thrsp    | 2.86 | 9.83E-03 |
| 46. | Yc2      | 2.84 | 8.55E-05 |
| 47. | Ceacam10 | 2.82 | 1.40E-05 |
| 48. | Mgl1     | 2.79 | 4.86E-03 |
| 49. | Diablo   | 2.72 | 5.35E-05 |
| 50. | Mca32    | 2.71 | 4.29E-04 |
| 51. | Cst3     | 2.69 | 1.70E-04 |
| 52. | Akr1c18  | 2.66 | 2.73E-03 |
| 53. | S100a9   | 2.65 | 1.66E-02 |
| 54. | Slc6a8   | 2.65 | 4.89E-04 |
| 55. | Slc41a2  | 2.61 | 1.58E-03 |
| 56. | Mmp12    | 2.50 | 1.48E-03 |
| 57. | S100a8   | 2.50 | 3.39E-02 |
| 58. | Apoe     | 2.47 | 2.84E-02 |
| 59. | Syngri1  | 2.47 | 1.33E-04 |
| 60. | Ptpn1    | 2.46 | 7.03E-04 |
| 61. | Ampd3    | 2.44 | 1.23E-03 |
| 62. | Pf4      | 2.41 | 1.65E-04 |
| 63. | Slc1a3   | 2.41 | 2.67E-03 |
| 64. | Slc12a7  | 2.39 | 4.91E-05 |
| 65. | Slc16a1  | 2.38 | 3.66E-04 |
| 66. | Bid      | 2.36 | 1.66E-04 |
| 67. | Ccng1    | 2.36 | 2.82E-03 |
| 68. | Bst1     | 2.34 | 2.15E-04 |
| 69. | Btd      | 2.28 | 2.27E-03 |
| 70. | Gaa      | 2.27 | 4.47E-05 |
| 71. | Gda      | 2.26 | 2.67E-03 |
| 72. | Agt      | 2.25 | 1.16E-03 |
| 73. | Arsb     | 2.24 | 2.76E-05 |
| 74. | Cd36     | 2.24 | 3.37E-05 |
| 75. | Hacl1    | 2.22 | 3.08E-03 |
| 76. | Ccl4     | 2.19 | 1.48E-02 |
| 77. | Gns      | 2.15 | 1.40E-05 |
| 78. | Hk1      | 2.11 | 5.19E-04 |
| 79. | Cfd      | 2.09 | 1.40E-03 |
| 80. | Scarb1   | 2.09 | 4.83E-05 |
| 81. | Enpp3    | 2.08 | 8.47E-04 |
| 82. | Clqb     | 2.04 | 1.70E-02 |
| 83. | Cited2   | 2.04 | 6.68E-03 |
| 84. | Fdps     | 2.04 | 4.08E-02 |
| 85. | Hspa9    | 2.04 | 3.80E-02 |
| 86. | Prkacb   | 2.03 | 4.45E-04 |

|      |          |      |          |
|------|----------|------|----------|
| 87.  | H1f0     | 2.01 | 3.67E-03 |
| 88.  | Pcsk1    | 2.01 | 4.09E-05 |
| 89.  | Ptgs2    | 2.01 | 4.52E-02 |
| 90.  | Ccl3     | 1.98 | 5.22E-04 |
| 91.  | Cpd      | 1.98 | 9.06E-03 |
| 92.  | Tfpi     | 1.98 | 2.98E-03 |
| 93.  | Mdh1     | 1.97 | 1.36E-04 |
| 94.  | Ndufc1   | 1.97 | 4.39E-03 |
| 95.  | Acs14    | 1.96 | 1.63E-04 |
| 96.  | Atp6v1d  | 1.96 | 2.25E-03 |
| 97.  | Pik3ip1  | 1.96 | 7.99E-04 |
| 98.  | Rab15    | 1.96 | 2.99E-03 |
| 99.  | Brp44l   | 1.95 | 2.71E-04 |
| 100. | Ghr      | 1.94 | 9.71E-03 |
| 101. | Fabp5    | 1.93 | 6.45E-04 |
| 102. | Tpi1     | 1.93 | 6.89E-04 |
| 103. | Pgk1     | 1.91 | 7.31E-03 |
| 104. | Hsd17b12 | 1.89 | 3.74E-03 |
| 105. | Nme1     | 1.89 | 5.59E-03 |
| 106. | Nme2     | 1.89 | 2.15E-03 |
| 107. | Pde4b    | 1.88 | 4.34E-03 |
| 108. | Tmem171  | 1.86 | 1.73E-03 |
| 109. | Igf2r    | 1.85 | 4.88E-04 |
| 110. | Pdha1    | 1.84 | 1.66E-04 |
| 111. | Sqle     | 1.83 | 2.38E-02 |
| 112. | Tspo     | 1.83 | 1.60E-03 |
| 113. | Vldlr    | 1.82 | 6.46E-04 |
| 114. | Rraga    | 1.80 | 1.74E-02 |
| 115. | Slc11a2  | 1.79 | 1.10E-03 |
| 116. | Tmem126b | 1.79 | 5.22E-03 |
| 117. | Gnptg    | 1.76 | 7.85E-03 |
| 118. | Pdia6    | 1.76 | 5.82E-03 |
| 119. | Acp2     | 1.74 | 4.15E-04 |
| 120. | Soes2    | 1.73 | 2.60E-03 |
| 121. | Rab13    | 1.72 | 3.00E-04 |
| 122. | Aco1     | 1.71 | 6.14E-03 |
| 123. | Btg3     | 1.71 | 1.58E-03 |
| 124. | Emb      | 1.71 | 5.09E-03 |
| 125. | P4hb     | 1.70 | 6.63E-04 |
| 126. | Prdx6    | 1.70 | 4.13E-03 |
| 127. | Tcn2     | 1.70 | 7.43E-04 |
| 128. | Atp6v1a  | 1.69 | 8.71E-03 |
| 129. | Atrn     | 1.69 | 1.31E-02 |
| 130. | Prkaa2   | 1.69 | 3.38E-02 |

|      |         |      |          |
|------|---------|------|----------|
| 131. | Txnip   | 1.67 | 3.36E-03 |
| 132. | Ifngr1  | 1.65 | 3.63E-02 |
| 133. | Ril     | 1.65 | 1.66E-02 |
| 134. | RT1-Db1 | 1.65 | 3.88E-02 |
| 135. | Mtch2   | 1.64 | 1.20E-03 |
| 136. | Ndufb2  | 1.64 | 9.73E-03 |
| 137. | Ap2a2   | 1.63 | 1.37E-03 |
| 138. | S100a10 | 1.63 | 1.19E-03 |
| 139. | Ass1    | 1.62 | 4.24E-03 |
| 140. | Snx4    | 1.62 | 3.67E-03 |
| 141. | Tceb1   | 1.62 | 4.61E-02 |
| 142. | Tspan8  | 1.62 | 8.49E-02 |
| 143. | Bloc1s2 | 1.61 | 2.77E-03 |
| 144. | Ndufb11 | 1.61 | 5.56E-03 |
| 145. | Arg1    | 1.60 | 4.13E-03 |
| 146. | Atp5j   | 1.60 | 4.02E-03 |
| 147. | Maf     | 1.60 | 3.36E-02 |
| 148. | Ndufb9  | 1.60 | 4.41E-03 |
| 149. | Ndufc2  | 1.60 | 2.14E-02 |
| 150. | Plekho1 | 1.60 | 2.15E-04 |
| 151. | Ssr4    | 1.60 | 5.21E-03 |
| 152. | Sts     | 1.60 | 1.60E-03 |
| 153. | Tbc1d23 | 1.60 | 2.46E-02 |
| 154. | Eef2k   | 1.59 | 2.42E-02 |
| 155. | Pfkl    | 1.59 | 3.16E-03 |
| 156. | Ptafr   | 1.59 | 4.39E-02 |
| 157. | Hdhd2   | 1.58 | 1.49E-02 |
| 158. | Twf1    | 1.58 | 3.25E-02 |
| 159. | Acat2   | 1.57 | 1.97E-02 |
| 160. | Aifm1   | 1.57 | 1.66E-02 |
| 161. | Cyp27a1 | 1.57 | 7.03E-04 |
| 162. | Gpd2    | 1.57 | 4.60E-02 |
| 163. | Ufsp2   | 1.57 | 1.17E-02 |
| 164. | Arf6    | 1.56 | 1.71E-03 |
| 165. | Lamp1   | 1.56 | 1.76E-03 |
| 166. | Ndufb8  | 1.56 | 3.51E-03 |
| 167. | Sqstm1  | 1.56 | 1.40E-02 |
| 168. | Acs11   | 1.55 | 2.12E-02 |
| 169. | Hook1   | 1.55 | 4.77E-02 |
| 170. | Cox7a2  | 1.54 | 2.01E-03 |
| 171. | Ndufs8  | 1.54 | 1.92E-03 |
| 172. | Pcp4    | 1.54 | 6.50E-02 |
| 173. | Sel11   | 1.54 | 5.38E-03 |
| 174. | Brcc3   | 1.53 | 3.06E-02 |

|      |          |      |          |
|------|----------|------|----------|
| 175. | Ctsb     | 1.53 | 5.74E-05 |
| 176. | Dbi      | 1.53 | 2.34E-02 |
| 177. | Ezr      | 1.53 | 1.24E-02 |
| 178. | Fuca1    | 1.53 | 2.71E-04 |
| 179. | Jtb      | 1.53 | 4.86E-03 |
| 180. | Map3k8   | 1.53 | 2.92E-02 |
| 181. | Edn1     | 1.52 | 4.96E-02 |
| 182. | Mgmt     | 1.52 | 3.46E-03 |
| 183. | Plod1    | 1.52 | 4.85E-03 |
| 184. | Qdpr     | 1.52 | 1.81E-02 |
| 185. | Tra1     | 1.52 | 9.08E-02 |
| 186. | Atp5g1   | 1.51 | 2.72E-02 |
| 187. | Atp5o    | 1.51 | 1.96E-02 |
| 188. | Eno1     | 1.51 | 1.20E-03 |
| 189. | Polr2i   | 1.51 | 1.10E-03 |
| 190. | Psmb5    | 1.51 | 4.73E-03 |
| 191. | PVR      | 1.51 | 5.35E-02 |
| 192. | Scd2     | 1.51 | 4.36E-02 |
| 193. | Serpinb9 | 1.51 | 3.16E-03 |
| 194. | Sh2b2    | 1.51 | 1.74E-02 |
| 195. | Apba3    | 1.50 | 6.53E-03 |
| 196. | Fah      | 1.50 | 3.15E-02 |
| 197. | Pgcp     | 1.50 | 2.46E-03 |
| 198. | Ppil3    | 1.50 | 1.56E-02 |
| 199. | Pttglip  | 1.50 | 8.55E-05 |
| 200. | Rpp21    | 1.50 | 1.93E-02 |

Table S2. Rat alveolar macrophage genes down-regulated by dexamethasone

|     | Gene     | Fc     | FDR      |
|-----|----------|--------|----------|
| 1.  | Hspa1a   | -17.44 | 3.82E-05 |
| 2.  | Hspa1b   | -13.9  | 4.91E-05 |
| 3.  | Hspb1    | -7.76  | 6.32E-05 |
| 4.  | Hsph1    | -6.70  | 1.86E-04 |
| 5.  | Tac1     | -6.16  | 7.61E-06 |
| 6.  | Prkcb1   | -5.68  | 1.40E-05 |
| 7.  | Atf3     | -4.91  | 2.43E-05 |
| 8.  | Dnajb1   | -4.88  | 1.70E-04 |
| 9.  | Fos      | -4.54  | 1.40E-05 |
| 10. | Ptprc    | -3.92  | 7.08E-03 |
| 11. | Tgm1     | -3.87  | 3.04E-05 |
| 12. | Sirpa    | -3.63  | 2.91E-03 |
| 13. | Jun      | -3.33  | 6.46E-05 |
| 14. | Dnaja1   | -3.20  | 1.13E-04 |
| 15. | Kcnn3    | -3.10  | 8.55E-05 |
| 16. | Alox5    | -3.07  | 4.14E-05 |
| 17. | Ptpn12   | -2.88  | 1.03E-03 |
| 18. | Rgc32    | -2.87  | 2.14E-04 |
| 19. | Evl      | -2.76  | 1.64E-06 |
| 20. | Alox15   | -2.74  | 2.43E-02 |
| 21. | Ccnl1    | -2.63  | 1.40E-05 |
| 22. | Klk6     | -2.62  | 2.55E-05 |
| 23. | Id3      | -2.61  | 6.63E-04 |
| 24. | Hsp90ab1 | -2.60  | 1.15E-03 |
| 25. | Tgfbr1   | -2.49  | 1.35E-02 |
| 26. | Cdc42ep3 | -2.48  | 6.38E-04 |
| 27. | Rara     | -2.47  | 4.15E-04 |
| 28. | LincR    | -2.46  | 6.48E-05 |
| 29. | Gas5     | -2.44  | 2.95E-03 |
| 30. | Dusp5    | -2.40  | 3.72E-04 |
| 31. | Cnksr3   | -2.36  | 9.52E-05 |
| 32. | Hsp90aa1 | -2.36  | 3.31E-03 |
| 33. | Svil     | -2.33  | 1.31E-03 |
| 34. | Gpd1     | -2.32  | 1.00E-03 |
| 35. | Msn      | -2.32  | 2.25E-02 |
| 36. | Ucp3     | -2.32  | 6.91E-05 |
| 37. | Dnaja4   | -2.29  | 1.35E-04 |
| 38. | Mat2a    | -2.26  | 4.00E-03 |
| 39. | Sfrs10   | -2.25  | 6.34E-04 |
| 40. | Ddit3    | -2.24  | 1.99E-03 |
| 41. | Cebpb    | -2.17  | 1.73E-04 |
| 42. | Cxxc5    | -2.16  | 4.33E-06 |

|     |           |       |          |
|-----|-----------|-------|----------|
| 43. | Fyn       | -2.16 | 9.12E-04 |
| 44. | Fcgrt     | -2.15 | 1.65E-04 |
| 45. | Gmpr      | -2.13 | 8.55E-05 |
| 46. | Myc       | -2.12 | 4.15E-04 |
| 47. | Btg2      | -2.11 | 5.34E-03 |
| 48. | Arhgap25  | -2.09 | 1.86E-04 |
| 49. | Dusp1     | -2.09 | 3.63E-03 |
| 50. | Prkch     | -2.08 | 8.23E-04 |
| 51. | Hmox1     | -2.03 | 1.30E-02 |
| 52. | Cast      | -2.02 | 3.29E-02 |
| 53. | Eif4a2    | -2.01 | 4.45E-04 |
| 54. | Fbp1      | -2.01 | 2.60E-03 |
| 55. | Adam17    | -1.99 | 1.06E-03 |
| 56. | Crp       | -1.97 | 6.86E-02 |
| 57. | Olr1      | -1.97 | 4.80E-02 |
| 58. | RT1-Aw2   | -1.97 | 5.72E-03 |
| 59. | Cfb       | -1.96 | 1.19E-03 |
| 60. | Ccnd3     | -1.95 | 1.08E-05 |
| 61. | Dusp6     | -1.94 | 1.36E-02 |
| 62. | Slc27a2   | -1.94 | 3.40E-03 |
| 63. | Pygl      | -1.93 | 1.50E-04 |
| 64. | Xrcc5     | -1.92 | 5.66E-04 |
| 65. | Casp3     | -1.91 | 2.21E-02 |
| 66. | Eef2      | -1.91 | 2.75E-02 |
| 67. | MGC112715 | -1.91 | 6.94E-04 |
| 68. | Nap1l1    | -1.90 | 1.04E-02 |
| 69. | Rgs1      | -1.90 | 8.20E-03 |
| 70. | Ivns1abp  | -1.88 | 1.08E-02 |
| 71. | Sfpq      | -1.88 | 6.89E-04 |
| 72. | Hgf       | -1.86 | 3.81E-03 |
| 73. | Ier3      | -1.86 | 1.27E-02 |
| 74. | Lphn2     | -1.86 | 6.46E-04 |
| 75. | Sfrs3     | -1.86 | 5.19E-04 |
| 76. | Star      | -1.85 | 2.86E-03 |
| 77. | Fgr       | -1.84 | 2.51E-03 |
| 78. | Tchh      | -1.84 | 2.38E-02 |
| 79. | Il1rn     | -1.83 | 1.00E-02 |
| 80. | Id1       | -1.82 | 1.34E-02 |
| 81. | Pim3      | -1.81 | 6.52E-05 |
| 82. | Ephx1     | -1.80 | 6.94E-04 |
| 83. | Pde3b     | -1.80 | 5.22E-04 |
| 84. | Cxcr4     | -1.78 | 9.83E-02 |
| 85. | Dock8     | -1.78 | 4.15E-04 |
| 86. | Hmgcs1    | -1.78 | 5.47E-02 |

|      |         |       |          |
|------|---------|-------|----------|
| 87.  | Ccnd1   | -1.75 | 2.40E-04 |
| 88.  | App     | -1.73 | 1.70E-03 |
| 89.  | Cish    | -1.73 | 5.32E-04 |
| 90.  | Arrb2   | -1.72 | 7.68E-03 |
| 91.  | Camk1   | -1.72 | 1.82E-03 |
| 92.  | Clip2   | -1.72 | 2.73E-03 |
| 93.  | Gstm1   | -1.72 | 1.65E-03 |
| 94.  | Sdc3    | -1.72 | 2.98E-03 |
| 95.  | Spp1    | -1.72 | 3.19E-02 |
| 96.  | Stx5a   | -1.72 | 2.16E-02 |
| 97.  | Jak1    | -1.71 | 1.80E-02 |
| 98.  | Bhlhb2  | -1.69 | 5.23E-03 |
| 99.  | Ptbp1   | -1.68 | 1.14E-02 |
| 100. | Tgfbr2  | -1.68 | 1.80E-02 |
| 101. | Zfp36   | -1.68 | 1.24E-02 |
| 102. | Arhgef7 | -1.67 | 6.48E-05 |
| 103. | Gnas    | -1.67 | 7.79E-04 |
| 104. | Itgb3   | -1.67 | 7.79E-04 |
| 105. | Cmtm6   | -1.66 | 1.70E-05 |
| 106. | Gdi1    | -1.66 | 3.54E-02 |
| 107. | Gadd45a | -1.64 | 3.43E-03 |
| 108. | Sfrs11  | -1.64 | 1.04E-02 |
| 109. | Sort1   | -1.64 | 4.13E-02 |
| 110. | Ela1    | -1.62 | 6.89E-04 |
| 111. | Marcks  | -1.62 | 4.94E-02 |
| 112. | Mdfic   | -1.62 | 5.61E-03 |
| 113. | Mtpn    | -1.62 | 2.77E-02 |
| 114. | Ptpra   | -1.62 | 3.90E-03 |
| 115. | Irf8    | -1.61 | 8.24E-02 |
| 116. | Mapk14  | -1.61 | 9.27E-02 |
| 117. | Nxf1    | -1.61 | 1.46E-03 |
| 118. | Tsc22d1 | -1.61 | 2.82E-02 |
| 119. | Gna12   | -1.59 | 3.78E-02 |
| 120. | Nr1d1   | -1.59 | 1.53E-03 |
| 121. | Nr1d2   | -1.59 | 4.90E-03 |
| 122. | Wdr23   | -1.59 | 3.83E-03 |
| 123. | Ccnd2   | -1.58 | 1.80E-02 |
| 124. | Ak3     | -1.57 | 1.22E-02 |
| 125. | Rxra    | -1.57 | 1.66E-02 |
| 126. | Hspd1   | -1.56 | 3.73E-02 |
| 127. | Id2     | -1.56 | 4.57E-03 |
| 128. | Pparg   | -1.56 | 3.59E-03 |
| 129. | Arg2    | -1.55 | 1.23E-03 |
| 130. | Chp     | -1.55 | 1.50E-02 |

|      |         |       |          |
|------|---------|-------|----------|
| 131. | Igf1    | -1.55 | 3.31E-02 |
| 132. | Cd9     | -1.54 | 1.04E-02 |
| 133. | Cfp     | -1.54 | 9.72E-03 |
| 134. | Hnrnpa1 | -1.54 | 2.54E-02 |
| 135. | Jak2    | -1.54 | 3.00E-02 |
| 136. | Mxd4    | -1.54 | 2.70E-03 |
| 137. | St3gal2 | -1.54 | 5.59E-03 |
| 138. | Jup     | -1.53 | 2.54E-03 |
| 139. | Irf1    | -1.52 | 8.09E-03 |
| 140. | Ptpre   | -1.52 | 1.89E-03 |
| 141. | Rcn3    | -1.52 | 4.36E-03 |
| 142. | Pscd1   | -1.51 | 2.66E-03 |
| 143. | Ncl     | -1.50 | 2.63E-02 |
| 144. | Nup62   | -1.50 | 6.34E-04 |

Table S3. Rat alveolar macrophage genes up-regulated by *Pneumocystis* infection

|     | <b>Gene</b> | <b>FC</b> | <b>FDR</b> |
|-----|-------------|-----------|------------|
| 1.  | Cxcl10      | 12.33     | 9.32E-05   |
| 2.  | Spp1        | 11.78     | 4.39E-05   |
| 3.  | S100a9      | 11.55     | 3.65E-04   |
| 4.  | Rsad2       | 7.62      | 1.16E-03   |
| 5.  | S100a8      | 6.52      | 2.70E-03   |
| 6.  | Nos2        | 6.35      | 6.23E-05   |
| 7.  | RT1-Bb      | 5.42      | 2.02E-02   |
| 8.  | Lcn2        | 5.36      | 2.70E-03   |
| 9.  | RT1-Db1     | 5.35      | 2.67E-04   |
| 10. | Srgn        | 5.34      | 1.23E-03   |
| 11. | Ass1        | 5.28      | 1.80E-05   |
| 12. | Apoe        | 5.23      | 3.55E-03   |
| 13. | Cd74        | 4.95      | 4.18E-04   |
| 14. | Irf7        | 4.92      | 2.02E-04   |
| 15. | Irf1        | 4.45      | 3.10E-05   |
| 16. | RT1-Da      | 4.35      | 3.36E-04   |
| 17. | Fn1         | 4.20      | 4.36E-03   |
| 18. | RT1-Ba      | 4.11      | 1.35E-02   |
| 19. | Apoa4       | 3.80      | 3.07E-02   |
| 20. | Ifitm3      | 3.79      | 5.50E-05   |
| 21. | Cxcr4       | 3.60      | 5.72E-03   |
| 22. | Ccl5        | 3.58      | 2.75E-03   |
| 23. | Tap1        | 3.47      | 6.62E-05   |
| 24. | Crp         | 3.41      | 8.40E-03   |
| 25. | RT1-S3      | 3.35      | 2.02E-04   |
| 26. | Gbp2        | 3.21      | 5.72E-03   |
| 27. | Il1r2       | 3.14      | 1.39E-02   |
| 28. | Enpp3       | 2.88      | 3.21E-04   |
| 29. | Il1rn       | 2.84      | 1.47E-03   |
| 30. | Ccr5        | 2.79      | 1.32E-02   |
| 31. | Il8rb       | 2.78      | 4.88E-03   |
| 32. | LO          | 2.78      | 1.04E-02   |
| 33. | Slc28a2     | 2.71      | 3.74E-03   |
| 34. | F3          | 2.67      | 3.60E-02   |
| 35. | C3          | 2.65      | 3.21E-04   |
| 36. | Ccl2        | 2.65      | 2.58E-03   |

|     |         |      |          |
|-----|---------|------|----------|
| 37. | Clqb    | 2.64 | 2.62E-03 |
| 38. | Cd38    | 2.61 | 1.15E-03 |
| 39. | Mx1     | 2.42 | 8.53E-04 |
| 40. | Sdc1    | 2.42 | 2.02E-04 |
| 41. | Tacstd1 | 2.41 | 5.97E-03 |
| 42. | Ccr1    | 2.40 | 1.27E-02 |
| 43. | Clu     | 2.37 | 3.62E-03 |
| 44. | Mmp8    | 2.34 | 5.55E-03 |
| 45. | Hp      | 2.32 | 2.25E-03 |
| 46. | Oas1a   | 2.32 | 5.56E-03 |
| 47. | Pon1    | 2.29 | 8.34E-02 |
| 48. | Il1b    | 2.26 | 1.17E-02 |
| 49. | Sftpa1  | 2.17 | 2.55E-02 |
| 50. | Nudt4   | 2.15 | 2.86E-02 |
| 51. | Psmb9   | 2.14 | 3.71E-04 |
| 52. | Irf8    | 2.13 | 1.69E-02 |
| 53. | RT1-Aw2 | 2.00 | 5.38E-02 |
| 54. | Cd24    | 1.98 | 1.92E-02 |
| 55. | Sell    | 1.97 | 4.73E-03 |
| 56. | Mx2     | 1.94 | 7.04E-04 |
| 57. | Mmp7    | 1.92 | 1.80E-02 |
| 58. | Thy1    | 1.90 | 3.25E-02 |
| 59. | Car4    | 1.88 | 1.35E-02 |
| 60. | Il10    | 1.87 | 7.34E-03 |
| 61. | Cd14    | 1.85 | 5.06E-02 |
| 62. | Ptafr   | 1.84 | 1.83E-02 |
| 63. | Arg1    | 1.83 | 2.70E-03 |
| 64. | Ptgs2   | 1.83 | 7.68E-02 |
| 65. | Il4ra   | 1.80 | 2.67E-04 |
| 66. | Stat1   | 1.80 | 3.21E-04 |
| 67. | Alpl    | 1.79 | 1.97E-02 |
| 68. | Hivep2  | 1.79 | 3.21E-04 |
| 69. | Plek    | 1.79 | 6.54E-03 |
| 70. | Pstpip1 | 1.79 | 5.51E-03 |
| 71. | Mmp14   | 1.78 | 6.74E-03 |
| 72. | Prf1    | 1.78 | 1.25E-03 |
| 73. | Ifng    | 1.77 | 9.44E-03 |
| 74. | Pde4b   | 1.76 | 8.50E-02 |
| 75. | Gzmb    | 1.74 | 3.01E-03 |

|      |          |      |          |
|------|----------|------|----------|
| 76.  | Rbm39    | 1.74 | 8.34E-02 |
| 77.  | Vcan     | 1.74 | 3.01E-03 |
| 78.  | Xdh      | 1.74 | 7.50E-03 |
| 79.  | Krt8     | 1.72 | 3.08E-02 |
| 80.  | RT1-CE1  | 1.70 | 5.90E-04 |
| 81.  | Sparc    | 1.70 | 8.84E-03 |
| 82.  | Slfn2    | 1.68 | 3.01E-03 |
| 83.  | Serpine1 | 1.67 | 9.45E-02 |
| 84.  | Socs3    | 1.67 | 1.32E-02 |
| 85.  | Tap2     | 1.67 | 8.68E-04 |
| 86.  | Tnfrsf1b | 1.66 | 5.05E-03 |
| 87.  | Bat2d    | 1.64 | 7.37E-02 |
| 88.  | C1r      | 1.64 | 1.87E-02 |
| 89.  | Ier3     | 1.63 | 3.83E-02 |
| 90.  | Kras     | 1.63 | 1.69E-02 |
| 91.  | Marcks   | 1.63 | 6.57E-02 |
| 92.  | Pglyrp1  | 1.63 | 1.97E-02 |
| 93.  | Gstm2    | 1.62 | 3.54E-02 |
| 94.  | Cx3cl1   | 1.60 | 1.80E-02 |
| 95.  | Hla-dma  | 1.60 | 1.44E-03 |
| 96.  | Pdpn     | 1.60 | 1.35E-02 |
| 97.  | P2ry6    | 1.58 | 1.04E-02 |
| 98.  | Tpm1     | 1.58 | 6.94E-02 |
| 99.  | Tpm3     | 1.58 | 5.04E-02 |
| 100. | Ccnl1    | 1.57 | 5.57E-03 |
| 101. | Itgb7    | 1.57 | 3.95E-02 |
| 102. | Ninj1    | 1.57 | 4.63E-03 |
| 103. | Rbpsuh   | 1.57 | 1.03E-02 |
| 104. | Bst1     | 1.55 | 1.10E-02 |
| 105. | Gda      | 1.55 | 4.74E-02 |
| 106. | Ctsk     | 1.54 | 2.46E-02 |
| 107. | Emb      | 1.53 | 1.96E-02 |
| 108. | Kbtbd10  | 1.53 | 1.06E-02 |
| 109. | Nfkbia   | 1.53 | 5.06E-03 |
| 110. | Timp1    | 1.53 | 3.11E-02 |
| 111. | Pigr     | 1.52 | 3.19E-02 |
| 112. | Sftpd    | 1.52 | 9.55E-03 |
| 113. | Ptpn1    | 1.50 | 3.77E-02 |
| 114. | Ripk3    | 1.50 | 5.52E-03 |

|      |      |      |          |
|------|------|------|----------|
| 115. | Sod2 | 1.50 | 9.66E-02 |
|------|------|------|----------|

Table S4. Rat alveolar macrophage genes down-regulated by *Pneumocystis* infection

|     | Gene     | FC    | FDR      |
|-----|----------|-------|----------|
| 1.  | Lgals1   | -4.24 | 8.44E-02 |
| 2.  | Psat1    | -3.10 | 3.82E-03 |
| 3.  | Tbc1d23  | -3.00 | 8.68E-04 |
| 4.  | Gsta2    | -2.63 | 2.02E-04 |
| 5.  | Car5b    | -2.47 | 5.01E-03 |
| 6.  | Xrcc5    | -2.35 | 3.21E-04 |
| 7.  | Pdlim1   | -2.33 | 1.47E-03 |
| 8.  | Alcam    | -2.29 | 1.35E-02 |
| 9.  | Cidea    | -2.27 | 6.74E-03 |
| 10. | Pkib     | -2.25 | 8.79E-03 |
| 11. | Pfkfb    | -2.19 | 7.34E-03 |
| 12. | Hmgcs1   | -2.18 | 3.61E-02 |
| 13. | Gstm1    | -2.17 | 3.05E-04 |
| 14. | Vldlr    | -2.17 | 3.71E-04 |
| 15. | Hac11    | -2.13 | 6.74E-03 |
| 16. | Cyb5     | -2.12 | 4.96E-03 |
| 17. | Prodh2   | -2.10 | 5.38E-03 |
| 18. | Hspa1a   | -2.08 | 8.03E-02 |
| 19. | Lipa     | -2.06 | 4.49E-04 |
| 20. | Ggh      | -2.03 | 2.00E-03 |
| 21. | Ela1     | -2.02 | 2.67E-04 |
| 22. | Pdhx     | -1.98 | 5.97E-03 |
| 23. | Slc15a2  | -1.98 | 2.31E-03 |
| 24. | Fxyd2    | -1.97 | 5.63E-03 |
| 25. | Acp5     | -1.96 | 2.62E-03 |
| 26. | Gnptg    | -1.95 | 1.38E-03 |
| 27. | Ivns1abp | -1.95 | 1.17E-02 |
| 28. | Slc5a6   | -1.90 | 1.05E-02 |
| 29. | Nnt      | -1.87 | 1.62E-02 |
| 30. | Acol     | -1.85 | 5.72E-03 |
| 31. | Btd      | -1.85 | 1.34E-02 |
| 32. | Ech1     | -1.84 | 7.42E-04 |
| 33. | Podn     | -1.83 | 2.24E-02 |
| 34. | Fxc1     | -1.82 | 1.22E-02 |
| 35. | Arpc5l   | -1.81 | 1.04E-02 |
| 36. | Igf1     | -1.81 | 2.40E-02 |

|     |         |       |          |
|-----|---------|-------|----------|
| 37. | Man1a   | -1.81 | 5.32E-02 |
| 38. | Fah     | -1.80 | 9.14E-03 |
| 39. | Pcsk1   | -1.80 | 2.67E-04 |
| 40. | Sqstm1  | -1.79 | 6.48E-03 |
| 41. | Gng5    | -1.78 | 7.54E-03 |
| 42. | Pld1    | -1.78 | 2.24E-03 |
| 43. | Fbp1    | -1.77 | 1.05E-02 |
| 44. | Star    | -1.75 | 1.03E-02 |
| 45. | Diablo  | -1.74 | 2.96E-03 |
| 46. | Hspe1   | -1.73 | 3.85E-02 |
| 47. | Spint2  | -1.73 | 4.91E-04 |
| 48. | Hspa9   | -1.72 | 1.05E-02 |
| 49. | Acly    | -1.71 | 1.27E-02 |
| 50. | Cdh17   | -1.71 | 7.18E-02 |
| 51. | Mmp12   | -1.70 | 2.59E-02 |
| 52. | Acat1   | -1.69 | 9.48E-03 |
| 53. | Cd55    | -1.68 | 1.82E-02 |
| 54. | Dusp5   | -1.68 | 9.05E-03 |
| 55. | PVR     | -1.68 | 2.62E-02 |
| 56. | Dnaja1  | -1.67 | 1.24E-02 |
| 57. | Rgc32   | -1.67 | 1.39E-02 |
| 58. | Sfxn3   | -1.67 | 2.96E-03 |
| 59. | Vat1    | -1.67 | 1.64E-02 |
| 60. | Impa1   | -1.66 | 5.51E-03 |
| 61. | Atp6v1d | -1.65 | 1.35E-02 |
| 62. | Plod1   | -1.65 | 4.32E-03 |
| 63. | Pparg   | -1.65 | 4.24E-03 |
| 64. | Tfpi    | -1.65 | 1.83E-02 |
| 65. | Cat     | -1.64 | 2.26E-02 |
| 66. | Hook1   | -1.64 | 3.33E-02 |
| 67. | Tnfrsf8 | -1.64 | 5.90E-04 |
| 68. | Acox1   | -1.63 | 2.34E-02 |
| 69. | Bloc1s2 | -1.63 | 5.01E-03 |
| 70. | Ccng1   | -1.63 | 4.15E-02 |
| 71. | Wdfy3   | -1.63 | 8.67E-03 |
| 72. | Ddt     | -1.62 | 3.50E-03 |
| 73. | Sfxn1   | -1.62 | 4.58E-03 |
| 74. | Tceb1   | -1.62 | 4.82E-02 |
| 75. | Hdac2   | -1.61 | 3.22E-02 |

|      |           |       |          |
|------|-----------|-------|----------|
| 76.  | Hsd17b12  | -1.61 | 1.98E-02 |
| 77.  | Gaa       | -1.60 | 2.26E-03 |
| 78.  | Hsd11b1   | -1.60 | 2.71E-03 |
| 79.  | Idh3g     | -1.60 | 1.29E-02 |
| 80.  | Slc22a18  | -1.60 | 1.29E-03 |
| 81.  | Dnajb1    | -1.59 | 8.67E-02 |
| 82.  | Lpl       | -1.59 | 1.48E-02 |
| 83.  | Atp6v1a   | -1.58 | 1.97E-02 |
| 84.  | Bnip3l    | -1.58 | 5.68E-03 |
| 85.  | Ccdc53    | -1.58 | 1.05E-02 |
| 86.  | Cd9       | -1.58 | 6.59E-03 |
| 87.  | Csde1     | -1.58 | 2.67E-02 |
| 88.  | Mrpl24    | -1.58 | 2.97E-02 |
| 89.  | Tnfrsf21  | -1.58 | 7.04E-04 |
| 90.  | Aifm1     | -1.57 | 2.15E-02 |
| 91.  | Ak3       | -1.57 | 1.68E-02 |
| 92.  | Bckdhb    | -1.57 | 2.45E-02 |
| 93.  | Map4k1    | -1.57 | 3.39E-02 |
| 94.  | Acadl     | -1.56 | 1.68E-02 |
| 95.  | Pmpcb     | -1.56 | 1.02E-02 |
| 96.  | Prkacb    | -1.56 | 8.17E-03 |
| 97.  | Prkch     | -1.56 | 1.44E-02 |
| 98.  | Psm2      | -1.56 | 1.32E-02 |
| 99.  | St3gal2   | -1.56 | 1.69E-02 |
| 100. | Dnajb9    | -1.55 | 5.93E-03 |
| 101. | Fcgrt     | -1.55 | 2.70E-03 |
| 102. | Il8ra     | -1.55 | 1.53E-02 |
| 103. | MGC112899 | -1.55 | 5.87E-03 |
| 104. | Mtpn      | -1.55 | 4.32E-02 |
| 105. | Gpd2      | -1.54 | 4.99E-02 |
| 106. | Usp12     | -1.54 | 2.65E-02 |
| 107. | Alox5     | -1.53 | 1.05E-02 |
| 108. | Atp6v1f   | -1.53 | 3.74E-03 |
| 109. | Bax       | -1.53 | 1.86E-02 |
| 110. | Cuta      | -1.53 | 1.66E-02 |
| 111. | Gphn      | -1.53 | 2.37E-02 |
| 112. | Mgst1     | -1.53 | 8.62E-04 |
| 113. | Nat1      | -1.53 | 6.90E-02 |
| 114. | Pde6d     | -1.53 | 1.80E-02 |

|      |          |       |          |
|------|----------|-------|----------|
| 115. | Pld2     | -1.53 | 9.33E-03 |
| 116. | Polr2f   | -1.53 | 2.86E-02 |
| 117. | Tmem9b   | -1.53 | 1.18E-02 |
| 118. | Abhd14b  | -1.52 | 5.52E-03 |
| 119. | Cdc42ep3 | -1.52 | 3.20E-02 |
| 120. | Cdc5l    | -1.52 | 3.76E-03 |
| 121. | Nr1h3    | -1.52 | 7.30E-02 |
| 122. | Ppp6c    | -1.52 | 4.28E-02 |
| 123. | Rab6a    | -1.52 | 7.34E-03 |
| 124. | Trim3    | -1.52 | 3.01E-03 |
| 125. | Agt      | -1.51 | 3.38E-02 |
| 126. | Ap2b1    | -1.51 | 1.97E-02 |
| 127. | Btf3l4   | -1.51 | 3.65E-02 |
| 128. | Crip2    | -1.51 | 1.29E-02 |
| 129. | Etfa     | -1.51 | 1.50E-02 |
| 130. | Ufsp2    | -1.51 | 2.20E-02 |
| 131. | Wfdc6a   | -1.51 | 1.04E-02 |
| 132. | Aplp2    | -1.50 | 1.44E-03 |
| 133. | Gsr      | -1.50 | 6.61E-03 |
| 134. | Higd1a   | -1.50 | 3.25E-02 |
| 135. | Hsd17b10 | -1.50 | 9.11E-03 |
| 136. | Prps2    | -1.50 | 1.39E-02 |
| 137. | Slc2a1   | -1.50 | 3.20E-02 |

How the deposited data were processed for this re-analysis (not part of the article)

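RNA of AMs from Normal, Dex and Dex-Pc female Sprague-Dawley rats of 120 to 140 g was measured on 12 Affymetrix RG-U34A arrays, 4 per group. AMs were taken by bronchoalveolar lavage and adherence to plastic, so the values are those of the adherent cells and not of a sorted population. The deposited intensities are the authors' MAS 5.0 signals on a linear scale, which the authors made with default settings and global scaling of each array to one trimmed mean (1001.7 to 1001.8 in these values). They carry no detection calls. The authors tested them with Partek Genomic Suite 6.4 and ranked functions with Ingenuity Pathway Analysis.

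The 8799 signals of each of the 12 arrays, 105588 values in all, were read as deposited. Values under 1 were set to 1, and log2 was taken. Gene symbols came from the platform's table and from current rat gene names joined by gene number, which matched 6994 probe sets. A single symbol was listed for 7006 of the tested probe sets. Probe sets with several symbols or none were tested but not counted as genes. Linear models with 1 mean per group were fitted over all 12 arrays with limma 3.58.1 in R 4.3.3, with contrasts of Dex to Normal, Dex-Pc to Dex and Dex-Pc to Normal, moderated standard errors and Benjamini-Hochberg adjustment over 8740 probe sets. Genes were called at a false discovery rate of at most 0.1 and a fold change of at least 1.5. A gene was followed through its brightest probe set over all arrays. Where another probe set above background gave another call than the brightest for a gene described at a claim, its log2 fold change is given there.

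Lists of genes were tested with limma's camera at a preset correlation between genes of 0.01, and with the correlation estimated from the data, for lists with at least 5 measured genes. Of 28 lists, 27 had enough. Principal components were taken of centred log2 values. The overlap of the called genes of both steps was set against independent lists and against splits of the 4 Dex arrays into 2 and 2, since both steps share those arrays. The whole procedure was tested on simulated data with 200 of 8740 probe sets changed, 100 by a log2 fold change of 1 and 100 by 2. Of these, 52 and 77 were called, with 21 false calls and 0 in the wrong direction, and 0 probe sets were called when none was changed. With 4 arrays per group, log2 signals had a within-group correlation of 0.955 to 0.96 in Normal and 0.961 to 0.965 in Dex arrays. It was 0.941 to 0.952 in Dex-Pc arrays. These correlations run over all probe sets and do not give the precision of a single gene, which its standard error gives.

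Samples, comparisons, thresholds, lists and alternatives were fixed before the data were examined. The alternatives were quantile normalization, median centring, pseudocounts of 32 and 100, only probe sets with a mean above the median probe set, limma with trend and robust settings, an unmoderated linear model, only the 8 arrays compared, the mean of all probe sets of a gene, any probe set of a gene, a false discovery rate of 0.05, a fold change of 2, the replicate number as a block, and leaving out each array. For principal components, unit variance and only the probe sets differing among groups were tried as well. Added after the values were seen were the background level, arrays centred on the hybridization controls (9 probe sets), only probe sets with a group mean above background, bounds from group means below background for folds set beside the paper's, and 1 test of heat shock genes and 2 of neutrophil markers in the closing part. The condition that decides 1 test of T cell genes was also changed after its result was seen, as described there. Left out were the 59 control probe sets, apart from their use for background and scaling, and the real-time RT-PCR, microscopy and pathway ranking, which were not analysed here. Results of some genes that entered the counts are not reported here.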

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

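The test of whether all Normal arrays lay above all Dex arrays for heat shock genes was chosen after the result was seen, and so were the test of neutrophil markers over all 9, the test of those above background in Dex and the condition that decides the T cell test. In each group of 4 arrays, an array was taken as apart when its gap to the nearest other exceeded Dixon's 95% critical share of the group's range for 4 values. Chance gives this in about 1 of 20 groups. It was met in 50 of 729 groups, against 36.4 by chance, 40 of them for single genes named in the text and 8 for lists. Many of these genes and lists overlap, so the groups are not independent.

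In Normal replicate 1, the mean log2 signal of MHC class II presentation was 9.79 (others 9.35 to 9.41) and the score on component 3 was -29.8 (others 11.8 to 16). The signal of Normal replicate 1 lay apart for Apoe (1090, others 912 to 923), Cdh17 (146, others 14.5 to 19.2), Cxcl13 (114, others 44.9 to 52.2) and RT1-Ba (638, others 414 to 430). This array was apart for RT1-Da (909, others 425 to 504) and Rgs18 (21.6, others 3.03 to 5.59) as well. The signal of Normal replicate 2 lay apart for Bid (1230, others 991 to 1030), Hk1 (523, others 606 to 612) and Srgn (8.18, others 19.4 to 20.5). The signal of Normal replicate 3 lay apart for Diablo (1280, others 1160 to 1170), F3 (104, others 7.44 to 16.9), Msn (3430, others 5540 to 5750) and Myc (1250, others 1860 to 1870). The signal of Normal replicate 4 lay apart for Ech1 (6250, others 6370 to 6390), Orm1 (161, others 114 to 121) and Spp1 (3410, others 2710 to 2810).

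In Dex replicate 1, the mean log2 signal of monocyte-derived macrophage markers was 10.17 (others 10.36 to 10.39). The signal of Dex replicate 1 lay apart for Ggt5 (170, others 294 to 319) and Kcnb2 (143, others 57.9 to 64.9). In Dex replicate 2, the mean log2 signal of glycolysis was 11.04 (others 11.14 to 11.16). The signal of Dex replicate 2 lay apart for Car4 (542, others 333 to 362), Hip1 (795, others 1110 to 1160), Pvr (951, others 730 to 748) and Slc3a2 (6380, others 7720 to 7840). This array was apart for Xrcc5 (9010, others 8080 to 8130) as well. The signal of Dex replicate 3 lay apart for Cyp4b1 (346, others 205 to 222). In Dex replicate 4, the mean log2 signal of polyamine metabolism was 11.68 (others 11.6 to 11.61). The signal of Dex replicate 4 lay apart for Mtpn (697, others 946 to 997) and Prkacb (2140, others 2620 to 2710).

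The signal of Dex-Pc replicate 1 lay apart for Tgfbr1 (81, others 586 to 634). In Dex-Pc replicate 3, the mean log2 signal of MHC class II presentation was 12.06 (others 11.59 to 11.6). The signal of Dex-Pc replicate 3 lay apart for Apoe (18300, others 8120 to 9160), Irf1 (22900, others 17500 to 18100), Rsad2 (5020, others 2860 to 3030) and Tap1 (5800, others 4120 to 4280). This array was apart for Thrb (69.7, others 3.8 to 9.71) as well. In Dex-Pc replicate 4, the mean log2 signal of immediate-early genes was 11.01 (others 10.81 to 10.84), the mean log2 signal of resident alveolar macrophage markers was 11.73 (others 11.87 to 11.89), the mean log2 signal of mast cell markers was 6.86 (others 5.98 to 6.12) and the score on component 2 was 47.1 (others 3.6 to 11). The signal of Dex-Pc replicate 4 lay apart for Ccr1 (10600, others 5150 to 5550), Cxcr2 (2290, others 1040 to 1150), Igf1 (2600, others 4390 to 4530) and Mmp14 (8610, others 6150 to 6430). This array was apart for Mx1 (2700, others 1650 to 1810), Pon1 (4340, others 1860 to 2080), Sv2b (163, others 29.2 to 50.1) and Tbc1d23 (1690, others 2480 to 2580) as well.

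Lists of this work that are not groups of the paper also moved, and many of their members are genes that the paper lists. T and NK cell markers had a mean log2 fold change of 1.47 and lung epithelial markers of 0.7 with infection, the latter not past the threshold with an estimated correlation (adjusted p = 0.172). With dexamethasone, lysosomal genes had 0.48, monocyte-derived macrophage markers 1.39 and oxidative phosphorylation genes 0.34, the last again not past it (adjusted p = 0.129 with an estimated correlation). The hybridization controls were higher in Dex-Pc than in Dex arrays by 0.99, which the paper does not report.

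Heat shock genes were lower in Dex than in Normal AMs, 7 of 18 past the thresholds, and the list did not pass with an estimated correlation (adjusted p = 0.242). The range of the list mean over Normal arrays was 0.56 of the difference (0.54 of 0.96), which meets the condition set for a stress response in 1 or 2 Normal arrays. The lowest Normal array still lay 0.59 above the highest Dex array, against a range of 0.18 over Dex arrays, so 1 or 2 Normal arrays alone do not account for it. In Dex-Pc AMs, whose rats also received dexamethasone, the median was -0.98 relative to Normal, lower in 4 of 4 arrays. An effect of the drug, or of the penicillin given with it, may thus play a part. The order of handling of the groups is not given and was not tested.

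Neutrophil markers were higher in Dex-Pc than in Dex AMs. The median was 1.89 over the 7 markers other than S100a8, S100a9 and Lcn2 whose signal in Dex-Pc AMs lay above the median probe set, and 7 of 9 markers called higher lay above the median probe set in every Dex-Pc array. Both were set before, but choosing markers by their signal or call in Dex-Pc AMs favours those that rose, so they decide nothing. Over all 9 other markers, with RatNP-3b (-0.18) and Defa5 (0.74), the median was 1.56 (standard error 0.51 over markers, not rats). This leaves neutrophils among the adherent cells as a candidate explanation. The 8 markers with a Dex mean above background include S100a8, S100a9 and Lcn2, which are among the largest rises that the paper lists. Over these 8 the median was 1.93, with a standard error of 0.72 taken over markers and not over rats. Since their Dex means lay above background, this argues against signals near the floor for this set. The markers share the same arrays, so they are not independent. The others of the 8 were Mmp8 (1.98), Cxcr2 (1.89), Alpl (1.35), RatNP-3b (-0.18) and Cxcr1 (-0.61). Signals near the floor stay open for Defa5, at 28.6 in Dex AMs and 47.6 in Dex-Pc AMs. Mmp9, Pglyrp1 and Padi4 were at 58.3, 58 and 79.9 in Dex AMs, so the sizes of their rises stay open. All of these but Defa5 were called higher, at 410, 442 and 235 in Dex-Pc AMs, above the background of 80.6. In Dex-Pc AMs, the abundant neutrophil genes S100a8 and S100a9 had geometric mean signals of 6370 and 7480 and Mmp9 of 410, while the log2 signal of Cxcr1 fell by 0.61 and Defa5 was at 47.6. Against many such cells stands the paper's purity of AMs of over 97% by anti-RMA staining, given without a value per group. How many neutrophils the adherence step leaves out was not tested.

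T and NK cell markers were higher in Dex-Pc than in Dex AMs. The median of 6 T cell receptor and signalling genes was 0.49, short of the 0.5 set before for T and NK cells among the adherent cells, with Cd3d from 48.5 to 304, Cd247 from 78.8 to 202 and Cd3g and Cd5 at 0.06 and -0.04. The condition set before against such cells, a median under 0.1 over members above the median probe set, was met by Lck alone (-0.12, standard error 0.15), and as written it would have excluded them. It was changed after this was seen to need 3 such members, because 1 gene with a signal of 1620 in Dex AMs would hide a small share of T cells, so the test now decides neither way. The list was written before the test, and 11 of its 25 genes were above background in Dex AMs. The paper's purity of over 97% limits the share of such cells, and what adherence leaves out was not tested.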

How the results depend on the processing

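The centring of arrays on the hybridization controls and the limit to probe sets above background were chosen after the values were seen. The others were fixed before. Calls with infection depended on the scaling most. With median centring 363 genes were lower in Dex-Pc than in Dex AMs. Centred on the hybridization controls, 103 genes were lower with dexamethasone, 66 higher and 3248 lower with infection, and 179 higher and 2662 lower in Dex-Pc than in Normal AMs. The overlaps of both steps were then 168 (up and down), 17 (up and up), 3 (down and up) and 62 (down and down), and 626, 5836 and 5992 probe sets passed in Dex vs. Normal, in Dex-Pc vs. Dex and among the groups. Centring on these controls lowered every log2 fold change with infection by 0.99, so each one between 0 and 0.99 turned sign by the shift alone. The change turned from above to below 0 for 37 named genes that were called in one of the scalings. Of these genes, 16 were called as higher with the authors' scaling only and 21 as lower with the controls only. Those named here are Adar (-0.15), Atf3 (-0.9), Bst1 (-0.39), Ccne1 (-0.67), Cd81 (-0.88), Cdk1 (-0.97), Ctsk (-0.23), Ctsl (-0.37), Cxcl2 (-0.59), Emb (-0.07), Fabp4 (-0.88), Fcer2 (-0.98), Fcgr2b (-0.87), Flt1 (-0.99), Gda (-0.29), Gstp1 (-0.94), Hbb-b1 (-0.77), Hk1 (-0.78), Il1r1 (-0.78), Itgav (-0.14), Myc (-0.64), Nr0b2 (-0.85), Pf4 (-0.85), Pfkl (-0.83), Plk1 (-0.63), Pstpip1 (-0.02), Ptafr (-0.24), Ptpn1 (-0.32), Ptpn6 (-0.91), Rpl3l (-0.09), Sdc4 (-0.63), Slc16a3 (-0.03), Slc4a1 (-0.75), Socs3 (-0.04), Tap2 (-0.28) and Xdh (-0.08). The cause of the shift was not tested. No named gene or list changed sign past a threshold under an alternative fixed before the data were examined. A false discovery rate of 0.05 gave 24 genes down and then up. A fold change of 2 gave 174 higher and 161 lower genes with dexamethasone, 78 lower with infection, 233 lower in Dex-Pc than in Normal AMs, and overlaps of 10, 28, 18 and 5 genes in the same order. Counting a gene through any of its probe sets gave 38 genes down at both steps. Of 27 lists, 4 were shifted with dexamethasone and 8 with infection when correlations were estimated, against 11 and 18. The first 3 components held 84.9% of the variance of only the probe sets differing among groups. Of 311 calls of named genes, 10 were lost with quantile normalization, 10 with median centring, 3 and 12 with the pseudocounts, 6 with the unmoderated linear model, 9 with only the 8 arrays compared, 14 with the replicate block, 20 with the mean of all probe sets and 8 to 27 on leaving out 1 array, most without Dex replicate 3. With the hybridization controls, 65 of 295 were lost, besides the 16 that changed sign. Leaving out each array gave 270 to 318 higher and 265 to 324 lower genes with dexamethasone, 188 to 264 and 184 to 265 with infection, and 392 to 468 and 452 to 501 in Dex-Pc against Normal AMs. The overlaps were 35 to 52, 36 to 49, 28 to 47 and 23 to 30 genes, the probe sets 1180 to 1671, 840 to 1242 and 2183 to 2401, the shifted lists 11 to 14 and 15 to 19, and the share of 3 components 54.6 to 56.4%. With the replicate number as a block, 296 genes were higher and 286 lower with dexamethasone and 225 and 222 with infection. Arrays of the same number in 2 groups were not alike, with correlations of -0.082 to 0.09 after group means were removed, so the numbers were not taken as pairs.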

Differences from the paper's values

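The tests set beside the paper's values were fixed before the data were examined, except for arrays centred on the hybridization controls, the limit to probe sets above background and the bounds from group means below background, which were chosen after the values were seen. At the paper's thresholds, the paper's 200 genes higher in Dex than in Normal AMs compare with 310 here, which was within 1.5 times of the paper's count with a pseudocount of 100 (279), only probe sets above the median (280), an unmoderated linear model (295), the replicate block (296), the mean of all probe sets (289), a false discovery rate of 0.05 (276) and a fold change of 2 (174), and without Normal replicate 1 (293), Normal replicate 2 (290), Normal replicate 4 (284), Dex replicate 1 (295), Dex replicate 3 (282) and Dex replicate 4 (270). The paper's 144 lower genes compare with 314, within 1.5 times with a fold change of 2 (161). The paper's 116 genes higher in Dex-Pc than in Dex AMs (the paper's 115 in its discussion) compare with 247, within 1.5 times with only probe sets above the median (172) and a fold change of 2 (167). The paper's 140 lower genes (the paper's 137 in its discussion) compare with 237, within 1.5 times with a pseudocount of 100 (200) and a false discovery rate of 0.05 (201), and without Dex replicate 1 (197), Dex replicate 3 (203) and Dex-Pc replicate 4 (184). The other alternatives fixed before stayed apart for each of these counts. With arrays centred on the hybridization controls, chosen after the values were seen, 258 genes were higher and 103 lower with dexamethasone, both within 1.5 times of the paper's counts, but 23 of 88 genes that the paper lists and that were called here were lost. With infection, 66 were then higher and 3248 lower, both further than 1.5 times from the paper's counts. Of genes that fell with dexamethasone and rose with infection, Table 5 of the paper lists 9 and 38 were called here, and no alternative, fixed before or added, came within 1.5 times of the paper's number. The paper's share of 83.5% for the first 3 components compares with 53.5%. The share was within 1.5 times of it with a pseudocount of 32 (63.8), only probe sets above the median (79) and only probe sets differing among groups (84.9), and without Normal replicate 1 (55.9), Dex replicate 1 (55.8), Dex replicate 2 (56.4), Dex replicate 4 (55.7), Dex-Pc replicate 1 (55.9) and Dex-Pc replicate 2 (56), and not with the other alternatives.

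Of 102 fold changes that the paper prints for Dex against Normal AMs, 25 differed in size or sign, 15 with a pseudocount of 100. A fold change was taken to differ when it was over 1.5 times apart or of the other sign, and by more than the larger SD of the 2 groups on the log2 scale. Where 1 group was below background on all 4 arrays and the fitted change was the larger, only the lower bound was compared, and where both were, none. By one or other of these rules, some genes were over 1.5 times apart and not counted. With dexamethasone this held for Ass1 (the paper's 1.62, fitted 4.01). With infection it held for Prf1 (the paper's 1.78, fitted 7.69), Mmp8 (the paper's 2.34, fitted 3.95), Il1r2 (the paper's 3.14, fitted 4.73) and Hspa1a (the paper's -2.08, fitted -4.14). Mmp8, Il1r2 and Hspa1a had group means above background, so for these the SD decided. Fold changes are signed as in the paper, and each gene is given with the alternatives under which it did not differ. With the others fixed before it did. Some groups had a mean below background but not all 4 arrays, as in Normal AMs for Cdh17, F3 and Ptgs2 (means of 49.3, 34.9 and 79.2) and in both groups for Cxcl13 (64.8 and 59.7). With the same rule on such means, chosen after the values were seen and dropping none of the called genes that the paper lists because it leaves calls as they are, 23 differed, since the bound of F3 no longer did and Cxcl13 could not be compared. For Pld1, the paper's -1.05 compares with 1.26, and did not differ with the mean of all probe sets. For Cdh17, the paper's 7.15 compares with at least 28.6 (fitted 78.9, from a mean below background), and did not differ with a pseudocount of 100. For Gpd2, the paper's 1.57 compares with 1.02, and did not differ with median centring and the mean of all probe sets, and without Normal replicate 4. For RT1-Db1, the paper's 1.65 compares with 4.06, and did not differ with a pseudocount of 100. For Il1r2, the paper's 3.50 compares with 5.94, and did not differ with quantile normalization, a pseudocount of 32 and a pseudocount of 100, and without Normal replicate 2, Normal replicate 3, Normal replicate 4, Dex replicate 3 and Dex replicate 4. For Slc28a2, the paper's 8.24 compares with 43.4 fitted, with 2 of 4 Normal arrays below background, and did not differ with a pseudocount of 100.

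For F3, the paper's 2.87 compares with at least 3.48 (fitted 14.3, from a mean below background), and did not differ with a pseudocount of 32 and a pseudocount of 100. For Pon1, the paper's 3.05 compares with 7.63, and did not differ with a pseudocount of 100, and without Dex replicate 4. For Ptgs2, the paper's 2.01 compares with at least 4.36 (fitted 4.73, from a mean below background), and did not differ with a pseudocount of 100 and the mean of all probe sets. For Socs2, the paper's 1.73 compares with 2.85, and did not differ with a pseudocount of 32 and a pseudocount of 100. For Sdc4, the paper's 6.52 compares with 11.2, and did not differ with the mean of all probe sets. For Hspb1, the paper's -7.76 compares with -4.84, and did not differ without Normal replicate 1, Normal replicate 4, Dex replicate 2 and Dex replicate 3. For Tac1, the paper's -6.16 compares with -10.2, and did not differ with a pseudocount of 100 and the mean of all probe sets, and without Dex replicate 4.

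For Prkcb, the paper's -5.68 compares with -14, and did not differ with a pseudocount of 100.

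With dexamethasone, no alternative fixed before closed the gap for Cxcl13 (the paper's 4.17, here -1.08 fitted, from 2 means below background, so not a measured gap), C1qb (the paper's 2.04, here at least 4.42 (fitted 8.5, from a group below background)), Srgn (the paper's 3.39, here at least 7.65 (fitted 38.9, from a group below background)) and S100a9 (the paper's 2.65, here at least 5.48 (fitted 10.3, from a group below background)). Nor did any for Fxyd2 (the paper's 3.79, here 10.6), Sqstm1 (the paper's 1.56, here -1.75), S100a8 (the paper's 2.50, here at least 8.41 (fitted 15, from a group below background)) and Enpp3 (the paper's 2.08, here at least 5.41 (fitted 21, from a group below background)). The same held for Ptafr (the paper's 1.59, here 2.97), Ctsk (the paper's 3.68, here 6.89) and Cxcl2 (the paper's 13.43, here 4.26, while the paper's Table S1 gives 3.96 for Cxcl2 and 13.43 for Cxcl1).

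Of 131 printed for Dex-Pc against Dex AMs, 21 differed, 10 with a pseudocount of 100. For Cd55, the paper's -1.68 compares with -2.74, and did not differ with quantile normalization, a pseudocount of 100 and the mean of all probe sets, and without Dex-Pc replicate 1 and Dex-Pc replicate 4. For Il10, the paper's 1.87 compares with 3.93, and did not differ with a pseudocount of 100. For Mmp7, the paper's 1.92 compares with 2.91, and did not differ with quantile normalization, median centring, a pseudocount of 32 and a pseudocount of 100, and without Dex replicate 1, Dex replicate 4, Dex-Pc replicate 3 and Dex-Pc replicate 4. For Mx1, the paper's 2.42 compares with 3.71, and did not differ with median centring, a pseudocount of 32 and a pseudocount of 100, and without Dex replicate 2, Dex replicate 4 and Dex-Pc replicate 4. For Nos2, the paper's 6.35 compares with 10.4, and did not differ with median centring, a pseudocount of 32, a pseudocount of 100 and the mean of all probe sets, and without Dex replicate 1 and Dex-Pc replicate 1. For Gnptg, the paper's -1.95 compares with -2.94, and did not differ with quantile normalization, a pseudocount of 32, a pseudocount of 100 and the mean of all probe sets, and without Dex replicate 3, Dex replicate 4, Dex-Pc replicate 2 and Dex-Pc replicate 4.

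For Alox5, the paper's -1.53 compares with -2.85, and did not differ with a pseudocount of 100, while the paper's Table 6 gives -3.07. For C1qb, the paper's 2.64 compares with 6.95, and did not differ with a pseudocount of 100, and without Dex replicate 1 and Dex replicate 2. For Apoe, the paper's 5.23 compares with 3.1, and did not differ with the mean of all probe sets. For Crp, the paper's 3.23 compares with 5.14, and did not differ with median centring, a pseudocount of 100 and the mean of all probe sets, and without Dex replicate 1 and Dex-Pc replicate 4, while the paper's Table S3 gives 3.41. For Star, the paper's -1.75 compares with -4.66, and did not differ with a pseudocount of 100. For Sdc1, the paper's 2.42 compares with 3.92, and did not differ with a pseudocount of 32 and a pseudocount of 100, and without Dex replicate 4 and Dex-Pc replicate 4.

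With infection, no alternative fixed before closed the gap for Mx2 (the paper's 1.94, here 10.5), Clu (the paper's 2.37, here 4.36), Ccl5 (the paper's 3.58, here at least 15 (fitted 50, from a group below background)) and Pld1 (the paper's 1.076, here -2.02, while the paper's Table S4 gives -1.78). Nor did any for Sqstm1 (the paper's -1.79, here -1.01), RT1-Db1 (the paper's 5.35, here 11), Ass1 (the paper's 5.28, here 43.9 fitted, with 3 of 4 Dex arrays below background) and Socs2 (the paper's 1.67, here -1.27). The same held for Fbp1 (the paper's -1.77, here -4.96).

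The paper lists further genes as changed whose log2 fold change did not pass here. With dexamethasone, this held for 11 genes. Atp6v1a (0.46, adjusted p = 0.0488) was called with the mean of all probe sets and any of its probe sets. Eloc (0.55, adjusted p = 0.00781) was called with median centring and without Normal replicate 2 and Dex replicate 2. Hook1 (0.57, adjusted p = 0.147) was called without Dex replicate 2. Pvr (0.58, adjusted p = 0.0511) was called with quantile normalization and median centring and without Normal replicate 3, Dex replicate 1, Dex replicate 3 and Dex replicate 4. Nudt4 (1.3, adjusted p = 0.189) was called with only probe sets above the median. Star (-0.98, adjusted p = 0.112) was called with a pseudocount of 32, a pseudocount of 100, only probe sets above the median, limma with trend and robust settings and only the 8 arrays compared and without Dex-Pc replicate 1 and Dex-Pc replicate 3. No alternative fixed before called Cxcl13 (-0.11, adjusted p = 0.917), Hspa9 (0.68, adjusted p = 0.292), Gpd2 (0.03, adjusted p = 0.916), Sqstm1 (-0.81, adjusted p = 0.152) and St3gal2 (-0.17, adjusted p = 0.66).

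With infection, it held for 21 genes. Lgals1 (-2.47, adjusted p = 0.185) was called with only probe sets above the median. Cat (-0.44, adjusted p = 0.607) was called with any of its probe sets. Nr1h3 (-0.48, adjusted p = 0.0506) was called with median centring. Ppp6c (-0.53, adjusted p = 0.0459) was called with median centring and without Dex replicate 4. Dnaja1 (-0.25, adjusted p = 0.374) was called with the mean of all probe sets and any of its probe sets. Cd14 (0.64, adjusted p = 0.244) was called with any of its probe sets. Cxcl13 (1.26, adjusted p = 0.104) was called with a pseudocount of 32, a pseudocount of 100, limma with trend and robust settings, the replicate block and the mean of all probe sets and without Normal replicate 1 and Dex-Pc replicate 4. F3 (1.76, adjusted p = 0.162) was called with a pseudocount of 32, a pseudocount of 100, limma with trend and robust settings and only the 8 arrays compared and without Normal replicate 3. Nudt4 (1.37, adjusted p = 0.176) was called with a pseudocount of 100, only probe sets above the median and only the 8 arrays compared. Ptgs2 (1.14, adjusted p = 0.129) was called with a pseudocount of 32, a pseudocount of 100, only probe sets above the median, limma with trend and robust settings, the mean of all probe sets and any of its probe sets and without Normal replicate 3 and Dex replicate 2. Pde4b (0.55, adjusted p = 0.105) was called with the mean of all probe sets and any of its probe sets and without Dex replicate 2 and Dex-Pc replicate 4. Dnajb1 (-0.67, adjusted p = 0.145) was called with only probe sets above the median, limma with trend and robust settings and only the 8 arrays compared and without Normal replicate 4. Mtpn (-0.53, adjusted p = 0.0854) was called with median centring and without Dex replicate 4 and Dex-Pc replicate 3. Cdc42ep3 (-0.5, adjusted p = 0.0436) was called with median centring. None of those alternatives called Sod2 (0.54, adjusted p = 0.162), Cdh17 (-0.48, adjusted p = 0.718), Hspa9 (-0.68, adjusted p = 0.298), Atp6v1a (-0.47, adjusted p = 0.0577), Gpd2 (-0.09, adjusted p = 0.687), Sqstm1 (-0.01, adjusted p = 0.988) and Socs2 (-0.35, adjusted p = 0.362). With arrays centred on the hybridization controls, chosen after the values were seen, Lgals1, Cat, Nr1h3, Ppp6c, Dnaja1, Cdh17, Hspa9, Atp6v1a, Gpd2, Sqstm1, Dnajb1, Mtpn and Cdc42ep3 were called lower, but 23 of 88 genes that the paper lists with dexamethasone and that were called here, and 25 of 108 with infection, were lost. With only probe sets above background in a group, also chosen after the values were seen, Star was called with dexamethasone and Cxcl13, Ptgs2 and Dnajb1 with infection, and 0 of 88 and 0 of 108 of those listed genes were lost.

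With arrays centred on the hybridization controls, the fold changes no longer differed for Gpd2 (1.18) and Tac1 (-8.78) with dexamethasone and Il10 (1.98), Mmp7 (1.46), Clu (2.19), Mx1 (1.86), Nos2 (5.22), C1qb (3.49), Sqstm1 (-2), RT1-Db1 (5.55), Crp (2.59) and Sdc1 (1.97) with infection, a scaling chosen after the values were seen that dropped 23 and 25 of the called genes that the paper lists. Another 9 and 93 fold changes then differed that had not before.

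Of the entries of Tables S1 to S4 with a gene of their own, 156 of 185, 111 of 129, 88 of 104 and 88 of 123 were called in the paper's direction, and 161, 124, 97 and 98 when any probe set of a gene was counted. Sqstm1, Hsp90b1, Stx5, Sparc and Tpm1 had the other sign here, none of them called.

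The paper states that Pld1 and Alox5 rise in its functional groups and also lists both as lower with infection. Here both fell, by 1.01 and 1.51 on the log2 scale. It calls Cxcl10 the largest rise with infection. Its log2 fold change here was 3.87, and that of S100a9 4.08. Ass1 and Ccl5 had larger fitted folds, of 43.9 and 50, against 16.9 for S100a9 and 14.7 for Cxcl10. Cd8a also had a larger fitted log2 fold change, of 4.16. The sizes for Ass1, Ccl5 and Cd8a are not measured, since Dex arrays were below background, as 3 of 4 were for Ass1 (36.8 to 207).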

Other observations

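In this part, the scaling to hybridization controls and the median over all 9 neutrophil markers were chosen after the result was seen. Single genes of energy metabolism changed. Glycolysis as a list was shifted up with dexamethasone (camera, adjusted p = 0.00521, or 0.058 with an estimated correlation) and not shifted with infection (adjusted p = 0.42). Fatty acid oxidation was shifted down with infection (adjusted p = 3.09e-05, or 0.119 with an estimated correlation) and not shifted with dexamethasone (adjusted p = 0.296). Oxidative phosphorylation passed at both steps at the preset correlation and at neither with an estimated one (adjusted p = 0.129 and 0.229). Pfkl, the liver form of phosphofructokinase, rose with dexamethasone from 985 ± 208 (SD, n = 4) to 2210 ± 270, a log2 fold change of 1.19 (adjusted p = 0.00186). Pfkp, the platelet form, fell with infection from 5560 ± 705 to 2690 ± 605, a log2 fold change of -1.07 (adjusted p = 0.00417). Slc16a3, which exports lactate, rose with infection from 1610 ± 225 to 3180 ± 679, a log2 fold change of 0.96 (adjusted p = 0.012), or -0.03 with arrays centred on the hybridization controls. Acsl4, which activates long fatty acids, rose with dexamethasone from 903 ± 59.5 to 1730 ± 92.9 at the brighter of its probe sets, while a dimmer one did not pass (log2 fold change -1.4, adjusted p = 0.275), and Ndufc1, a subunit of respiratory complex I, from 2130 ± 303 to 4430 ± 634. Hsd17b10, a mitochondrial dehydrogenase of fatty acid oxidation, fell with infection from 1470 ± 142 to 834 ± 132.

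Single genes of cell death, lysosomes and glutathione breakdown changed too, while the list of cell death regulators was not shifted at either step (adjusted p = 0.432 and 0.682). Bid, which links death receptors to mitochondria, rose with dexamethasone from 1070 ± 109 (SD, n = 4) to 2930 ± 546, a log2 fold change of 1.44 (adjusted p = 0.000134), and the lysosomal sulfatase gene Arsb from 547 ± 38.1 to 1170 ± 173. Ggt5, which cleaves glutathione conjugates, rose at both steps, by 1.4 (adjusted p = 0.00243) and 1.42 (adjusted p = 0.0044). Svil, which links actin to membranes, fell with dexamethasone from 2680 ± 108 to 1400 ± 113. Epcam, an epithelial adhesion molecule, rose with infection from 132 ± 44.7 to 582 ± 248, in arrays in which other lung epithelial markers rose.

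No other split of the arrays called as many genes as the real grouping. Fitted on the 8 arrays compared, the real grouping called 643 genes with dexamethasone, 476 with infection and 837 in Dex-Pc against Normal AMs, and the highest of the other splits into 4 and 4 called 1, 4 and 1. Of 35 splits, 1, the real one, called as many in each comparison, which is the smallest share that 35 splits can give. The other splits mix arrays of both groups, so they are not free of the group difference. The order of handling and processing is not given, so an effect of it that followed the groups was not tested.

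One hypothesis is that part of the change in Dex-Pc AMs may reflect a different mix of adherent cells. The median of 9 neutrophil markers other than S100a8, S100a9 and Lcn2 was 1.56, with RatNP-3b (-0.18, not called) and Cxcr1 (-0.61) lower, and that of 6 T cell receptor genes 0.49. The paper's purity of AMs was over 97% by anti-RMA staining, which limits the share of other cells. Sorting AMs by a surface marker before RNA extraction, or counting S100a9 and Cd3d transcripts per cell, would test it. Another hypothesis is that less labelled rat RNA reached the Dex-Pc arrays, or more of the controls, since the median of all genes with infection was -0.95 with arrays centred on the hybridization controls. Hybridizing measured amounts of labelled RNA and of the controls again would test it.

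It is also a hypothesis that dexamethasone lowers a stress response caused by isolation. The heat shock list was lower in Dex-Pc than in Normal AMs too, with a median of -0.98, and this may differ with the time between lavage and lysis. Timed isolations of AMs from untreated and treated rats would test it. Genes induced by glucocorticoids in other cells were not shifted with dexamethasone (adjusted p = 0.102), although they passed with a pseudocount of 32 (adjusted p = 0.0845), with only probe sets above the median (adjusted p = 0.0746), with the replicate block (adjusted p = 0.0837) and without any 1 of 5 arrays (adjusted p = 0.0377 without Dex replicate 1), so this result is not stable. The rats had received the drug for 9 weeks, and earlier time points would show whether these genes respond first.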
